# Glucocorticoid receptor-PPARα axis in fetal mouse liver prepares neonates for milk lipid catabolism

**DOI:** 10.7554/eLife.11853

**Published:** 2016-07-01

**Authors:** Gianpaolo Rando, Chek Kun Tan, Nourhène Khaled, Alexandra Montagner, Nicolas Leuenberger, Justine Bertrand-Michel, Eeswari Paramalingam, Hervé Guillou, Walter Wahli

**Keywords:** glucocorticoid receptor, PPARα, hepatic steatosis, ketone body, HDAC3, FGF21, Mouse

## Abstract

In mammals, hepatic lipid catabolism is essential for the newborns to efficiently use milk fat as an energy source. However, it is unclear how this critical trait is acquired and regulated. We demonstrate that under the control of PPARα, the genes required for lipid catabolism are transcribed before birth so that the neonatal liver has a prompt capacity to extract energy from milk upon suckling. The mechanism involves a fetal glucocorticoid receptor (GR)-PPARα axis in which GR directly regulates the transcriptional activation of PPARα by binding to its promoter. Certain PPARα target genes such as *Fgf21* remain repressed in the fetal liver and become PPARα responsive after birth following an epigenetic switch triggered by β-hydroxybutyrate-mediated inhibition of HDAC3. This study identifies an endocrine developmental axis in which fetal GR primes the activity of PPARα in anticipation of the sudden shifts in postnatal nutrient source and metabolic demands.

**DOI:** http://dx.doi.org/10.7554/eLife.11853.001

## eLife digest

Birth is a highly stressful and critical event. In the womb, babies rely on the supply of oxygen and nutrients provided by the placenta. However, once they are born they need to breathe for themselves and gain all their nutrients from suckling milk. The placenta provides a sugar-rich diet, while milk is richer in fat. Failing to cope with this change in diet leads to serious complications and sometimes death. Therefore, a better understanding of how the body adapts to these changes may shed light on pathways that are important for good health in later life.

The liver plays a central role in processing the nutrients absorbed by the gut. It uses fats to produce molecules called ketone bodies, such as β-hydroxybutyrate, which are then used as fuel by other tissues and organs including the heart, muscle and the brain. A protein called PPARα controls the production of ketone bodies primarily by regulating genes that are involved in the uptake and breakdown of fat in the liver. However, little is known about how this protein affects the development of the liver.

Here, Rando, Tan et al. report that mice start to produce more PPARα in the liver shortly before birth. This ultimately activates several genes that encode enzymes that break down fats. The experiments show that during labor, stress hormones called glucocorticoids directly stimulate the production of PPARα in the liver of the fetus to prepare newborn mice for harnessing energy from fat-rich milk.

In the absence of PPARα, mouse liver cells are less able to break down fats after birth and so start to accumulate fat, resulting in fewer ketone bodies being produced. Rando, Tan et al. show that β-hydroxybutyrate regulates some PPARα target genes, including one called *Fgf21.* The activity of this gene increases only after milk suckling starts and it encodes a protein that enhances the breakdown of fats in the liver. Without PPARα, the expression levels of its target genes, including *Fgf21,* do not increase after birth, which promotes the build up of fats in liver cells, a condition known as liver steatosis.

Overall, the results reported by Rando, Tan et al. highlight how stress during labor plays an important role in priming the body to cope with a fat-rich diet after birth. Future studies will need to determine if stress hormones and ketone bodies could be used as therapies for babies born by caesarean section with liver steatosis.

**DOI:** http://dx.doi.org/10.7554/eLife.11853.002

## Introduction

In mammals, embryonic and postnatal development depends on nutrition from placentation and lactation, respectively (Brawand et al., 2008).Before birth, hepatic energy metabolism relies mainly on glucose catabolism. Metabolic fluxes change abruptly at birth when milk, which has a higher lipid but relatively lower glucose content, becomes the exclusive nutrient (Girard et al., 1992). At the first few hours after birth, liver expresses the rate-limiting enzymes responsible for extracting energy from milk (Krahling et al., 1979; Huyghe et al., 2001). However, whether lipid catabolism at birth is developmentally programmed or an adaptive response requiring an external stimulus remains unknown. Failure to adapt to this catabolic switch results in life-threatening errors of metabolism, with serious energy imbalances that are recapitulated in mouse models of neonatal liver steatosis (Ibdah et al., 2001; Cherkaoui-Malki et al., 2012).

Peroxisome proliferator-activated receptor α (PPARα) is a key transcriptional regulator of lipid metabolism owing to its activation by a lipid surge to induce lipid catabolism (Desvergne et al., 2006; Montagner et al., 2011, 2016). However,the role of PPARα in the perinatal liver is not fully understood. Certain PPARα target genes (e.g., acyl-CoA oxidase 1 [*Acox1*]) are highly expressed in fetal liver at the end of gestation, whereas the expression of others (e.g., fibroblast growth factor 21 [*Fgf21*]) strictly depends on postnatal milk uptake (Hondares et al., 2010; Yubero et al., 2004). Based on these contrasting observations, we hypothesized the presence of a PPARα-triggering program before birth that does not require milk suckling for activation. Given that fetal liver metabolism mostly relies on glycolysis rather than lipid oxidation, we postulated that the liver phenotype of PPARα-deficient fetuses may not be obvious due to the absence of a lipid-rich diet challenge.

By measuring gene expression in prenatal and postnatal livers, we show that PPARα activation has already occurred a few days before birth, and that glucocorticoid receptor (GR)-mediated control of PPARα in late gestation prepares its physiological role in the pups for harnessing milk lipids immediately after birth. However, before birth we could barely detect the expression of certain PPARα target genes such as *Fgf21*, which is exclusively involved in adaptive metabolism. Therefore, we explored the mechanistic basis for the temporal regulation of PPARα target genes. We found that certain PPARα target genes, including *Fgf21* and *Angptl4* (Angiopoietin-like 4), are epigenetically controlled by histone deacetylase 3 (HDAC3) and de-repressed in response to β-hydroxybutyrate, a by-product of fatty acid oxidation (FAO). Taken together, our data provide the evidence of a major role of glucocorticoid signaling in direct hepatic regulation of PPARα and indirect HDAC3-mediated regulation of FGF21, which controls important metabolic and thermogenic events in the early days of life (Hondares et al., 2010).

## Results

### GR controls PPARα expression in the late fetus

Stress at labor is associated with high glucocorticoid signaling (Barlow et al., 1974). We previously reported that glucocorticoids stimulate PPARα expression in the adult liver, but the mechanism was not elucidated (Lemberger et al., 1994). Interestingly, the mRNA expression of GR (*Nr3c1*) in the fetal liver is the highest just before birth (Speirs et al., 2004).Because GR plays a role in the preparation for birth (Cole et al., 1995), we further tested GR implication in the regulation of fetal PPARα expression. We confirmed that *Nr3c1* mRNA levels in the fetal liver peak at embryonic day E19.5, similar to *Ppara* mRNA expression (Figure 1A,B). Notably, *Ppara* mRNA levels were low in the liver at E13 and E15, but markedly increased at E17, peaking just before birth at E19.5 (Figure 1B). This observation coincides with a maximal RNA polymerase 2 (Pol2) recruitment to the PPARα transcriptional start site (TSS) (Figure 1C) and enhanced nuclear accumulation of PPARα protein similar to the levels in the postnatal pups (Figure 5A). Interestingly, we also observed a significant reduction in the expression of *Nr3c1* in *Ppara^-/-^* livers during development when compared with *Ppara^+/+^*controls (Figure 1A), suggesting that PPARα may also reciprocally regulate *Nr3c1* expression. To investigate the regulation of PPARα expression by GR, we treated E15 fetal liver explants, when *Ppara* expression is relatively low, with GR agonist dexamethasone, which induced *Ppara* mRNA expression in a dose-dependent manner (Figure 1D). We also examined the expression of *Ppara* in GR-null fetuses at E17 (Figure 1E), when *Ppara* mRNA levels just begin to increase in the wild-type fetal liver (Figure 1B). GR exerted a gene dosage effect on the expression of both *Ppara* and its target genes, including *Cpt1a, Hadha, Hadhb*, and *Cyp4a14* (Figure 1E,F).

**Figure 1.**
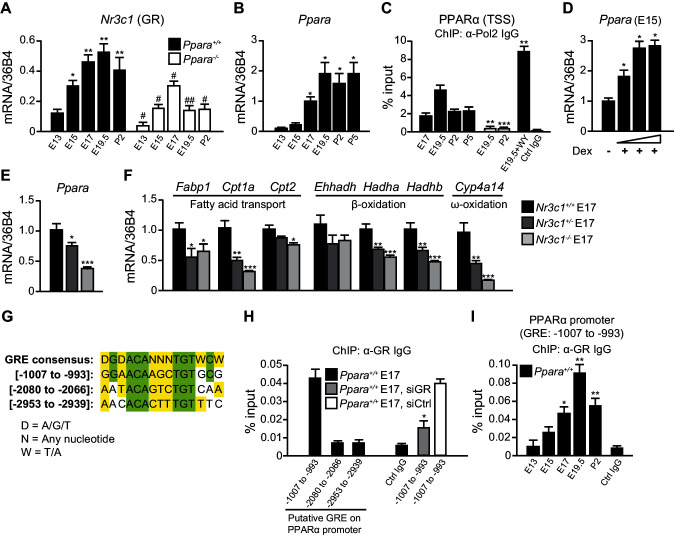
GR directly controls fetal PPARα expression. (**A**, **B**) Ontogenic expression of *Nr3c1* (**A**) and *Ppara* (**B**) mRNA in the developing mouse liver. *p<0.05, **p<0.01 vs. E13 samples; ^#^p<0.05, ^##^p<0.01 vs. WT counterparts. (**C**) Enrichment of the DNA fragments containing the PPARα TSS using anti-Pol2 antibodies or pre-immune control IgG with or without PPARα agonist (WY-14643) treatment in pregnant dams. **p<0.01, ***p<0.001 vs. respective WT counterparts without WY-14643 treatment. (**D**) *Ppara* mRNA levels in the E15 *Ppara*^+/+^ liver explants with or without dexamethasone (Dex) treatment for 24 hr. Dex concentrations of 0.1 μM, 1 μM, and 10 μM were used. The vehicle control group was treated with 0.1% ethanol. *p<0.05 vs. vehicle control. (**E**,**F**) mRNA expression of PPARα and its target genes in the fetal livers of GR models at E17. *p<0.05, ** p<0.01, ***p<0.001 vs. *Nr3c1^+/+^* liver. (**G**) Alignment of the GRE consensus sequence with the three putative GRE sequences located upstream of the PPARα promoter. (**H**) Enrichment of the DNA fragment containing the three putative GRE found within the PPARα promoter at regions spanning −1007 to −993, −2080 to −2066, and −2953 to −2939 in fetal liver at E17 using anti-GR antibody or pre-immune control IgG. Enrichment levels were expressed as the percentage input. GR-targeting siRNA was used to knockdown *Nr3c1* expression and to determine the specificity of GR binding to this putative GRE. *p<0.05 vs. non-targeting siRNA treatment group. (**I**) Enrichment of GRE spanning -1007 to −993 of the PPARα promoter in *Ppara*^+/+^ liver during development. *p<0.05, **p<0.01 vs. E13 samples. Data are presented as mean ± SEM; n = 4–6. Statistical analyses were performed using two-tailed Mann-Whitney tests. **DOI:** http://dx.doi.org/10.7554/eLife.11853.003

Next, we addressed the mechanisms involved in priming the high expression and activity of PPARα just before birth. We identified three putative GR response elements (GRE) in the promoter/regulatory region of *Ppara* and analyzed their occupancy by GR in the fetal liver at E17 (Figure 1G). Chromatin immunoprecipitation (ChIP) using an antibody against GR revealed that the element spanning -1007 to -993 was preferentially occupied while the other two sites were not (Figure 1H). Upon treatment of primary hepatocytes with GR-targeting siRNA, the occupancy of GR at this putative site was significantly decreased as compared to treatment with non-targeting siRNA, thereby indicating the specificity of GR binding to this site (Figure 1H). Binding of GR to this putative GRE also followed the ontogenic pattern of *Ppara* expression in the fetal liver (Compare Figure 1I with Figure 1B). Therefore, PPARα is a direct target of GR in the fetal liver and its expression parallels that of GR in later stages of fetal development. These findings reveal a novel endocrine GR-PPARα axis in the regulation of the fatty acid (FA) catabolic machinery just before birth.

### PPARα controls the prenatal lipid catabolic machinery

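Liver RNA of 12 pups at postnatal day 2 was measured on Affymetrix mouse gene arrays, 6 arrays from *Ppara*-/- pups and 6 from *Ppara*+/+ pups, each with 3 males and 3 females. The arrays of fetal liver at E19.5 are not analysed here. The methods of the study describe pups taken from 3 litters per genotype and RNA with an integrity number above 8.0. The litter of each pup is not in the sample labels, so the p-values reflect the spread between pups and could not be adjusted for litter. The sample labels give the strain as SV129, while the paper gives a C57BL/6 background. The deposited values are log2 signals from the robust multi-array average (RMA), whose software version is not given. Of the probe sets, 21789 name 1 gene, 1621 name several and 12146 have no gene name here. The array medians ran from 7.16 to 7.20 and the correlations between arrays from 0.989 to 0.996; the number of arrays, 12, limits the precision of each fold change. Genotypes were compared with limma, with sex as a covariate and Benjamini-Hochberg adjustment over all probe sets. A gene was read from the probe set with the highest mean signal among those naming it alone. Counts over all genes take an adjusted p under 0.05 and a change above 1.3-fold, while genes named singly and members of gene lists take the adjusted p alone.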

We next performed microarray analysis on gene expression in the fetal and neonatal *Ppara*^+/+^ and *Ppara*^-/-^ livers. PPARα-dependent fold changes in gene expression were higher in the term fetuses than in suckling pups, revealing major transcriptional PPARα activities just before delivery (Figure 2A; Figure 2— figure supplement 1A,B). We found 915 and 425 down-regulated genes in *Ppara*^-/-^ liver at E19.5 and postnatal day 2 (P2), respectively (Figure 2A). 

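*Ppara* itself, the disrupted gene, was lower in all 6 *Ppara*-/- livers at P2 (10.21 to 10.33 on the log2 scale) than in all 6 *Ppara*+/+ livers (10.98 to 11.27). Its means were 10.27 ± 0.05 against 11.16 ± 0.12 (SD, n = 6 each), a log2 fold change of -0.89 with SE 0.0488 (adjusted p = 1.2e-06 from limma). Whether its probe set reads the disrupted part of the gene is not given in the sources used here. In *Ppara*-/- livers 113 genes fell, 30 of them at least 2-fold. Among the largest falls were *Qpct*, a glutaminyl cyclase (log2 fold change -2.28, adjusted p = 6.9e-10), *Caln1*, a calcium-binding protein (-2.16), *Adtrp*, a hydrolase of hydroxy fatty acid esters (-2.11), *Rab30*, a small GTPase of the Golgi (-1.89), and *Inmt*, a methyltransferase (-1.76). The *Ppara*-/- mean of *Caln1*, 5.26, lay below the array medians of 7.16 to 7.20, so the size of its fall is less certain. All 6 *Ppara*-/- values lay below all 6 *Ppara*+/+ values for 111 of the 113 genes; chance separates 0.108% of genes this way, but these genes were already chosen by their p-value and fold. The genes came with 131 lower probe sets, 18 of which name no gene or several. Markers of erythroid cells moved the same way, with a median log2 fold change of -0.19 over 15 genes, none of which passed over all probe sets, while 3 fell without *Ppara*+/+ replicate 7 (adjusted p = 0.31 with an estimated correlation). For an interaction of genotype and sex 0 probe sets passed in limma, 1004 had an unadjusted p under 0.05 where chance gives 1778, and the smallest adjusted p was 0.693. Without a minimum fold 224 genes fell, with a log2 fold change beyond 1.3 only 12 did, and an exact Mann-Whitney test adjusted over all probe sets passed none.

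**Figure D1:**
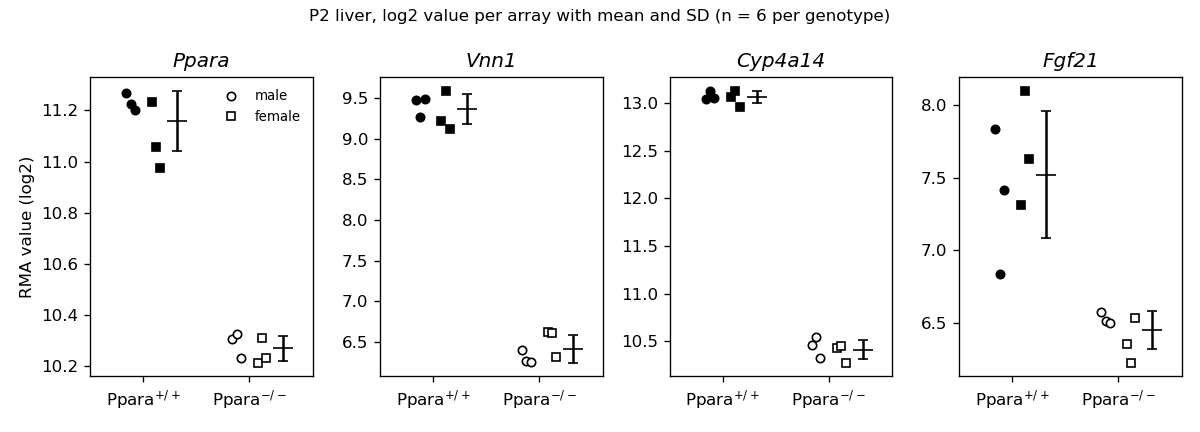
Signals of *Ppara*, *Vnn1*, *Cyp4a14* and *Fgf21* at P2. Each point is the log2 signal of 1 array on the vertical axis; filled black points are *Ppara*+/+ livers and open points *Ppara*-/- livers, circles are males and squares females. Bars give mean ± SD of the 6 arrays of each genotype.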

Many of the differentially expressed genes were preferentially regulated in either the prenatal or postnatal liver, suggesting the involvement of distinct metabolic pathways at these two time points (Figure 2A,B; Figure 2—figure supplement 1B; Figure 2—source data 1, SD12). 

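In the P2 livers *Slc25a20*, which carries acylcarnitines across the inner mitochondrial membrane, fell from 10.50 ± 0.07 in *Ppara*+/+ to 9.61 ± 0.06 in *Ppara*-/- (SD, n = 6 each), a 1.85-fold fall (adjusted p = 4.3e-07 from limma). *Cpt2*, which re-forms acyl-CoA inside the mitochondrion, fell 1.19-fold (SE of the log2 fold change 0.0403, adjusted p = 0.0052), and *Fabp1*, the fatty acid binding protein of hepatocytes, fell 1.43-fold (adjusted p = 1.0e-05). *Pex19*, a chaperone of peroxisomal membrane proteins, changed by -0.11 on the log2 scale (SE 0.0522, adjusted p = 0.35) and did not pass. Of the 6 genes in the peroxisome biogenesis panel of Figure 2B, 5 were measured: none fell or rose over all probe sets and 1 fell when adjusted over the list alone (adjusted p = 0.31 with an estimated correlation). Of the 5 genes of the fatty acid shuttling panel, 4 were measured; *Slc25a20* and *Cpt2* fell, over all probe sets and adjusted over the list alone, while *Cpt1a* (0.07) and *Crot* (0.08) did not pass. The study drew both panels from its fetal and P2 arrays and describes their genes as regulated mainly in the fetus. Since these samples were part of that choice, the counts are not independent evidence. In a textbook list of peroxins, 1 of 13 measured genes fell, *Pex16* (log2 fold change -0.59, adjusted p = 1.4e-05), none rose, and the same 1 passed adjusted over the list alone (adjusted p = 0.42 with an estimated correlation).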

Genes preferentially controlled by PPARα in fetal liver (e.g., *Pex19, Slc25a20, Cpt2*, and *Fabp1*) relate to peroxisome biogenesis and FA shuttling−two upstream steps essential for FA catabolism (Figure 2B,C). 

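Enzymes of both ω- and β-oxidation fell in *Ppara*-/- livers at P2. The ω-hydroxylase *Cyp4a14* fell from 13.07 ± 0.06 to 10.41 ± 0.10 (SD, n = 6 each), 6.30-fold (adjusted p = 1.8e-10 from limma), *Cyp4a10* fell 5.09-fold and *Cyp4a31* 3.12-fold, genes of similar sequence whose probes may not separate them fully. Of 8 measured Cyp4 genes 6 fell and none rose, over all probe sets as well as adjusted over the list alone (adjusted p = 0.0035 with an estimated correlation). All 5 measured genes of the 6 in the β-oxidation panel of Figure 2B fell, over all probe sets and adjusted over the list alone: *Acaa1b* 3.45-fold, *Ech1* 2.18-fold, *Hsd17b4* 1.74-fold, *Ehhadh* 1.72-fold and *Eci2* 1.51-fold. Both measured genes of its ω-oxidation panel of 3 fell as well. The study drew these panels from its fetal and P2 arrays, so the counts are not independent evidence. In a textbook list of peroxisomal fatty acid oxidation 11 of 22 measured genes fell and 2 rose, with 14 lower and 3 higher adjusted over the list alone; *Decr2*, a peroxisomal dienoyl-CoA reductase, fell 3.48-fold, while *Phyh*, which starts the oxidation of phytanic acid, rose 1.19-fold. In the mitochondrial list 9 of 20 measured genes fell and none rose (2 rose without *Ppara*+/+ replicate 7), with 11 lower and 2 higher adjusted over the list alone. *Acadvl*, the very long chain acyl-CoA dehydrogenase, fell by 0.74 on the log2 scale (SE 0.0403), *Eci1* fell 1.88-fold and *Etfdh*, which passes electrons on to the respiratory chain, 1.74-fold. *Acadl*, the long chain acyl-CoA dehydrogenase, fell 1.20-fold (adjusted p = 0.0081). It did not pass under 2 of the 23 alternatives run for single genes with adjustment, the exact Mann-Whitney test among them. Its log2 fold change ran from -0.28 to -0.23 over these alternatives. *Hadha* (-0.01), *Hadhb* (-0.08) and *Acaa2* (-0.05, adjusted p = 0.48) did not pass. The lists remained lower with an estimated correlation, at adjusted p = 0.0010 for the peroxisomal and 0.0083 for the mitochondrial one.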

Genes encoding the peroxisomal and mitochondrial enzymatic core of β- and ω-FAO, such as *Acox1, Acaa2, Acadl, Acadvl, Acsl1*, and *Cyp4a14*, were prenatally and/or postnatally controlled by PPARα (Figure 2B,C). In contrast, genes encoding the liver-secreted adaptive effectors of lipid catabolism (e.g., *Fgf21)* and xenobiotic-detoxifying enzymes (e.g., *Ugt3a1, Ces1g, Adh4, Ces3a, Sult2a1*) were only stimulated by PPARα postnatally (Figure 2B,C). 

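*Fgf21*, a hormone of the fasted liver, fell from 7.52 ± 0.44 to 6.45 ± 0.13 (SD, n = 6 each) in *Ppara*-/- livers at P2, a log2 fold change of -1.07 with SE 0.175 (adjusted p = 0.0069 from limma). *Vnn1*, a pantetheinase, fell 7.69-fold (adjusted p = 1.7e-08), and *Angptl4*, an inhibitor of lipoprotein lipase, 1.34-fold. The *Ppara*-/- means of *Fgf21*, 6.45, and *Vnn1*, 6.42, lay below the array medians of 7.16 to 7.20. The sizes of these falls are therefore less certain. All 5 genes of the extracellular effector panel of Figure 2B were measured and fell, over all probe sets and adjusted over the list alone; the study chose the panel on these samples, so the count is not independent evidence. Of the 5 genes of the xenobiotic panel 4 were measured and 3 fell: *Ugt3a1*, a glycosyltransferase (2.42-fold, adjusted p = 8.5e-04), *Adh4*, an alcohol dehydrogenase (2.32-fold, adjusted p = 2.7e-05), and *Ces3a*, a carboxylesterase (1.89-fold, adjusted p = 0.0038). *Ces1g*, another carboxylesterase, stood at a log2 fold change of -1.22 (SE 0.298) and did not pass over all probe sets (adjusted p = 0.0616), though it did adjusted over the list alone, as did the other 3 measured genes; this panel, too, is not independent evidence. In a wider list of 45 measured xenobiotic enzymes 9 fell and 5 rose, such as *Cyp2c37* (log2 fold change 0.37); adjusted over the list alone 12 fell and 16 rose, and the list as a whole did not pass (adjusted p = 0.65, or 0.91 with an estimated correlation). *Ces1g* passed under 6 other settings, such as without the sex covariate (adjusted p = 0.0439), and without *Ppara*+/+ replicate 7 (adjusted p = 0.033) or *Ppara*+/+ replicate 9 (0.018); over all alternatives but the exact Mann-Whitney test its adjusted p ran from 0.018 to 0.158. The rise of 5 xenobiotic enzymes became 13 without *Ppara*+/+ replicate 7 and 3 without *Ppara*+/+ replicate 1.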

Focused gene expression profiling further confirmed that genes encoding the rate-limiting enzymes involved in FA shuttling, mitochondrial and peroxisomal FA β-oxidation, and microsomal FA ω-oxidation were concomitantly down-regulated in *Ppara*^-/-^ liver before and/or after birth (Figure 2C). Lack of PPARα also resulted in fetal liver in an up-regulation of other nuclear receptors and their target genes involved in lipid metabolism (Figure 2—figure supplement 1C,D).

**Figure 2.**
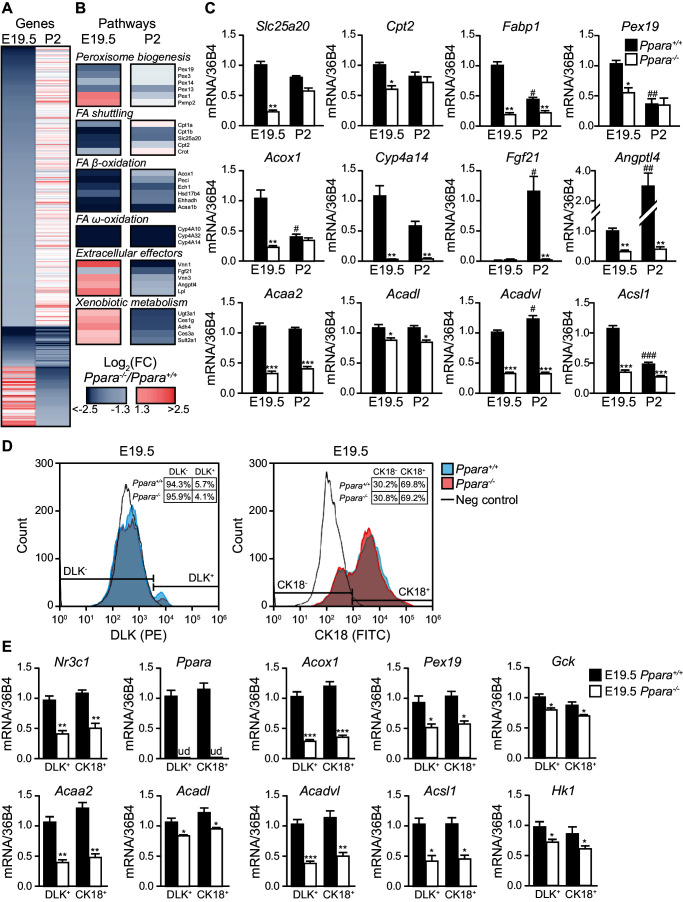
PPARα is a functional transcription factor in the term fetus. (**A**) Heat map of genes significantly altered at E19.5 (left panel) or P2 (right panel) in *Ppara^-/-^* livers (red: up-regulation; blue: down-regulation). Genes were grouped by fetal (E19.5) or postnatal (P2) expression and ordered by strength of regulation based on the logarithmic fold change (log_2_FC). (**B**) Gene ontology summarizing prenatal and postnatal PPARα-mediated regulation of metabolic pathways. (**C**) mRNA levels of representative PPARα target genes with differential fetal (E19.5) and postnatal (P2) regulation in *Ppara*^-/-^ and *Ppara*^+/+^ livers. *Slc25a20*: carnitine translocase; *Cpt2*: carnitine palmitoyltransferase 2; *Fabp1*: fatty acid binding protein 1; *Pex19*: peroxisome biogenesis factor 19; *Acox1*: peroxisomal acyl-CoA oxidase 1; *Cyp4a14*: cytochrome P450 4A14; *Fgf21*: fibroblast growth factor 21; *Angptl4*: angiopoietin-like protein 4; *Acaa2*: acetyl-CoA acyltransferase 2; *Acadl*: acyl-CoA dehydrogenase, long chain; *Acadvl*: acyl-CoA dehydrogenase, very long chain; *Acsl1*: acyl-CoA synthetase, long-chain family member 1. Data are presented as mean ± SEM; n = 6, *p<0.05, **p<0.01, ***p<0.001 vs. wild-type controls; *^#^*p<0.05, ^##^p<0.01, ^###^p<0.001 vs. respective E19.5 samples. (**D**) Flow cytometric analyses of hepatoblasts (DLK^+^) and hepatocytes (CK18^+^) in fetal livers at E19.5. (**E**) mRNA expression levels of *Nr3c1, Ppara*, and PPARα target genes involved in peroxisome biogenesis (*Pex19*), peroxisomal and mitochondrial FAO (*Acox1, Acaa2, Acadl, Acadvl*, and *Acsl1*) in sorted fetal hepatoblast and hepatocyte fractions. Glycolytic genes (e.g., *Gc*k and *Hk1*) were also investigated in parallel with oxidative genes. *Nr3c1*: glucocorticoid receptor; *Ppara*: peroxisome proliferator-activated receptor α; ud: undetermined; *Gck*: glucokinase; *Hk1*: hexokinase 1. Data are presented as mean ± SEM; n = 4, *p <0.05, **p<0.01, ***p<0.001 vs. wild-type controls. **DOI:** http://dx.doi.org/10.7554/eLife.11853.004 10.7554/eLife.11853.005Figure 2—source data 1.A list of PPARα-regulated genes and pathways in prenatal and neonatal livers.The dataset provides a list of PPARα-regulated genes (**A**) and pathways (**B**) in E19.5 and P2 mouse livers. Significant genes based on a false discovery rate < 0.05 were classified as regulated at both E19.5 and P2, in E19.5 only, or P2 only. The logarithmic fold change (logFC) cut-off value was set at 1.3. For each group, the significant enrichment of underlying KEGG, GO, and Reactome curated pathways was determined from the hypergeometric distribution and corrected for multiple comparisons.**DOI:** http://dx.doi.org/10.7554/eLife.11853.005

**Figure 2—figure supplement 1.**
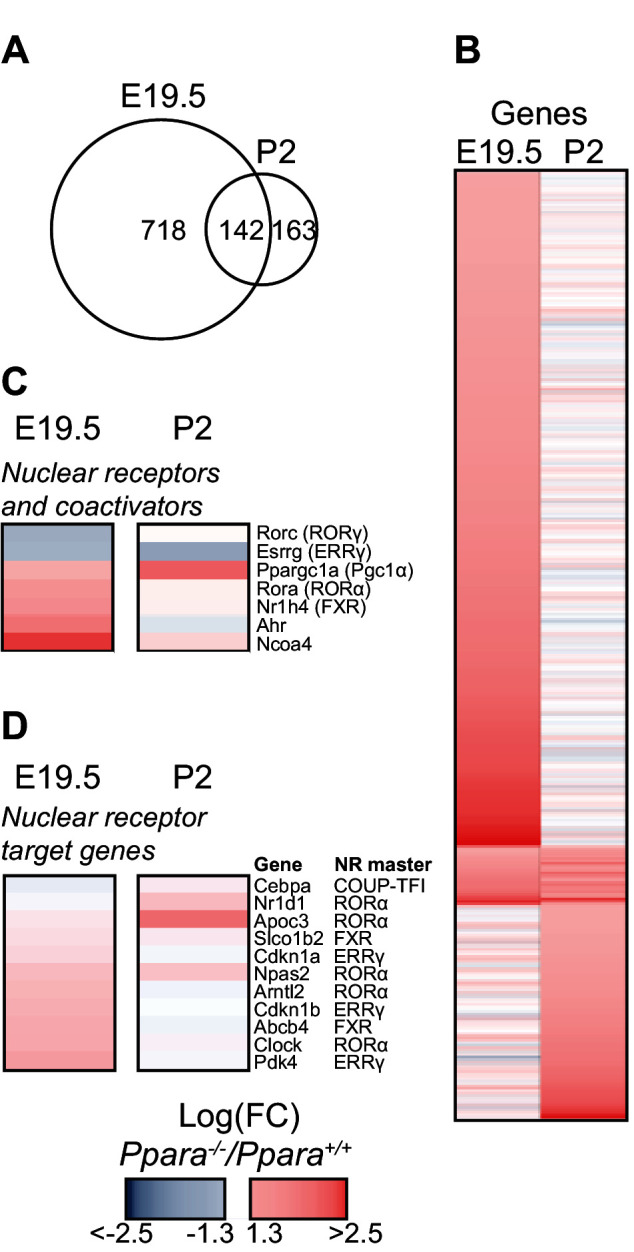
PPARα deficiency leads to compensatory up-regulation of genes. (**A**) Venn diagram depicting the number of up-regulated genes in the *Ppara^-/-^*liver with overlapping PPARα regulation (false discovery rate <0.05) before (E19.5) and after (P2) birth. The absolute fold change cut-off value was set at 1.3. (**B**) Heat map of genes significantly altered at E19.5 (left panel) or P2 (right panel) in *Ppara^-/-^* livers (red: up-regulation; blue: down-regulation). Genes were grouped by fetal or postnatal expression and ordered by strength of PPARα regulation based on the logarithmic fold change (logFC). (**C**,**D**) Up-regulated and down-regulated nuclear receptors and co-regulators (**C**) and nuclear receptor target genes (**D**) in *Ppara^-/-^*livers. **DOI:** http://dx.doi.org/10.7554/eLife.11853.006

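In *Ppara*-/- livers at P2 141 genes rose, 7 of them at least 2-fold. *Slc36a2*, a transporter of small amino acids, rose by 1.74 on the log2 scale (SE 0.0725, n = 6 each, adjusted p = 8.7e-08 from limma), *Acot1*, an acyl-CoA thioesterase, by 1.65, *Orm1*, an acute phase glycoprotein, by 1.53, and *Slco1a4*, an organic anion transporter, by 1.43. All 6 *Ppara*-/- values lay above all 6 *Ppara*+/+ values for 132 of the 141 genes, which had been chosen by their p-value and fold (by chance 0.108% of all genes). These genes came with 197 higher probe sets, 50 of which name no gene or several. The *Ppara*+/+ means of *Acot1*, 6.97, and *Slco1a4*, 6.07, lay below the array medians of 7.16 to 7.20. The sizes of their rises are therefore less certain. Of 12 measured thioesterases 4 rose, among them *Acot2* (0.79) and *Acot4* (0.31), and 1 fell, *Acot12* (-0.25); 2 fell without *Ppara*+/+ replicate 8, and adjusted over the list alone 4 rose and 2 fell (adjusted p = 0.30 with an estimated correlation). Of 7 receptors and coactivators in Figure 2—figure supplement 1C, 6 were measured: *Ppargc1a*, a coactivator, rose 1.68-fold (adjusted p = 0.0030), *Ahr*, the aryl hydrocarbon receptor, rose 1.14-fold (adjusted p = 0.0108), and *Esrrg*, an orphan receptor, fell 1.46-fold; adjusted over the list alone 2 rose and 1 fell (adjusted p = 0.59 with an estimated correlation). Among 9 measured of 11 target genes in Figure 2—figure supplement 1D, 1 rose and *Pdk4*, which restrains glucose oxidation, fell 2.16-fold; adjusted over the list alone 1 rose and 1 fell (adjusted p = 0.50 with an estimated correlation). The *Ppara*-/- mean of *Esrrg*, 6.63, also lay below the array medians, so the size of its fall is less certain. The study drew both panels from its fetal and P2 arrays, and its text describes the rises in fetal liver. Since these samples were part of that choice, the counts are not independent evidence. Kupffer cell markers moved up alongside, with a median log2 fold change of 0.19 over 13 genes; none passed over all probe sets, 5 did without *Ppara*+/+ replicate 7, and 9 rose adjusted over the list alone (adjusted p = 0.21 with an estimated correlation). Markers of liver endothelium had a median of 0.13 over 12 genes; none passed, 3 did without *Ppara*+/+ replicate 7, and 6 rose adjusted over the list alone (adjusted p = 0.19 with an estimated correlation). *Ahr* no longer passed without *Ppara*-/- replicates 6 and 10 together (adjusted p = 0.0717, where the alternatives other than the Mann-Whitney test ran from 0.0018 to 0.0717). Without a minimum fold 397 genes rose, with a log2 fold change above 1.3 only 5 did, and the exact Mann-Whitney test adjusted over all probe sets passed none.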

Since there is a heterogeneous population of undifferentiated hepatoblasts and differentiated hepatocytes in the liver at E19.5, we next determined whether one of these two cell populations was predominantly affected by the PPARα-dependent changes in gene expression. Using antibodies against hepatoblast- and hepatocyte-specific markers (i.e., Delta-Like Homolog 1 (DLK) and cytokeratin 18 (CK18), respectively), we performed flow cytometric analyses on the cells extracted from *Ppara*^+/+^ and *Ppara*^-/-^ livers at E19.5. Upon cell sorting, we specifically recovered the DLK^+^ and CK18^+^ fractions. Firstly, we showed that PPARα deficiency only led to marginal changes in these two hepatic cell populations (Figure 2D). Secondly, we determined the mRNA expression of *Nr3c1, Ppara* and the target genes of PPARα in these cells. Our results indicated that both *Ppara*^+/+^ hepatoblasts and hepatocytes similarly contributed to the expression of these genes (Figure 2E). Notably, we observed a modest but not significant upward trend in the expression of oxidative genes (e.g., *Acox1, Acaa2, Acadl*, and *Acadvl*) and a downward trend in the expression of glycolytic genes (e.g., *Gck* and *Hk1*) in the *Ppara*^+/+^ hepatocytes compared to hepatoblasts, possibly suggesting a more pronounced oxidative program in hepatocytes (Figure 2E). In contrast, the expression of these genes was concomitantly down-regulated in *Ppara*^-/-^ hepatoblasts and hepatocytes, thereby highlighting the pivotal role of PPARα in glycolytic and oxidative metabolism in both cell types.

Consistent with our gene expression studies, *Ppara*^-/-^ fetal livers had reduced numbers of peroxisomes and mitochondria compared to wild-type littermates at E19.5 (Figure 3A). However, only the mitochondria numbers but not the peroxisome numbers varied between the two groups at P2 (Figure 3B), underscoring the crucial role of mitochondrial FAO in PPARα-mediated lipid catabolism after birth. We next measured mitochondrial membrane potential (∆_Ψm_) and intracellular reactive oxygen species (ROS) production levels which are two common parameters used in assessing mitochondria health and functions (Suski et al., 2012). Interestingly, we observed a much lower ∆_Ψm_ and a markedly increased intracellular ROS level in *Ppara*^-/-^ primary hepatocytes at P2 (Figure 3C,D), indicative of mitochondria dysfunction at this stage. However, there was no discernible difference in ∆_Ψm_ between *Ppara*^+/+^ and *Ppara*^-/-^ hepatocytes at E19.5 despite that a slight increase in the intracellular ROS level was observed in the latter. These findings suggest that an increased ROS production in cells likely precedes the loss of ∆_Ψm_ and mitochondria dysfunction, consistent with a previous report of a similar mitochondrial disorder associated with the dysfunctions of the respiratory chain components (Lebiedzinska et al., 2010). Indeed, respiratory chain-mediated ATP production in *Ppara*^-/-^ hepatocytes was approximately 35–50% of the levels measured in both prenatal and postnatal wild-type livers (Figure 3C). Substantiating these findings, a reduction of ~2.3-fold was observed in the basal oxygen consumption rate in *Ppara*^-/-^ primary hepatocytes from both E19 and P2 livers (Figure 3D,E). In the presence of FA (i.e., palmitate), the oxygen consumption rate significantly increased in *Ppara*^+/+^ hepatocytes but remained very similar in *Ppara*^-/-^ hepatocytes, indicating a deficiency in the activation of FAO in the latter (Figure 3D,E). The addition of etomoxir, an inhibitor of carnitine palmitoyltransferase 1, resulted in significant inhibition of mitochondrial β-FAO in *Ppara*^+/+^ but not in *Ppara*^-/-^ hepatocytes. *Ppara*^+/+^ hepatocytes exhibited a robust mitochondrial respiratory capacity of ~40% at both time points (Figure 3E). In contrast, only ~25% and ~11% of the total oxygen consumption rate were attributed to mitochondrial β-FAO in *Ppara*^-/-^ hepatocytes from E19 and P2 livers, respectively. Thus, these results provide evidence that PPARα-dependent respiration occurs in the term fetus. The higher expression of FA catabolic genes in fetal liver just before birth may prime the liver for the upcoming postnatal energy demand or point to an unknown role of fetal FAO. Therefore, we investigated whether the above defects in *Ppara*^-/-^ hepatocytes contribute to any phenotype in the fetal and neonatal liver.

**Figure 3.**
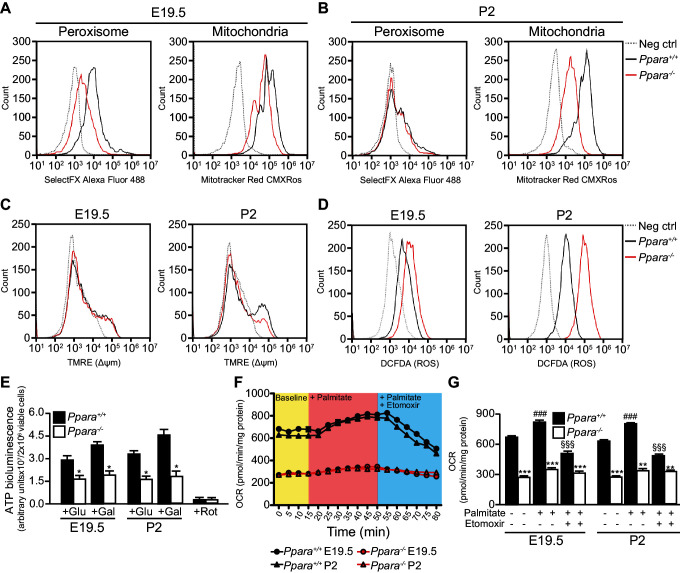
Defective mitochondrial function, fatty acid oxidation and energy production in *Ppara*^-/-^ hepatocytes. (**A**,**B**) Flow cytometric analyses of intracellular peroxisomes and mitochondria in primary hepatocytes isolated from *Ppara*^-/-^ and *Ppara*^+/+^ livers at E19.5 (**A**) and P2 (**B**) using Alexa Fluor 488-labeled antibodies against peroxisome membrane protein 70 and Mitotracker Red, respectively. (**C**,**D**) Flow cytometric analyses of mitochondrial membrane potential (∆_ΨM_) (**C**) and intracellular ROS (**D**) in primary hepatocytes isolated from *Ppara*^-/-^ and *Ppara*^+/+^ livers at E19.5 and P2 using tetramethylrhodamine, ethyl ester (TMRE) and 2’,7’-dichlorofluorescin diacetate (DCFDA), respectively. (**E**) ATP production in primary hepatocytes isolated from *Ppara*^-/-^ and *Ppara*^+/+^ livers (n = 4 per group) in the presence of glucose (+Glu), galactose (+Gal), or rotenone (+Rot, a mitochondrial electron transport chain complex I inhibitor) as a negative control. Values represent arbitrary bioluminescence units normalized to the number of viable cells. (**F**,**G**) Oxygen consumption rates (OCRs) in primary hepatocytes isolated from *Ppara*^-/-^ and *Ppara*^+/+^ livers in the presence or absence of palmitate and etomoxir, a mitochondrial β-oxidation inhibitor. Data are presented in time-lapse (**F**) and treatment end points (**G**) at 15 min for basal respiration, 50 min for palmitate treatment, and 80 min for palmitate cum etomoxir treatment. Data represent mean ± SEM; n = 3–9 unless otherwise stated, **p<0.01, ***p<0.001 vs. wild-type controls; ^###^p<0.001 vs. no treatment group; ^§§§^p<0.001 vs. palmitate treatment group (two-tailed Mann-Whitney test). **DOI:** http://dx.doi.org/10.7554/eLife.11853.007

### PPARα is required for protection against neonatal hepatic steatosis

Gross examination and histological analysis of the fetal *Ppara^-/-^ *livers at E19.5 did not reveal any discernible differences when compared with *Ppara^+/+^*controls. However, after birth, steatosis developed in *Ppara^-/-^ *livers at P2 but not in *Ppara^+/+^*livers (Figure 4A,B). Compared to *Ppara*^+/+^ littermates, *Ppara*^-/-^ pups displayed an enlarged and pallid liver with neutral lipid accumulation demonstrated by Oil Red O staining (Figure 4A,B). *Ppara*^-/-^ livers contained significantly higher levels of triglycerides and cholesterol ester at P2 with a concomitant increase in blood triglycerides (Figure 4D–F). In contrast, *Ppara*^-/-^ pups also exhibited markedly reduced serum β-hydroxybutyrate levels (i.e., hypoketonemia) and impaired essential FA profiles (Figure 4G, Figure 4—figure supplement 1A,B). All of these anomalies were absent in *Ppara*^-/-^ fetuses at E19.5. Interestingly, the postnatal phenotype of liver steatosis observed in *Ppara*^-/-^ pups spontaneously and gradually resolved at P15, coinciding with the suckling-to-weaning transition period when carbohydrate-rich food gradually replaces the lipid-rich milk (Figure 4—figure supplement 1C,D). These findings suggest that the neonatal steatosis observed in *Ppara*^-/-^ pups may be attributed to the ingestion of milk lipids.

**Figure 4.**
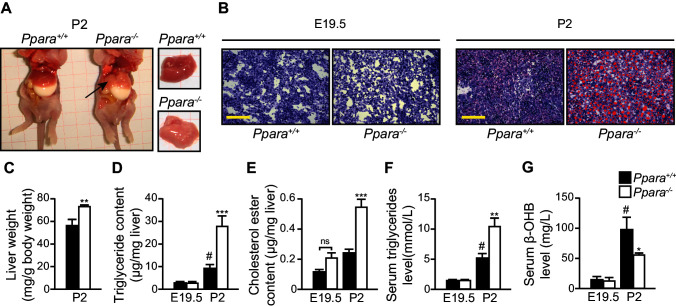
PPARα deficiency leads to congenital hepatic steatosis after birth. (**A**) Photographs showing dissected *Ppara*^-/-^ and *Ppara*^+/+^ pups (*left*) and livers (*right*). The pallid liver of a *Ppara*^-/-^ pup is indicated by an arrow. The white content of the stomach indicates milk ingestion. (**B**) Representative Oil Red O-stained liver sections counterstained with methylene blue. Scale bars = 100 μm. (**C**–**G**) The Mean body weight (**C**), triglyceride (**D**) and cholesterol ester (**E**) contents of the liver, and serum levels of triglyceride (**F**) and β-hydroxybutyrate (β-OHB) (**G**). Data are presented as mean ± SEM; n = 6, *p<0.05, **p<0.01, ***p<0.001 vs. wild-type controls; ^#^p<0.05 vs. respective E19.5; ns, not significant (two-way ANOVA with Bonferroni post-hoc analysis). **DOI:** http://dx.doi.org/10.7554/eLife.11853.008

**Figure 4—figure supplement 1.**
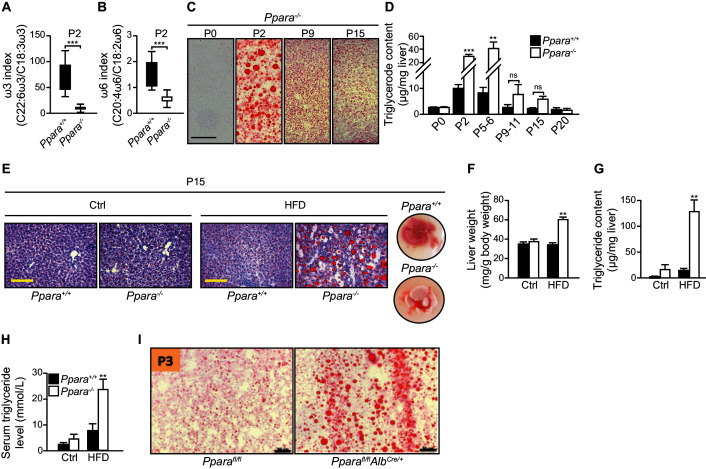
Postnatal lipid catabolic derangements in *Ppara^-/-^*pups. (**A**,**B**) Boxplots showing the ω-3 (**A**) and ω-6 (**B**) indexes of the P2 livers calculated from the ratios of docosahexaenoic acid to α-linolenic acid and arachidonic acid to linoleic acid, respectively. Boxes indicate the 25th to 75th percentiles and whiskers represent the full range; n = 16, ***p<0.001 (two-tailed Mann-Whitney test). (**C**) Oil Red O staining of cryosections prepared from the *PPARα^-/-^ *liver at the indicated postnatal days. Note the onset and the progressive recovery of hepatic steatosis in *Ppara^-/-^ *mice from P2 to P15. (**D**) Liver triglyceride content measured by gas chromatography-high performance liquid chromatography; n = 4–6, **p<0.01, ***p<0.001 vs. wild-type controls; ns, not significant (two-tailed Mann-Whitney test). (**E**–**H**) Ten-day high-fat weaning challenge in 5-day-old *Ppara^+/+^*and *Ppara^-/-^*pups. Representative images of the Oil Red O-stained liver sections after counterstaining with methylene blue are shown (**E**). Right-most panel shows the dissected livers at P15 after the challenge. Note the pallid color of *Ppara^-/-^*liver. Scale bars = 100 μm. Wet liver weight (**F**), liver triglyceride levels (**G**), and serum triglyceride levels (**H**) measured in P15 pups fed the control (Ctrl) or high-fat diet (HFD). (**I**) Oil Red O staining of cryosections prepared from the liver of hepatocyte-specific knockout of PPARα (*Ppara^fl/fl^Alb^Cre/+^*) and control (*Ppara^fl/fl^*) pups at postnatal day three (P3). Scale bars = 100 μm. Bars represent means ± SEM; n = 4–6, **p<0.01 vs. wild-type controls under the same dietary treatment (two-way ANOVA with Bonferroni post-hoc analysis). **DOI:** http://dx.doi.org/10.7554/eLife.11853.009

**Figure 4—figure supplement 2.**
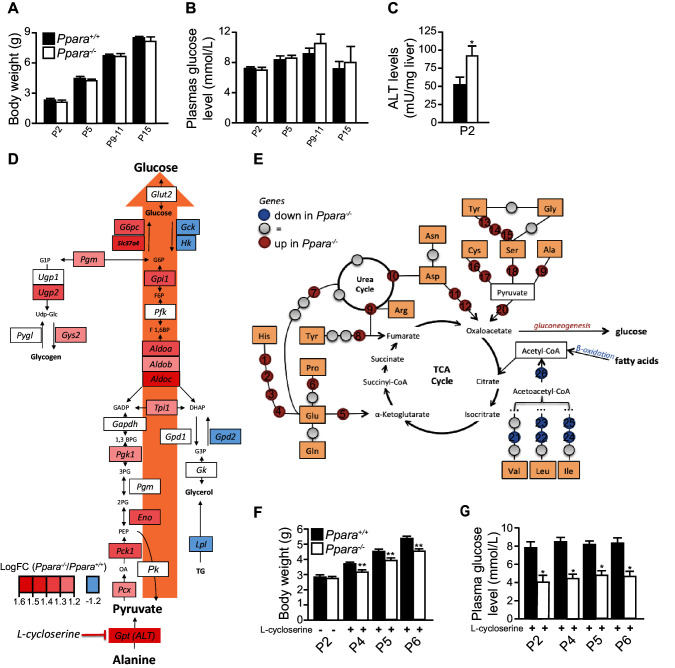
Anaplerotic compensation for defective oxidative metabolism and ketogenesis in suckling *Ppara^-/-^*pups. (**A**,**B**) Body weight (**A**) and plasma glucose levels (**B**) of *Ppara^+/+^*and *Ppara^-/-^*pups at the indicated postnatal days. (**C**) Alanine aminotransferase (ALT) activity measured in liver lysates at P2. (**D**) Gluconeogenesis pathway in *Ppara^-/-^*liver at P2 with the supply of pyruvate through the anaplerotic metabolism of alanine indicated. (**E**) The affected amino acid oxidation pathways in *Ppara^-/-^*liver at P2. Colors indicate up-regulation (red) or down-regulation (blue) of genes identified by microarray analysis. The up-regulated genes are *Hal* (1), *Uroc1*(2), *Amdhd1* (3), *Ftcd* (4), *Glud* (5), *Pycr* (6), *Oat* (7), *Fah* (8), *Asl* (9), *Ass1* (10), *Got2* (11), *Got1* (12), *Sds* (13), *Cth* (14), *Cbs* (15), *Cdo1* (16), *Got1* (17), *Sds* (18), *Gpt* (19), *Pcx* (20). The down-regulated genes are *Ehhadh* (21,22,24), *Hibch* (23), *Hmgcs2* (25), *Hmgcl* (26). (**F**,**G**) Body weight (**F**) and blood glucose (**G**) of P2pups before and after daily intraperitoneal injections of 30 mg/kg L-cycloserine for two days (P4), three days (P5), and four days (P6). Bars represent means ± SEM; n = 4–6, *p<0.05, **p<0.01 vs. wild-type controls (two-way Mann-Whitney test). **DOI:** http://dx.doi.org/10.7554/eLife.11853.010

Pups begin to nibble solid food in their second week, before weaning. To test whether the change in food composition that occurs at weaning is responsible for the reduction in the fatty liver phenotype as observed in *Ppara^-/-^*pups after P5-6, we performed a 10-day high-fat, low-carbohydrate diet challenge starting just before P5 and continuing into the suckling-to-weaning transition period. After the high-fat diet (HFD) challenge, the occurrence of liver steatosis was reenacted at P15 in *Ppara^-/-^* mice which consistently exhibited significantly higher liver weight, hepatic and serum triglyceride levels (Figure 4—figure supplement 1E–H). In contrast, liver steatosis was absent in the *Ppara^+/+^* counterparts fed the same diet as well as in mice fed the control diet (Figure 4—figure supplement 1E– H). Furthermore, we also demonstrated in hepatocyte-specific *Ppara*^-/-^ mice (i.e., *Ppara^fl/fl^Alb^Cre/+^*) the presence of liver steatosis at P3, thereby confirming that the phenotypes observed in *Ppara*^-/-^ mice is most likely due to the hepatocyte-specific effects (Figure 4— figure supplement 1I) (Montagner et al., 2016). Taken together, PPARα deficiency leads to lower mitochondria numbers, defective FA oxidative metabolism, and aberrant mitochondria functions which collectively contribute to the development of liver steatosis and hypoketonemia in *Ppara^-/-^* neonates as a result of their inability to metabolize milk lipids.

An effective hepatic FAO is necessary to support hepatic de novo ketogenesis and gluconeogenesis by providing essential co-factors such as acetyl-CoA and/or NADH (Girard, 1986). This notion is consistent with the presence of hypoketonemia in *Ppara^-/-^* neonates with defective hepatic FAO. Interestingly, we found that *Ppara^-/-^* pups were able to maintain a body weight increase similar to their *Ppara^+/+^* littermates (Figure 4—figure supplement 2A), suggesting that *Ppara^-/-^* neonates harnessed energy required for normal growth from fuels other than ketone bodies and lipids. Furthermore, we did not detect any differences in the plasma glucose levels between the two genotypes during the suckling period from P2 to P15 (Figure 4—figure supplement 2B). This was rather surprising since *Ppara^-/-^* neonates were previously reported to exhibit hypoglycemia at P1 due to impaired gluconeogenesis from glycerol (Cotter et al., 2014). This finding prompted us to check whether the gluconeogenesis pathway is modified in the *Ppara*^-/-^ liver at P2. Based on our microarray data, we found that most of the genes (e.g., *Gpt, Pck1*, and *G6pc*) encoding the rate-liming enzymes involved in this pathway were up-regulated in parallel with a down-regulation of the rate-limiting genes involved in glycolysis (e.g., *Gck, Hk1*, and *Gpd2*) (Figure 4—figure supplement 2D). 

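*Slc37a4*, which carries glucose 6-phosphate into the endoplasmic reticulum, rose 1.30-fold in *Ppara*-/- livers at P2 (log2 fold change 0.38, SE 0.055, n = 6 each, adjusted p = 0.0031 from limma), and *Aldoc*, an aldolase, rose 1.48-fold (adjusted p = 9.7e-04). Above 0 but not passing were *Pck1*, which makes phosphoenolpyruvate (log2 fold change 0.22, adjusted p = 0.105), *G6pc*, which releases free glucose (0.21, adjusted p = 0.0623), and *Gpt*, alanine aminotransferase (0.14, adjusted p = 0.22). Of 12 gluconeogenesis genes drawn as higher in Figure 4—figure supplement 2D, 9 were measured: 5 rose and none fell over all probe sets, and 9 rose adjusted over the list alone (adjusted p = 0.0010 with an estimated correlation). Of its 3 genes of glycogen synthesis 2 rose, *Ugp2* (log2 fold change 0.30) and *Gys2* (0.23), and *Pgm1* (-0.13) did not pass; adjusted over the list alone 2 rose and 1 fell. Of its 6 measured genes drawn as unchanged none passed (1 rose without *Ppara*-/- replicate 10), and 3 rose adjusted over the list alone. Of its 4 genes drawn as lower 3 were measured; *Lpl*, lipoprotein lipase, fell 1.31-fold and *Gpd2*, the mitochondrial glycerol phosphate dehydrogenase, 1.28-fold (adjusted p = 0.046), also adjusted over the list alone, while *Hk1*, hexokinase, stood at 0.04 (adjusted p = 0.76) in the probe set with the highest signal and at -0.19 (adjusted p = 0.0901) in another. All 4 panels were chosen by the study on these samples and are not independent evidence. In textbook lists 3 of 12 measured genes of gluconeogenesis rose and none fell, with 9 higher and 1 lower adjusted over the list alone (adjusted p = 0.030 with an estimated correlation), and 3 of 14 of glycolysis rose while 1 fell, with 6 higher and 1 lower adjusted over the list alone (adjusted p = 0.084 with an estimated correlation). The 3 higher glycolysis genes became 1 without *Ppara*-/- replicate 5, 6, 11 or 12 or without *Ppara*+/+ replicate 1, 2 or 8. The count of 5 became 3 without *Ppara*-/- replicate 6, 10, 11 or 12 or without *Ppara*+/+ replicate 1, 2 or 8; *Pck1* passed without *Ppara*-/- replicate 5 (adjusted p = 0.0427, where all alternatives but the Mann-Whitney test ran from 0.0427 to 0.295), and *G6pc* without *Ppara*-/- replicate 4 (0.0493), without *Ppara*+/+ replicate 7 (0.0466) and under 5 other settings (0.021 to 0.173 over all alternatives but the Mann-Whitney test). *Gys2* no longer passed without *Ppara*-/- replicate 4, 5, 6, 10 or 11 or *Ppara*+/+ replicate 1, 2, 3 or 9 (adjusted p from 0.0518 to 0.0755), nor did *Gpd2* without *Ppara*-/- replicate 4, 6, 10 or 12 or any 1 *Ppara*+/+ array (0.0508 to 0.117).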

We also detected in the *Ppara*^-/-^ liver a significantly elevated level of alanine aminotransferase (ALT), which is encoded by *Gpt* (Figure 4—figure supplement 2C). ALT is an enzyme that catalyzes the transfer of amino groups to form the hepatic metabolite oxaloacetate, an intermediate substrate in the tricarboxylic acid (TCA)/Krebs cycle, which can be used for gluconeogenesis. Thus, we postulated that an increased anaplerotic oxidation of amino acids may be an alternative pathway engaged to maintain gluconeogenesis and to supply glucose as an energy source for normal growth in *Ppara*^-/-^ neonates when the FAO capacity was impeded in the absence of PPARα. Indeed, most of the rate-limiting enzymes involved in amino acid oxidation (except for valine, leucine, and isoleucine) were concomitantly up-regulated in *Ppara*^-/-^ liver at P2 (Figure 4—figure supplement 2E). 

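*Oat*, which turns ornithine into a glutamate precursor, rose 1.51-fold in *Ppara*-/- livers at P2 (log2 fold change 0.59, SE 0.0637, n = 6 each, adjusted p = 3.9e-04 from limma). *Hal*, histidine ammonia-lyase, rose 1.47-fold (adjusted p = 5.8e-04), *Got1*, the cytosolic aspartate aminotransferase, 1.35-fold (adjusted p = 3.1e-04) and *Asl*, which releases fumarate from argininosuccinate, 1.26-fold (adjusted p = 0.0019). Of 18 amino acid oxidation genes drawn as higher in Figure 4—figure supplement 2E 15 were measured: 10 rose and none fell over all probe sets, and 13 rose adjusted over the list alone (adjusted p = 0.0088 with an estimated correlation). *Glud1*, glutamate dehydrogenase (0.03), and *Got2* (0.03) did not pass. Of its 4 genes of branched-chain and ketogenic amino acids 2 were measured; *Ehhadh* fell, *Hibch*, a step of valine breakdown, stood at a log2 fold change of -0.19 (adjusted p = 0.102), and both fell adjusted over the list alone. Both panels were chosen by the study on these samples and are not independent evidence. In textbook lists 11 of 37 measured genes of amino acid breakdown rose and none fell, with 20 higher and 2 lower adjusted over the list alone (adjusted p = 0.160 with an estimated correlation), while none of 20 genes of branched-chain amino acid breakdown passed, with 3 higher and 2 lower adjusted over the list alone; 3 rose over all probe sets without *Ppara*+/+ replicate 7, and 1 fell without *Ppara*-/- replicate 6. Of 7 measured urea cycle genes only *Asl* rose, and 4 rose adjusted over the list alone (adjusted p = 0.21 with an estimated correlation), and 3 rose over all probe sets without *Ppara*+/+ replicate 7. The count of 11 became 7 without *Ppara*-/- replicate 10 or 12 and 6 without *Ppara*-/- replicate 5 or *Ppara*+/+ replicate 3, 8 or 9; *Hibch* passed without *Ppara*-/- replicate 6 (adjusted p = 0.0446, where all alternatives but the Mann-Whitney test ran from 0.0429 to 0.208). The paper found similar weight gain and plasma glucose in both genotypes, an elevated alanine aminotransferase and a rise of these enzymes. It proposes that amino acid oxidation may keep gluconeogenesis going in *Ppara*-/- neonates when fatty acid oxidation is impeded. It also reports stunted growth and hypoglycemia in *Ppara*-/- pups after inhibition of alanine aminotransferase with L-cycloserine.

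**Figure D2:**
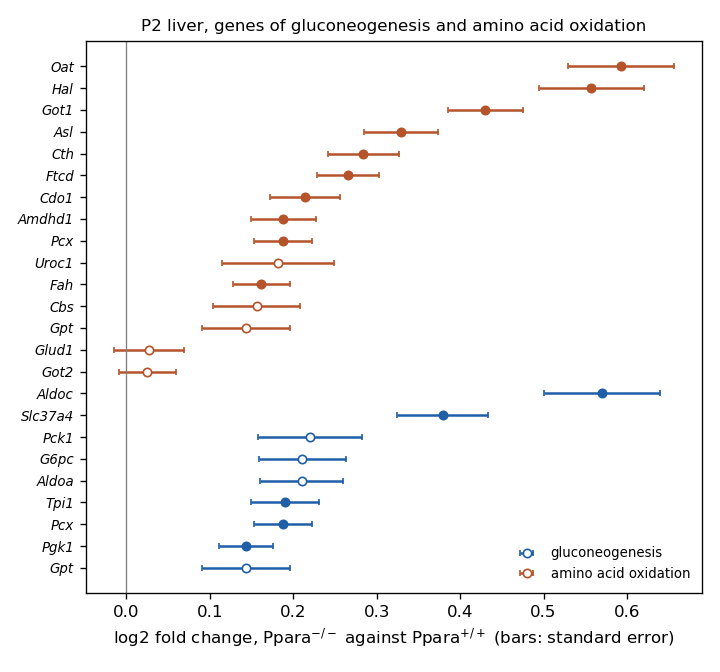
Genotype differences of gluconeogenesis and amino acid oxidation genes at P2. The horizontal axis gives the log2 fold change of *Ppara*-/- against *Ppara*+/+ livers (n = 6 each) and bars its standard error; filled points have an adjusted p under 0.05 over all probe sets. Blue marks gluconeogenesis and brown amino acid oxidation.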

Up-regulation of these genes would provide some of the intermediate substrates of the TCA cycle, such as α-ketoglutarate, fumarate, and oxaloacetate, which could be used for gluconeogenesis (Figure 4—figure supplement 2E). Importantly, selective inhibition of ALT by intraperitoneal injection of L-cycloserine led to decoupling of amino acid oxidation from gluconeogenesis and ultimately resulted in stunted postnatal growth and hypoglycemia in *Ppara*^-/-^ pups (Figure 4—figure supplement 2F,G). In short, we conclude that PPARα functions both as a prenatally anticipatory and postnatally adaptive regulator of lipid catabolism, ultimately protecting the postnatal liver against a rapid insurgence of steatosis by promoting the use of milk lipids as an energy source.

### An epigenetic switch controls a subset of PPARα target genes

How PPARα target genes are controlled at different stages of metabolic ontogenesis remains unclear. For instance, the genes (e.g., *Acox1*) involved in the anticipatory functions of PPARα (i.e., FAO) are stimulated in the fetus, but the adaptive regulators of lipid catabolism, such as the liver-secreted FGF21, were markedly stimulated by PPARα only after birth (Figures 2C,5A). The binding of PPARα to the peroxisome proliferator response element (PPRE) in the promoter of *Acox1* and *Cyp4a14* (both genes are indicators for PPARα activation) (Tugwood et al., 1992; Anderson et al., 2002), as well as Pol2 recruitment to their respective TSS, occurs before birth and results in increased expression of these genes (Figure 5C,D). This stimulation correlates with higher *Ppara* TSS activity and mRNA levels during hepatic ontogenesis (Figure 1B,C). Despite having comparable PPARα occupancy in the *Fgf21, Acox1*, and *Cyp4a14* promoters before birth, the recruitment of Pol2 to the *Fgf21* TSS was markedly delayed until after birth at P2, and then gradually increased thereafter (Figure 5D).

**Figure 5.**
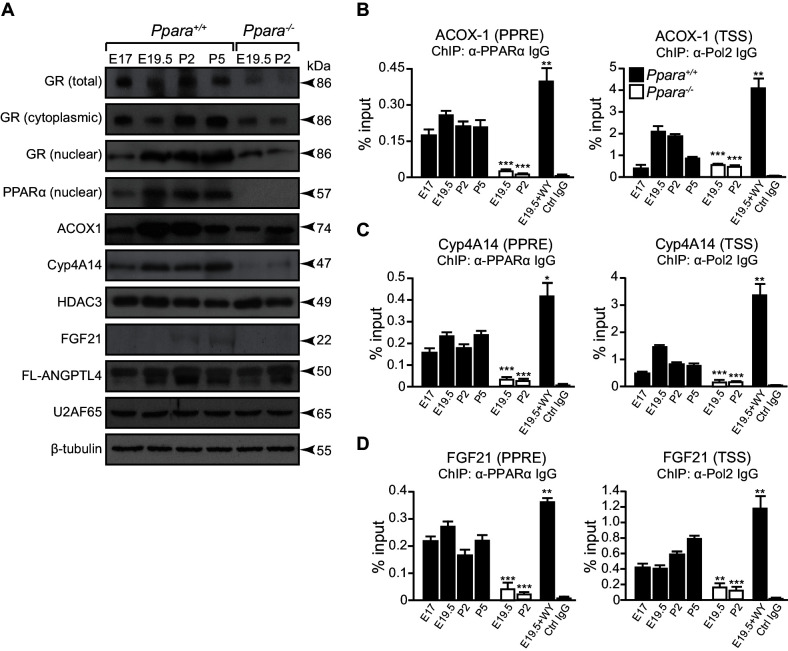
A temporal dichotomy in the regulation of PPARα target genes before and after birth. (**A**) Immunoblots showing the ontogenic expression of cytoplasmic and nuclear GR, HDAC3, PPARα, and its target genes, including ACOX1, Cyp4A14, FGF21, and full-length (FL)-ANGPTL4, in *Ppara*^-/-^ and *Ppara*^+/+^ livers. U2AF65 and β-tubulin were used as loading controls for nuclear and cytoplasmic proteins, respectively. (**B**–**D**) Enrichment of the DNA fragment containing the PPAR response element (PPRE) (left panels) on the ACOX1 (**B**), Cyp4A14 (**C**), and FGF21 (**D**) promoters or their respective TSS (right panels) using anti-PPARα and anti-Pol2 antibodies or pre-immune IgG. Data are presented as mean ± SEM; n = 4–6, *p<0.05, **p<0.01, ***p<0.001 vs. untreated wild-type controls (two-tailed Mann-Whitney test). **DOI:** http://dx.doi.org/10.7554/eLife.11853.011

Based on these observations, we postulated that other mechanisms may be involved in the differential Pol2 recruitment and promoter transactivation of these PPARα target genes. At E19.5, we found increased active histone marks (i.e., AcH4 and H3K4me3) near the TSS of *Acox1* and *Cyp4a14*, which correlated with a reduced enrichment of repressive histone marks (i.e., H3K9me3 and H3K27me3) (Figure 6A,B). At P2, the enrichment of active histone marks at the TSS of *Acox1* and *Cyp4a14* decreased with a concomitant increase in repressive histone marks, but this was not observed for *Fgf21* (Figure 6A–C). HDAC3 has been reported to repress hepatic *Fgf21* expression (Hondares et al., 2010; Estall et al., 2009; Archer et al., 2012; Feng et al., 2011).In line with these reports, we observed a higher occupancy of HDAC3 at the *Fgf21* TSS at E19.5 compared to P2 (Figure 6D). We also found that the expression of *Angptl4* was also controlled by HDAC3 (Figure 6E). Interestingly, the lack of PPARα correlated with a ~10-fold increase in the HDAC3 occupancy at the *Fgf21* and *Angptl4* TSS (Figure 6D,E). In contrast, we detected negligible levels of HDAC3 recruitment to the *Cyp4a14* TSS (Figure 6F). Taken together, our results suggest that HDAC3-mediated histone modifications represent an additional mechanism by which certain PPARα target genes are temporally regulated.

**Figure 6.**
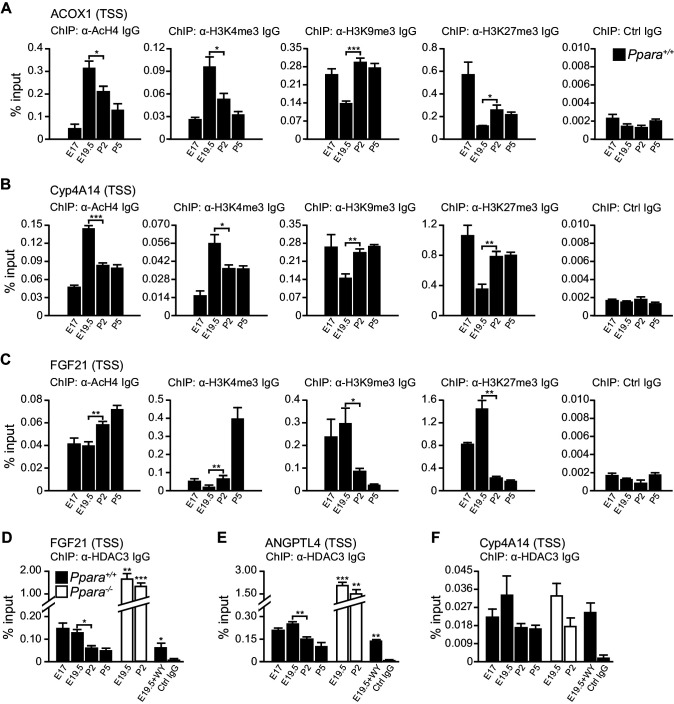
PPARα-mediated regulation of *Fgf21* expression is dictated by the occupancy of HDAC3 on its promoter. (**A**–**C**) Enrichment of the DNA fragment containing the ACOX1 (**A**), Cyp4A14 (**B**), or FGF21 (**C**) TSS in primary hepatocytes isolated from *Ppara*^+/+^ pups using antibodies against acetyl-histone four (AcH4), trimethylated histone three at lysine four (H3K4me3), lysine nine (H3K9me3), lysine 27 (H3K27me3), or pre-immune IgG (Ctrl IgG) and evaluated by real-time qPCR. (**D**–**F**) Enrichment of the DNA fragment containing the FGF21 (**D**), ANGPTL4 (**E**), or Cyp4A14 (**F**) TSS in primary hepatocytes isolated from *Ppara*^-/-^ and *Ppara*^+/+^ pups with or without WY-14643 treatment in pregnant dams using anti-HDAC3 antibodies or control IgG. Data are presented as mean ± SEM; n = 4–6, *p<0.05, **p<0.01, ***p<0.001 vs. untreated wild-type controls unless otherwise indicated (two-tailed Mann-Whitney test). **DOI:** http://dx.doi.org/10.7554/eLife.11853.012

### β-hydroxybutyrate induces *Fgf21* expression via HDAC3 inhibition

Previous studies indicate that milk lipids and hydroxymethylglutaryl-coenzyme A synthase 2 (HMGCS2) activity are required for *Fgf21* expression (Hondares et al., 2010; Vilà-Brau et al., 2011).We hypothesized that PPARα-dependent production of ketone bodies, particularly β-hydroxybutyrate, which was ~seven-fold higher in neonates than fetuses (Figure 4G), may activate postnatal gene expression by alleviating the repressive role of class I HDACs (Shimazu et al., 2013).To test this possibility, we treated *Ppara^+/+^*liver explants from E19.5 pups with β-hydroxybutyrate, sodium butyrate (a known HDAC3 inhibitor), and trichostatin A, a selective inhibitor of class I and class II HDACs. Activation of the *Fgf21* transcriptional activity was dependent on both the activation of PPARα and HDAC3 inhibition through butyrate or β-hydroxybutyrate treatment (Figure 7A). In particular, HDAC3 inhibition or PPARα activation alone did not cause a significant change in *Fgf21* induction. However, trichostatin A alone, regardless of PPARα activation, led to significantly higher expression of *Fgf21*, suggesting the involvement of a PPARα-independent pathway and other class I or class II HDACs in the regulation of *Fgf21* expression in addition to PPARα (Figure 7A). In contrast, the activity of AcH4 at the TSS of *Cyp4a14* and *Acox1* and the expression of these genes were not influenced by any of the treatments except the PPARα ligand WY-14643, thereby excluding the involvement of HDAC3 or other class I and class II HDACs in the regulation of their transcriptional activity (Figure 7B,C). These results suggest that milk lipids can affect the epigenetic status of the postnatal liver in which hepatic production of β-hydroxybutyrate acts as an inhibitor of HDAC3 that regulates *Fgf21*.

**Figure 7.**
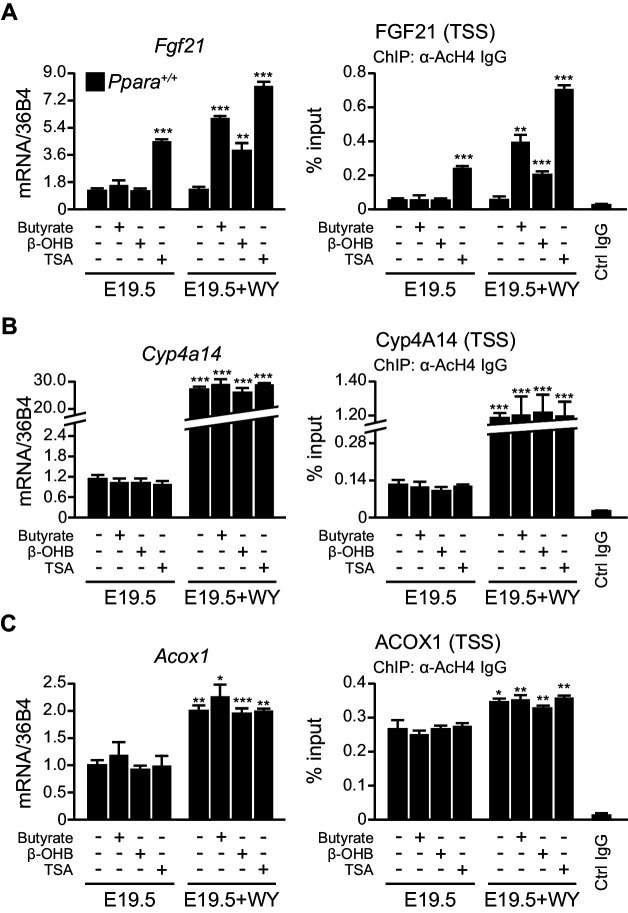
β-hydroxybutyrate acts as an endogenous inhibitor of HDAC3 to activate *Fgf21* expression upon milk suckling. (**A**–**C**) Ex vivo liver explants isolated from *Ppara*^+/+^ fetuses at E19.5 were used to study the effects of butyrate, β-hydroxybutyrate, and trichostatin in the presence or absence of WY-14643 (WY) on PPARα target genes. *Left*: mRNA expression of *Fgf21* (**A**), *Cyp4a14* (**B**), and *Acox1* (**C**). *Right*: enrichment of the DNA fragment containing the FGF21 (**A**), Cyp4A14 (**B**), or ACOX1 (**C**) TSS after chromatin immunoprecipitation (ChIP) using antibody against acetyl-histone 4 (AcH4). Data are presented as mean ± SEM; n = 6, *p<0.05, **p<0.01, ***p<0.001 vs. E19.5 samples without WY-14643 treatment (two-tailed Mann-Whitney test). **DOI:** http://dx.doi.org/10.7554/eLife.11853.013

## Discussion

In mammals, the transition to extra-uterine life represents a sudden shift in the source of energy (i.e., from a carbohydrate-laden fetal diet to a high-fat, low-carbohydrate diet). The neonatal liver must coordinate hepatic FAO, gluconeogenesis, and ketogenesis in order to maintain bioenergetic homeostasis and to meet the metabolic demands associated with extra-uterine life which depends exclusively on milk (Cotter et al., 2013). In contrast to the carbohydrate-replete nutrient state experienced in utero, neonatal energy is dominated by PPARα-dependent transcriptional regulation of lipid catabolism. We found that this anticipatory regulation of PPARα activity and lipid metabolism is directly controlled by GR before birth.

Glucocorticoid hormones are crucial in the functional maturation of many key tissues, notably in preparation for birth (Cottrell and Seckl, 2009). The initiation of parturition is marked by short bursts of stress hormones (Barlow et al., 1974). We demonstrate that this short burst of glucocorticoids at the initiation of birth directly stimulate the GR-dependent transcription of PPARα and its lipid catabolic target genes, which in turn prepare neonates for the sudden shift to fat-rich milk diet as the primary source of energy (Figure 8A,B). Indeed, we previously demonstrated the GR-mediated hormonal induction of PPARα in adult hepatocytes (Lemberger et al., 1994), while others showed that ligand-activated PPARα interferes with the recruitment of GR and Pol2 to the promoter of classical GRE-driven genes, inhibiting their transcription (Bougarne et al., 2009). This is also consistent with our observation of a reduced expression of *Nr3c1* in *Ppara^-/-^* livers, implicating a reciprocal regulatory relationship between GR and PPARα.

**Figure 8.**
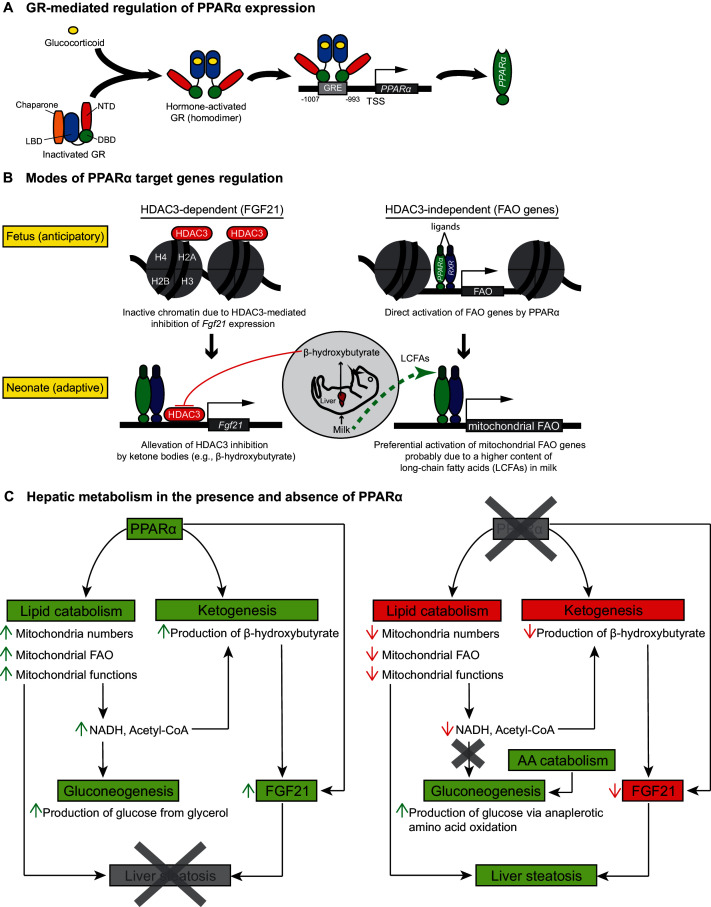
Schematic illustrations of GR-mediated regulation of PPARα expression, HDAC3-dependent and -independent regulation of PPARα target genes before and after birth, and the affected liver metabolic processes with or without PPARα. (**A**) In fetal liver, hormone-activated GR binds to the GR response element (GRE) spanning -1007 to -993 within the PPARα promoter region to directly activate the transcription of *Ppara*. NTD: N-terminal domain, LBD: ligand-binding domain, DBD: DNA-binding domain. (**B**) At E19.5, direct binding of HDAC3 near the TSS of *Fgf21* leads to the repression of *Fgf21* transcriptional activity. Upon milk suckling, PPARα-dependent production of β-hydroxybutyrate from the neonatal liver alleviates the HDAC3-mediated repression of *Fgf21* by directly inhibiting the activity of HDAC3, permitting PPARα-dependent *Fgf21* expression. Activated GR leads to the stimulation of PPARα and its target genes in fetal liver, such as those involved in mitochondrial and peroxisomal fatty acid oxidation (FAO). After birth, the expression of PPARα target genes involved in mitochondrial FAO predominates the expression of genes involved in peroxisomal FAO, probably due to the higher long-chain fatty acid (LCFA) content than very-long-chain fatty acid (VLCFA) content in the milk. (**C**) Schematic illustration depicting the affected processes of hepatic metabolism in the presence and absence of PPARα. Green boxes/arrows indicate increments; reds indicate decrements. **DOI:** http://dx.doi.org/10.7554/eLife.11853.014

We indicate that lipid catabolic target genes of PPARα, particularly those involved in mitochondrial, peroxisomal, and microsomal oxidation, are switched on just before birth in anticipation of a postpartum lipid-rich meal. In the neonatal liver, however, we show that mitochondrial β-oxidation prevails as the major contributor to the neonatal oxidative capacity and protects against hepatic steatosis when faced with a sudden surge in dietary fat. Our findings are consistent with the notion that mitochondrial FAO represents the dominant metabolic pathway whereas peroxisomal FAO assumes a relatively minor role (Hashimoto et al., 1999). Accordingly, long-chain FAs constitute more than 60% of the total FAs in animals and milk (Smith et al., 1968), and their abundance makes them the only significant source of metabolic fuel for the mitochondrial, but not peroxisomal, β-oxidation system (Reddy and Mannaerts, 1994). Moreover, decreased mitochondrial FAO has been considered one of the major contributing factors leading to liver steatosis (Ockner et al., 1993). Thus, we conclude that the concomitant presence of lipid content of milk, a lower number of mitochondria and overt mitochondrial dysfunctions jointly contributes to the development of liver steatosis in *Ppara^-/-^*neonates. Notably, mitochondrial dysfunctions were evident in *Ppara^-/-^* hepatocytes due to reduced ∆_ΨM_ and increased intracellular ROS levels. We postulate that an increased intracellular ROS level likely precedes the loss of ∆_ΨM_ and mitochondria dysfunction. As this oxidative stress condition continues to worsen after birth, perhaps induced by nutritional lipid as previously indicated (Tirosh et al., 2009), reduced ∆_ΨM_ and ATP production ultimately ensue. This is in agreement with a previous report of a similar mitochondrial disorder associated with the dysfunctional respiratory chain components (Lebiedzinska et al., 2010). Particularly, the increased intracellular ROS levels observed in *Ppara*^-/-^ hepatocytes may be due to the reduced clearance of ROS as evidenced by the down-regulation of genes coding for mitochondrial superoxide dismutase 2 (SOD2) and copper chaperone for SOD1 (a metalloprotein responsible for delivering copper as a co-factor to SOD1) before and/or after birth (Figure 2—source data 1). This observation is consistent with the report that PPARα activation by agonist clofibrate stimulates SOD1 and catalase activities as part of the defense mechanisms against oxidative stress in the heart (Ibarra-Lara et al., 2016).

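In the P2 liver transcripts *Sod2*, the mitochondrial superoxide dismutase, stood at a log2 fold change of 0.05 in *Ppara*-/- against *Ppara*+/+ (SE 0.0349, n = 6 each, adjusted p = 0.53 from limma) and did not pass. *Ccs*, the copper chaperone of superoxide dismutase 1, stood at -0.15 (adjusted p = 0.0554) and did not pass either. *Sod1*, the cytosolic dismutase (0.04, adjusted p = 0.66), and *Cat*, catalase (-0.05, adjusted p = 0.65), also did not pass. Of 23 measured antioxidant genes none fell or rose over all probe sets (1 fell without *Ppara*-/- replicate 10 or *Ppara*+/+ replicate 7, 1 rose without *Ppara*-/- replicate 11 or *Ppara*+/+ replicate 1), and 2 fell and 2 rose adjusted over the list alone (adjusted p = 0.69, or 0.83 with an estimated correlation). *Ccs* passed with only probe sets of 1 gene tested (adjusted p = 0.033), and over the alternatives other than the exact Mann-Whitney test its adjusted p ran from 0.0182 to 0.13.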

Many of the PPARα-regulated genes involved in FAO have previously been shown to contain a PPRE in their promoter region and hence, recognized as direct PPARα target genes (Rakhshandehroo et al., 2010). This implicates that the reduced oxidative capacity observed in *Ppara^-/-^* mice was due to the lack of direct PPARα-mediated stimulatory effects rather than a cellular-autonomous metabolic adaptation in response to lower mitochondria numbers. As discovered by Semenkovich andRakhshandehroo et al., 2010 co-workers (Chakravarthy et al., 2005, 2009), newly synthesized FA by fatty acid synthase may also regulate glucose, lipid, and cholesterol metabolism by serving as endogenous activators of a distinct physiological pool of PPARα ligands in adult liver. However, we doubt that de novo synthesis of FA plays a predominant role in the regulation of PPARα activity during early postnatal period since insulin/glucagon ratio is low, which promotes FAO rather than de novo synthesis of FA (Girard et al., 1977). Our recent work indicates that PPARα has little impact on the expression of lipogenic genes in normal conditions (Montagner et al., 2016). Moreover, an effective hepatic FAO is essential for the provision of acetyl-CoA and NADH to support hepatic de novo ketogenesis and gluconeogenesis (Girard, 1986). This notion is consistent with the hypoketonemia and hypoglycemia in *Ppara^-/-^*neonates reported in this work and by Crawford and co-workers (Cotter et al., 2014). Notably, the hypoglycemic phenotype previously reported in *Ppara^-/-^*neonates by Cotter et al. happened at P1 due to a decreased hepatic gluconeogenesis from glycerol. However, we did not detect any sign of hypoglycemia in these mice starting from P2. This apparent discrepancy is likely attributable to the rapid (~1 day) and dynamic adaptive functions of *Ppara^-/-^*neonatal liver in providing glucose as the primary source of energy required for postnatal growth and in maintaining glucose homeostasis. Our finding also supports the work of others indicating a preserved gluconeogenesis from glycerol in adult *Ppara*^-/-^ mice (Xu et al., 2002). We elucidated that this cell-autonomous metabolic adaptation was enhanced in the absence of PPARα and mediated through the up-regulation of hepatic ALT and anaplerotic amino acid oxidation. Thus far, the mechanism behind the increased production and secretion of ALT in *Ppara^-/-^*neonatal liver still remains unclear. It is notable that *ALT2* expression is up-regulated under metabolic stress and that plasma and tissue ALT levels are elevated in response to endoplasmic reticulum (ER) stress (Salgado et al., 2014; Josekutty et al., 2013). Interestingly, defective PPARα signaling has been reported to cause hepatic mitochondrial and ER stress in the pathogenesis of hepatic steatosis through reduced mRNA expression of the sarco/endoplasmic reticulum calcium ATPase (SERCA) (Su et al., 2014). In addition, our transcriptome analysis revealed a consistent reduction by ~1.2-fold in the expression of *Atp2a2*, which encodes SERCA, in *Ppara^-/-^* liver at E19.5 and P2 (Figure 2—source data 1). Moreover, we also delineated that most of the rate-limiting enzymes involved in amino acid oxidation were concomitantly up-regulated in *Ppara^-/-^*neonatal liver to provide essential intermediate substrates in TCA/Krebs cycle required for gluconeogenesis. Hence, we speculate that de novo synthesis of glucose becomes the primary energy source in sustaining normal postnatal growth in *Ppara^-/-^*neonates as evidenced by the observed growth retardation upon decoupling of amino acid oxidation from gluconeogenesis. This is in conjunction with the failure of *Ppara^-/-^*neonatal liver in harnessing energy from ketone bodies and lipids due to defective mitochondrial functions. 

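*Atp2a2*, which encodes the calcium pump SERCA2, stood at a log2 fold change of -0.08 in *Ppara*-/- against *Ppara*+/+ livers at P2 (SE 0.0356, n = 6 each), a 1.05-fold difference that did not pass (adjusted p = 0.36 from limma). Of 22 measured genes of the endoplasmic reticulum stress response none passed over all probe sets and none adjusted over the list alone (adjusted p = 0.99, and 0.99 with an estimated correlation).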

In parallel, the compensatory up-regulation of pyruvate carboxylase (Pcx) and other gluconeogenic genes in *Ppara^-/-^*neonates at P2 probably corresponds with a lower hepatic acetyl-CoA level, as supported by a recent report that hepatic acetyl-CoA acts as an allosteric regulator of Pcx (Perry et al., 2015). 

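*Pcx*, pyruvate carboxylase, rose from 12.37 ± 0.04 in *Ppara*+/+ to 12.56 ± 0.05 in *Ppara*-/- livers at P2 (SD, n = 6 each), a log2 fold change of 0.19 with SE 0.0345, or 1.14-fold (adjusted p = 0.0136 from limma). Of 15 measured genes of the citric acid cycle, which its product oxaloacetate enters, 2 rose, *Fh1*, fumarase (0.21), and *Sdhb*, a succinate dehydrogenase subunit (0.18), and none fell; adjusted over the list alone 2 rose and none fell (adjusted p = 0.45 with an estimated correlation). These 2 calls depend on single arrays: 1 was left without *Ppara*-/- replicate 10, 11 or 12 or *Ppara*+/+ replicate 9, and 0 without *Ppara*-/- replicate 4 or 6 or *Ppara*+/+ replicate 1, 2, 3 or 8.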

Importantly, these findings in *Ppara^-/-^*mice illustrate the tremendous flexibility of the neonatal liver in coordinating ketogenesis, FAO, and gluconeogenesis so as to meet the energy demand required for normal growth especially when faced with an energy crisis caused by defective oxidative metabolism and hypoketonemia.

Mitochondrial 3-hydroxy-3-methylglutaryl-CoA synthase 2 (HMGCS2) is one of the rate-liming enzymes involved in ketogenesis. *Hmgcs2* contains a PPRE in its promoter region and is under the direct transcriptional control of PPARα (Rodríguez et al., 1994). HMGCS2 has been shown to induce mitochondrial FAO and FGF21 expression, possibly via a SIRT1-dependent mechanism (Vilà-Brau et al., 2011). Furthermore, *Hmgcs2* mRNA expression peaks 16 hr after birth and coincides with a decline in *Acox1* mRNA expression thereafter (Yubero et al., 2004; Serra et al., 1993, 1996). These reports substantiate our findings of preferential activation of mitochondrial FAO at birth. Our results also support the in vivo finding that β-hydroxybutyrate is a potent physiological inhibitor of HDAC3 (Shimazu et al., 2013), suggesting that PPARα-mediated activation of HMGCS2 and β-hydroxybutyrate production precedes the PPARα-regulated production of FGF21. Similar to other PPARα target genes, we detected PPARα occupancy in the *Fgf21* promoter before birth, but its transcription is ultimately determined by the alleviation of HDAC3-mediated inhibition (Figure 8B). Thus, fatty acid catabolism provides β-hydroxybutyrate, which acts as a secondary signal to initiate the de-repression of the *Fgf21* promoter by HDAC3, allowing it to become PPARα responsive. It was previously indicated that HDAC-mediated histone deacetylation may inhibit transcription at the initiation and/or elongation step (Wang et al., 2009). If the genes are loaded by Pol2 at the TSS, similar to what we observed at the *Fgf21* TSS upon PPARα agonistic activation, HDAC-mediated inhibition of transcription most likely happens at the elongation step although abortive initiation of the TSS bound Pol2 cannot be excluded. Our results suggest that PPARα activation induces the recruitment and assembly of a transcription initiation complex at the *Fgf21* TSS. However, the elongation of *Fgf21* mRNA transcript only ensues after alleviation of HDAC3 inhibition by β-hydroxybutyrate. Therefore, it is consistent with our findings that PPARα agonist has no effect on *Fgf21* mRNA or transcriptional activation in the absence of β-hydroxybutyrate.

Both human and mouse neonates exhibit mild ketogenic conditions during early postpartum period (0–1 day, 0.2–0.5 mmol/L), which further exacerbates after 5–10 days (0.5–1.1 mmol/L) (Hamosh, 2004). We believe that it could be due to the use of lipids as preferred fuel for growth while the carbohydrate parts of milk (e.g., lactose and oligosaccharide−two main carbohydrates in milk) mainly contribute to brain growth (i.e., myelin synthesis) and gut microbiota nourishment (Edmond, 1992; Chichlowski et al., 2011). Further, the observed ketogenic condition may also be explained by the low insulin/glucagon ratio in early postpartum life (Girard et al., 1977; Ferré et al., 1979; Girard et al., 1992). We found that ketone bodies act as a hit that is important to prime PPARα-dependent expressions of *Fgf21* and *Angptl4* by modulating HDAC3 activity on their promoter. Both FGF21 and ANGPTL4 function as secreted systemic effectors of PPARα (Badman et al., 2007; Dijk and Kersten, 2014). However, unlike *Fgf21*, the expression of *Angptl4* has already begun in the fetal liver. This finding is congruent with the report that ANGPTL4 functions as a glucocorticoid-dependent gatekeeper of FA flux by inhibiting the activity of adipose tissue lipoprotein lipase during fasting (Koliwad et al., 2012; Dijk and Kersten, 2014). In fact, significant overlap exists between the bioenergetic challenges experienced during fasting and at birth. Liver-derived FGF21 acts as an endocrine regulator of ketogenesis, which links the phenotypes observed during fasting and in newborns (Badman et al., 2007; Hondares et al., 2010). This concept is evident in *Ppara*^-/-^ mice, which have reduced plasma FGF21 levels. During fasting, the switch to a lipid-dominated nutrient supply provokes hypoketonemia, hypoglycemia, and hepatic steatosis in adult *Ppara*^-/-^ mice (Kersten et al., 1999; Montagner et al., 2016). In concordance with a recent report (Cotter et al., 2014), the shift to a high-fat, low-carbohydrate ketogenic diet in *Ppara*^-/-^ neonates results in steatosis similar to that observed in fasted adult *Ppara*^-/-^ mice. Notably, FGF21 has previously been shown to stimulate hepatic FAO and to prevent hepatic steatosis following ingestion of lipid-laden milk (Xu et al., 2009). Hence, we believe that the physiological relevance of FGF21 induction in neonates after milk suckling relates to its role in metabolic regulation by stimulating lipid catabolism rather than a response to starvation or a low calorie condition which no longer exists upon milk ingestion. It is also important to note that the early human breast milk is not initially ketogenic due to the relatively high lactose content, which gradually decreases while the fat content increases as the milk matures over time (Jenness, 1979). In contrast, mouse milk is likely a ketogenic diet as evidenced by a previous report that early mouse milk comprises ~17% of fat and ~1.7% of lactose at P3 (Görs et al., 2004). Therefore, direct translation of our findings to human situations needs to be cautioned for such differences in milk composition.

In summary, we provide evidence that prenatal expression of PPARα is under the direct control of GR. The GR-dependent PPARα activity is pivotal for the induction of hepatic FA catabolic genes, pointing to a novel anticipatory role of PPARα in the fetal liver in preparation for the efficient use of milk fat as an energy source. In addition, hepatic FA catabolism provides essential co-factors for the synthesis of ketone bodies such as β-hydroxybutyrate. Interestingly, ketone bodies act as a secondary signal that further activates PPARα-dependent regulation of the hepatokine FGF21. Therefore GR-PPARα axis may represent a critical signaling pathway in late gestation for the ability of mammalian newborns to use nutrients and maintain whole-body homeostasis. We conclude that in the absence of PPARα, a vicious cycle pertaining to the (i) lower mitochondria numbers, (ii) mitochondrial dysfunctions, (iii) impaired mitochondrial FA β-oxidation, (iii) hypoketonemia either due to a lack of direct PPARα stimulation of *Hmgcs2* or a lack of essential co-factors provided by functional FAO, (iv) lack of epigenetic activation of FGF21 by ketone bodies (e.g., β-hydroxybutyrate), and (v) a surge in nutritional lipids upon milk suckling, exists to concomitantly contribute to the development of hepatic steatosis in neonates (Figure 8C).

## Materials and methods

### Animals

PPARα-null (*Ppara^-/-^*) and GR-null (*Nr3c1^-/-^*) mice were acquired from the Jackson Laboratory (Bar, Harbor, ME) and Nuclear Receptor Zoo (MGI: 95824, Strasbourg, France), respectively. These mice were given standard rodent chow diet (AIN93M, Specialty Feeds, Australia) (Table 1) and water ad libitum, maintained in a C57BL/6 background, and bred in our specific pathogen-free facilities by inter-crossing *Ppara*^+/-^ mice to obtain experimental wild-type and knockout pups in the same litter. This breeding strategy allowed the experimental mice to be exposed to the same gestational environment and ensured that pups received milk of the same nutritional content from the heterozygous dams. Pregnancy was timed based on vaginal plug formation. Pregnant dams approaching full-term were closely monitored and cesarean section performed to obtain fetuses at E19.5 or earlier (E13, E15, E17). Pups at P2 were timed based on the delivery day. Litters of 6–8 pups were used to minimize differences in milk availability verified by stomach inspection. All experimental protocols involving animals were reviewed and approved by the Veterinary Office of the Canton Vaud (SCA–EXPANIM, Service de la Consommation et des Affaires Vétérinaires, Epalinges, Switzerland) in accordance with the Federal Swiss Veterinary Office Guidelines and by the Institutional Animal Care and Use Committee (#2013/SHS/866) in Singapore. The animal handling procedures were compliant with the *NIH Guide for the Care and Use of Laboratory Animals.*

**Table 1.** Standard chow diet formulation. **DOI:** http://dx.doi.org/10.7554/eLife.11853.015

**Manufacturer**: SPECIALITY FEEDS **Product ID**: AIN93M			
**Standard AIN93M rodent diet**			
A semi-pure diet formulation for laboratory rats and mice based on AIN-93M. This formulation satisfies the maintenance nutritional requirements of rats and mice. Some modifications have been made to the original formulation to suit locally available raw materials. We have evidence that vitamin losses and other changes to the diet can occur when irradiated at 25KGy. The diet SF08-020 has been formulated for irradiation. Please contact us for more information if the diet is to be irradiated.			
**Calculated nutritional parameters**		**Ingredients**	
Protein	13.6%	Casein (acid)	140 g/kg
Total fat	4.0%	Sucrose	100 g/kg
Total digestible carbohydrate as defined by FSANZ Standard 1.2.8	64.8%	Canola oil	40 g/kg
		Cellulose	50 g/kg
Crude fiber	4.7%	Wheat starch	472 g/kg
AD fiber	4.7%	Dextrinised starch	155 g/kg
Digestible energy	15.1 MJ/kg	DL methionine	1.8 g/kg
% Total calculated digestible energy from lipids	9.0%	Calcium carbonate	13.1 g/kg
% Total calculated digestible energy from protein	15.0%	Sodium chloride	2.6 g/kg
		AIN93 trace minerals	1.4 g/kg
**Diet form and features**		Potassium citrate	1.0 g/kg
Semi pure diet. 12 mm diameter pellets. Pack size 5 kg. Vacuum packed in oxygen impermeable plastic bags, under nitrogen. Bags are packed into cardboard cartons for protection during transit. Smaller pack quantity on request. Diet suitable for irradiation but not suitable for autoclave. Lead time 2 weeks for non-irradiation or 4 weeks for irradiation.		Potassium dihydrogen phosphate	8.8 g/kg
		Potassium sulphate	1.6 g/kg
		Choline chloride (75%)	2.5 g/kg
		AIN93 vitamins	10 g/kg
**Calculated amino acids**		**Calculated total vitamins**	
Valine	0.90%	Vitamin A (retinol)	4000 IU/kg
Leucine	1.30%	Vitamin D (cholecalciferol)	1000 IU/kg
Isoleucine	0.60%	Vitamin E (α-tocopherol acetate)	75 mg/kg
Threonine	0.60%	Vitamin K (menadione)	1 mg/kg
Methionine	0.60%	Vitamin C (ascorbic acid)	None added
Cystine	0.05%	Vitamin B1 (thiamine)	6.1 mg/kg
Lysine	1.00%	Vitamin B2 (riboflavin)	6.3 mg/kg
Phenylanine	0.70%	Niacin (nicotinic acid)	30 mg/kg
Tyrosine	0.70%	Vitamin B6 (pryridoxine)	7 mg/kg
Tryptophan	0.20%	Pantothenic acid	16.5 mg/kg
Histidine	0.42%	Biotin	200 μg/kg
**Calculated total minerals**		Folic acid	2 mg/kg
Calcium	0.47%	Inositol	None added
Phosphorus	0.35%	Vitamin B12 (cyancobalamin)	103 μg/kg
Magnesium	0.09%	Choline	1670 mg/kg
Sodium	0.15%	**Calculated fatty acid composition**	
Chloride	0.16%	Myristic acid 14:0	No data
Potassium	0.40%	Palmitic acid 16:0	0.20%
Sulphur	0.17%	Stearic acid 18:0	0.10%
Iron	75 mg/kg	Palmitoleic acid 16:1	No data
Copper	6.9 mg/kg	Oleic acid 18:1	2.40%
Iodine	0.2 mg/kg	Gadoleic acid 20:1	trace
Manganese	19.5 mg/kg	Linoleic acid 18:2 n6	0.80%
Cobalt	No data	α-Linolenic acid 18:3 n3	0.40%
Zinc	47 mg/kg	Arachidonic acid 20:4 n6	No data
Molybdenum	0.15 mg/kg	EPA 20:5 n3	No data
Selenium	0.3 mg/kg	DHA 22:6 n3	No data
Cadmium	No data	Total n3	0.45%
Chromium	1.0 mg/kg	Toal n6	0.76%
Fluoride	1.0 mg/kg	Total mono-unsaturated fats	2.46%
Lithium	0.1 mg/kg	Total polyunsaturated fats	1.21%
Boron	3.1 mg/kg	Total saturated fats	0.28%
Nickel	0.5 mg/kg		
Vanadium	0.1 mg/kg		

Calculated data uses information from typical raw material composition. It could be expected that individual batches of diet will vary from this figure. Diet post treatment by irradiation or autoclave could change these parameters. We are happy to provide full calculated nutritional information for all of our products, however we would like to emphasise that these diets have been specifically designed for manufacture by Specialty Feeds.

### Tissue RNA isolation and quantitative real-time PCR

Total RNA was extracted from liver samples using TRIzol reagent (Life Technologies, Carlsbad, CA) and purified using RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. The purified RNA was spectrophotometrically quantified and its quality assessed by measuring the absorbance ratios at 260 nm/280 nm and 260 nm/230 nm using Nanodrop Spectrophotometer (Thermo Fisher Scientific, Wilmington, DE). One microgram of mRNA was reverse-transcribed to cDNA using Superscript II Reverse Transcriptase (Life Technologies, Carlsbad, CA). The cDNA template was amplified by real-time PCR using iTaq SYBR Green Supermix (Bio-Rad, Hercules, CA). Relative mRNA levels were calculated using the comparative 2^-∆∆CT^ method after normalization to *36B4/RplP0* expression, which was used as an invariant control. The primer sequences used for real-time PCR were obtained from the Harvard PrimerBank (http://pga.mgh.harvard.edu/primerbank) and are provided in Table 2.

**Table 2.** Primer sequences for mouse genes used in quantitative real-time PCR. **DOI:** http://dx.doi.org/10.7554/eLife.11853.016

Gene	Forward primer (5’-3’)	Reverse primer (5’-3’)
Acaa2	ATGTGCGCTTCGGAACCAAA	CAAGGCGTATCTGTCACAGTC
	Acetyl-coenzyme A acyltransferase 2/short chain-specific 3-ketoacyl-CoA thiolase (mitochondrial)	
Acadl	TGCCCTATATTGCGAATTACGG	CTATGGCACCGATACACTTGC
	Acyl-coenzyme A dehydrogenase, long chain	
Acadvl	TGACCTTGGTGTTAGCGTTAC	CTGGGCCTTTGTGCCATAGAG
	Acyl-coenzyme A dehydrogenase, very long chain	
Acox1	TCGAAGCCAGCGTTACGAG	ATCTCCGTCTGGGCGTAGG
	Acyl-CoA oxidase 1, palmitoyl	
Acsl1	ACCAGCCCTATGAGTGGATTT	CAAGGCTTGAACCCCTTCTG
	Acyl-CoA synthetase, long chain family member 1	
Angptl4	TCCAACGCCACCCACTTAC	TGAAGTCATCTCACAGTTGACCA
	Angiopoietin-like 4	
Cpt1a	CTATGCGCTACTCGCTGAAGG	GGCTTTCGACCCGAGAAGA
	Carnitine palmitoyltransferase 1a (liver)	
Cpt2	CAAAAGACTCATCCGCTTTGTTC	CATCACGACTGGGTTTGGGTA
	Carnitine palmitoyltransferase 2	
Cyp4a14	TCATGGCGGACTCTGTCAATA	GCAGGCGAAAGAAAGTCAGG
	Cytochrome P450, family 4, subfamily a, polypeptide 14	
Ehhadh	ACAGCGATACCAGAAGCCAG	TGGCAATCCGATAGTGACAGC
	Enoyl-coenzyme A, hydratase/3-hydroxyacyl coenzyme A dehydrogenase	
Fabp1	AAGGCAGTCGTCAAGCTGG	CATTGAGTTCAGTCACGGACTT
	Fatty acid bind protein 1 (liver)	
Fgf21	CTGCTGGGGGTCTACCAAG	CTGCGCCTACCACTGTTCC
	Fibroblast growth factor 21	
Gck	AGACGAAACACCAGATGTATTCC	GAAGCCCTTGGTCCAGTTGAG
	Glucokinase	
Nr3c1	CCGGGTCCCCAGGTAAAGA	TGTCCGGTAAAATAAGAGGCTTG
	Glucocorticoid receptor	
Hadha	AGCAACACGAATATCACAGGAAG	AGGCACACCCACCATTTTGG
	Hydroxyacyl-coenzyme A dehydrogenase, alpha subunit	
Hadhb	TGAATATGCACTGCGTTCTCAT	CCTTTCCTGGTACTTTGAAGGG
	Hydroxyacyl-coenzyme A dehydrogenase, beta subunit	
Hk1	CGGAATGGGGAGCCTTTGG	GCCTTCCTTATCCGTTTCAATGG
	Hexokinase 1	
Fkbp51	TTTGAAGATTCAGGCGTTATCCG	GGTGGACTTTTACCGTTGCTC
	FK506 binding protein 51	
Pex19	GACAGCGAGGCTACTCAGAG	GCCCGACAGATTGAGAGCA
	Peroxisomal biogenesis factor 19	
Ppara	TCGGCGAACTATTCGGCTG	GCACTTGTGAAAACGGCAGT
	Peroxisome proliferator activated receptor alpha	
Slc25a20	GCGCCCATCATTGGAGTCA	CACACCAGATAACATCCCAGC
	Solute carrier family 25 (mitochondrial carnitine/acylcarnitine translocase), member 20	
36B4/RplP0	CGAGGACCGCCTGGTTCTC	GTCACTGGGGAGAGAGAGG
	Ribosomal protein P0	

### ChIP assays

Eight to ten livers were pooled, homogenized, and cross-linked with 1% formalin at room temperature for 5 min. The reaction was stopped with the addition of glycine and nuclei isolated by sucrose-density ultracentrifugation. The nuclei were sonicated to produce DNA fragments of ~500–1000 base pairs. Total chromatin was incubated with 10 μg of antibody overnight at 4°C and precipitated with 10 μl of blocked protein A-agarose beads (Life Technologies, Carlsbad, CA) at 4°C for 2 hr. After de-crosslinking, the DNA was purified and the enrichment quantified by quantitative real-time PCR, expressing the results as the percentage of input. Antibodies against RNA polymerase II (Pol2, #sc-67318X), GR (#sc-1004X), and pre-immune rabbit antibodies (#sc-2027X) were purchased from Santa Cruz Biotechnology (Santa Cruz, CA). Antibodies against PPARα (#AB2779), histone deacetylase 3 (HDAC3, #AB7030), acetyl-histone 4 (AcH4), and trimethylated lysine 4 (H3K4me3, #AB8580), lysine 9 (H3K9me3, #AB8898), and lysine 27 (H3K27me3, #AB6002) of histone 3 were from Abcam (Cambridge, MA). The primer sequences used for chromatin immunoprecipitation were provided in Table 3.

**Table 3.** Primer sequences for mouse genes used in chromatin immunoprecipitation. **DOI:** http://dx.doi.org/10.7554/eLife.11853.017

Gene	Forward primer (5’-3’)	Reverse primer (5’-3’)
ACOX1_TSS	TCCCGGAAAGATCACGTGAACC	TCCCCGAGCGGCTCCTCGCCA
ACOX1_PPRE	TAGCCAACGACAATGAACC	CGGAAACCAGAAGGGAATG
ANGPTL4_TSS	CCAGCAAGTTCATCTCGTCC	TCCCTCCCACTCCCACACC
CYP4A14_TSS	ATTCCCCCTCCCACAAGTAG	CCCATGGTTAGTAGTTTCTGGA
CYP4A14_PPRE	AAGGAAAAGGCCACCGTCTA	TCCATCTCACTGAACTTTACCC
FGF21_TSS	ATATCACGCGTCAGGAGTGG	TCCCCAGCTGAGAAGACACT
FGF21_PPRE	AGGGCCCGAATGCTAAGC	AGCCAAGCAGGTGGAAGTCT
PPARα_TSS	GTTGTCATCACAGCTTAGCG	CAGATAAGGGACTTTCCAGGTC
PPARα_GRE (−1007 to −993)	GGGACTCGGGGAACAAGCTGTGCGATCTAG	GGAAGGGTGCGCCTTGGCGCGCACTCC
PPARα_GRE (−2080 to −2066)	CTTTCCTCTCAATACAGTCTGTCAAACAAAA	GTTTTGTTTGTTTTGACTCTCTGTCCAG
PPARα_GRE (−2953 to −2939)	AAGGGTGAACACACTTTGTTTCCTGGATG	TCCACCAGGGCAGGGGAAGTAGGTATT

### Dexamethasone treatment

E15 fetal liver explants were used for treatment with dexamethasone due to their relatively low PPARα activation status. Fresh liver sections (n = 6 per treatment group) were cultured in the presence of dexamethasone (0.1 μM, 1 μM, or 10 μM) for 24 hr. After treatment, total RNA was isolated and purified, and PPARα mRNA levels were measured by quantitative real-time PCR.

### Primary hepatocyte isolation and culture

Fetuses or pups were sacrificed by decapitation. The liver was removed, minced into fine consistency with a pair of scissors, and digested at 37°C with agitation at 115 rpm for 1 hr in 10 ml of sterile-filtered 4-(2-hydroxyethyl)-1-piperazineethanesulphonic acid (HEPES):collagenase solution containing 0.1 M HEPES, 0.12 M NaCl, 50 mM KCl, 5 mM D-glucose, 1.5% bovine serum albumin (BSA), 1 mM CaCl_2_, and 10,000 activity units of type-I collagenase (Life Technologies, Carlsbad, CA). The cell suspension was filtered through a 100-μm nylon mesh (BD Falcon, Franklin Lakes, NJ) and collected in a 50-ml centrifuge tube. The suspension was centrifuged at 200 × g for 10 min to pellet the cells and the supernatant removed. Red blood cell (RBC) lysis solution was added to re-suspend the cells, followed by incubation at room temperature for 5 min. After RBC lysis, ice-cold PBS was added and the cell suspension filtered through a 40-μm nylon mesh (BD Falcon, Franklin Lakes, NJ) to remove cell clumps. Finally, the cell suspension was centrifuged at 200 ×g for 5 min to pellet the cells. For primary hepatocyte culture, the isolated mouse hepatocytes (2 × 10^5^ cells/per 9.5 cm^2^ well) were then cultured in DMEM containing 10% fetal calf serum (FCS) and 2 mM penicillin/streptomycin in 6-well plates coated with rat tail collagen (Corning, Tewksbury, MA).

### siRNA-mediated knockdown of *Nr3c1*

Primary hepatocytes were isolated and cultured as described above. Upon reaching a confluency of ~60%, the adherent cells were treated with 50 ng ON-TARGETplus NR3C1/GR-targeting SMARTpool siRNAs (L-045970-01-0005) or non-targeting pool (D-001810-10-05) (GE Dharmacon, Lafayette, CO) for 24 hr using transfection reagent DharmaFECT 1 as per the manufacturer’s protocol. Cells were harvested for α-GR ChIP assays after 48 hr of incubation with complete medium. Successful knockdown was determined by reduced *Nr3c1* mRNA expression of at least 80% when compared with non-targeting siRNA treatment group.

### Gene expression microarray and analysis

RNA samples were randomly selected from three different litters for each genotype (n = 6). Total RNA was extracted from mouse liver using TRIzol reagent (Life Technologies, Carlsbad, CA) and further purified using RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. RNA quality measurements were performed using an Agilent 2100 bioanalyzer (Agilent Technologies, Waldbronn, Germany). Only samples with intact bands corresponding to the 18S and 28S rRNA subunits without contamination with chromosomal DNA and had an RNA integrity number > 8.0 were selected for array hybridization. Hybridization was performed with Affymetrix Mouse Genome MoGene1.0 ST arrays according to the manufacturer’s protocol and analyzed as described previously (Leuenberger et al., 2009).Briefly, the significant enrichment of underlying KEGG, GO, and Reactome curated pathways was determined from the hypergeometric distribution and corrected for multiple comparisons using Broad Institute Molecular Signatures Database v4.0 (http://www.broadinstitute.org/gsea/msigdb/). Gene sets with a false discovery rate p*-*value<0.05 were considered significant. Genes that were up- or down-regulated were identified by selecting genes with logarithmic fold-change ratio (*PPARα^-/-^/PPARα^+^*^/+^) > 1.3 (up-regulated genes) or < −1.3 (down-regulated genes). The raw data have been deposited in NCBI Gene Expression Omnibus and made accessible through the GEO database (accession number: GSE39669 and GSE39670).

### Cell sorting

E19.5 fetal hepatic cells were isolated as described above and incubated with PE- or FITC-conjugated monoclonal antibodies against DLK (LS-C179444) (LifeSpan Biosciences, Seatlle, WA) or CK18 (ab52459) (Abcam, Cambridge, MA) at 1:200 dilution in PBS supplemented with 0.1% fetal calf serum according to a protocol previously described (Tanimizu et al., 2003). The samples were then washed with PBS and mixed with 1 μg/ml propidium iodide before cell sorting using a FACSAria cell sorter (Becton Dickinson, San Jose, CA).

### Flow cytometry

Primary hepatocytes were isolated as described above. Mitochondria and peroxisomes were stained using MitoTracker Red and SelectFX Alexa Fluor 488 Peroxisome Labeling Kits (Life Technologies, Carlsbad, CA) according to the manufacturer’s protocols. Negative controls without Mitotracker Red or fluorophore-conjugated secondary antibodies were used to gate the quadrants. Levels of mitochondrial membrane potential and intracellular ROS production were determined by tetramethylrhodamine, ethyl ester (TMRE) (ab113852) staining and 2’,7’ –dichlorofluorescin diacetate (DCFDA) (ab113851) (Abcam, Cambridge, MA) staining, respectively, according to the manufacturer’s protocols. Treatments with carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone (FCCP, an ionophore uncoupler of oxidative phosphorylation capable of eliminating mitochondrial membrane potential) at 20 μM for 10 min or N-acetylcysteine (NAC, an antioxidant) at 5 mM for 2 hr served as negative controls for the respective staining. A total of 10,000 events were recorded. The data were analyzed using BD FACSDiva software (version 6; Becton Dickinson, San Jose, CA) and further processed by FlowJo software (version 7.6.1; Tree Star, OR).

### Measurement of Cellular ATP Production

Primary hepatocytes were isolated and cultured as described above. Cellular ATP production was measured in the presence of 25 mM glucose, 10 mM galactose, or 2.5 μM rotenone (Sigma-Aldrich, Saint Louis, MO) using the ENLITEN ATP Assay System Bioluminescence Detection Kit (Promega, Madison, MI) according to the manufacturer’s protocol. Bioluminescence signals were read on a GloMax 20/20 Luminometer (Promega, Madison, MI) and normalized to the total number of viable cells. Cell viability assay was performed in extracted primary hepatocytes using trypan blue exclusion test based on a protocol previously described (Strober, 2001). The production of pyruvate via the glycolytic metabolism of glucose yields 2 net ATP, but the same catalytic pathway yields no net ATP when galactose is used instead of glucose, thereby forcing cells to rely on oxidative phosphorylation for energy. Thus, the use of galactose in the primary hepatocyte culture acts as a positive control for the measurement of oxidative phosphorylation-dependent energy production (Aguer et al., 2011).

### Oxygen Consumption Rate (OCR) Measurement

Primary hepatocytes were isolated as described above and 2 × 10^4^ cells seeded per well on XF-24 cell culture plates (Seahorse Bioscience, Billerica, MA) coated with rat tail collagen in DMEM medium containing 5% FCS and incubated overnight at 37°C. The cellular oxygen consumption rate was measured as described previously (Nasrin et al., 2010). The next day, cells were equilibrated with buffer (111 mM NaCl, 4.7 mM KCl, 2 mM MgSO_4_, 1.2 mM Na_2_HPO_4_, 2.5 mM glucose, 0.5 mM carnitine) and incubated at 37°C for 60 min. The basal cellular respiration was measured without any treatment for 15 min (n = 9 per group), followed by treatment with 200 μM palmitate conjugated with BSA in a 6:1 molar ratio or BSA alone for 40 min (n = 6 per group). To measure the mitochondrial fatty acid oxidation, cells were subsequently incubated with 300 μm etomoxir, a known carnitine palmitoyltransferase I inhibitor, for another 30 min (n = 3 per group). All measurements utilized the Seahorse XF24 Flux Analyzer (Seahorse Biosciences, Billerica, MA). The OCR of whole hepatocytes was standardized for total protein concentration after the assay was completed.

### Histological analysis

Fresh liver samples were collected and embedded in OCT tissue freezing medium (Leica Microsystems, Wetzlar, Germany). Oil Red O stock solution was prepared by dissolving 0.5 g of Oil Red O powder (Sigma-Aldrich, St. Louis, MO) in 500 ml isopropanol. To constitute 50 ml of 60% Oil Red O working solution, 30 ml of the stock solution was diluted with 20 ml of water. Fresh-frozen samples were sectioned (6 μm thick) and stained with 60% Oil Red O solution for 10 min. The Oil Red O-stained sections were counterstained with methylene blue.

### Analysis of serum and tissue metabolites

Serum glucose and triglyceride levels were measured using the Accutrend Plus meter (Roche Diagnostics, Indianapolis, IN). Serum β-hydroxybutyrate and liver ALT levels were measured using the β-hydroxybutyrate Assay Kit and ALT Activity Assay Kit, respectively (Sigma-Aldrich, Saint Louis, MO). Lipids were extracted from the liver samples by the Bligh/Dyer method and analyzed by gas-liquid chromatography as previously described (Zadravec et al., 2010).

### High-fat-diet weaning challenge

Although feeding the P5 pups with milk harvested from *Ppara^+/-^ *dams would be ideal for this HFD-weaning challenge, we were ethically and technically restricted to perform oral gavage in these young pups and to collect sufficient milk for this experiment. For these reasons, we resorted to the best compromise by exposing the pups to a high-fat/low-carbohydrate (HF/LC) diet or a control diet from P5 (i.e., just before tooth eruption) to P15 (i.e., when liver steatosis is mostly resolved). The diets (Provimi Kliba, Kaiseraugst, Switzerland) had the following macronutrient compositions (% w/w: fat, carbohydrates, protein): control, 16.7/64.3/19.0 (#2222) (Table 4) and HF/LC, 74.4/6.6/19.0 (#2201) (Table 5). Both diets used identical macronutrient sources (fat source: beef tallow; carbohydrate source: starch; protein source: casein), allowing a precise comparison of differences in macronutrients.

**Table 4.** Control diet formulation. **DOI:** http://dx.doi.org/10.7554/eLife.11853.018

**Manufacturer**: KLIBA NAFAG, SWITZERLAND **Product ID**: 2222	
**Mouse and rat**	**Experimental diet, purified diet**
**AIN-93G**	
**Major nutrients**	
Dry matter	90.0%
Crude protein	18.0%
Crude fat	7.0%
Crude fiber	3.5%
Crude ash	3.0%
Nitrogen-free extract (NFE)	58.5%
Gross energy	17.5 MJ/kg
Metabolic energy	15.9 MJ/kg
Starch	35.0%
**Amino acids**	
Arginine	0.65%
Lysine	1.40%
Methionine	0.50%
Methionine + cystine	0.85%
Tryptophan	0.22%
Threonine	0.70%
**Major mineral elements**	
Calcium	0.52%
Phosphorus	0.32%
Magnesium	0.08%
Sodium	0.22%
Potassium	0.36%
Chlorine	0.15%
**Trace elements**	
Iron	65 mg/kg
Zinc	45 mg/kg
Copper	6 mg/kg
Iodine	0.6 mg/kg
Manganese	12 mg/kg
Selenium	0.2 mg/kg
**Vitamins**	
Vitamin A	4000 IU/kg
Vitamin D_3_	1000 IU/kg
Vitamin E	100 mg/kg
Vitamin K_3_	4 mg/kg
Vitamin B_1_	6 mg/kg
Vitamin B_2_	6 mg/kg
Vitamin B_6_	7 mg/kg
Vitamin B_12_	0.05 mg/kg
Nicotinic acid	30 mg/kg
Pantothenic acid	16 mg/kg
Folic acid	2 mg/kg
Biotin	0.2 mg/kg
Choline	1200 mg/kg
**Ingredients**	
Corn starch, casein, dextrose, sucrose, refined soybean oil, cellulose, minerals, vitamins, amino acids	
**Remarks**	
- Experimental diet for mice and rats	
- Given values are calculated averages in air-dry feed	
- Production on demand	
**Delivery form**	
Pellets 10 mm round	
**2222.PH.A05:**	
5 kg in welded aluminium bag **2222.MA.A05:** 5 kg in welded aluminium bag	
KLIBA NAFAG | PROVIMI KLIBA AG | CH-4303 Kaiseraugst | Tel. +41 61 816 16 16 | Fax. +41 61 816 18 00 |  | www.kliba-nafag.ch

**Table 5.** High-fat diet formulation. **DOI:** http://dx.doi.org/10.7554/eLife.11853.019

**Manufacturer**: KLIBA NAFAG, SWITZERLAND **Product ID**: 2201	
**Mouse and rat**	**Experimental diet, purified diet**
**Ketogenic diet XL75:XP10**	
**Major nutrients**	
Dry matter	99.1%
Crude protein	9.9%
Crude fat	74.4%
Crude fiber	5.5%
Crude ash	6.3%
Nitrogen-free extract (NFE)	3.0%
Metabolic energy	7208 kcal/kg
Starch	0.7%
**Amino acids**	
Arginine	0.35%
Lysine	0.79%
Methionine	0.28%
Methionine + cystine	0.90%
Tryptophan	0.13%
Threonine	0.38%
**Major mineral elements**	
Calcium	0.98%
Phosphorus	0.61%
Magnesium	0.15%
Sodium	0.40%
Potassium	0.69%
Chlorine	0.57%
**Trace elements**	
Iron	151 mg/kg
Zinc	97 mg/kg
Copper	16 mg/kg
Iodine	1.4 mg/kg
Manganese	31 mg/kg
Selenium	0.6 mg/kg
**Vitamins**	
Vitamin A	8000 IU/kg
Vitamin D_3_	2000 IU/kg
Vitamin E	200 mg/kg
Vitamin K_3_	9 mg/kg
Vitamin B_1_	12 mg/kg
Vitamin B_2_	13 mg/kg
Vitamin B_6_	14 mg/kg
Vitamin B_12_	0.1 mg/kg
Nicotinic acid	66 mg/kg
Pantothenic acid	32 mg/kg
Folic acid	5 mg/kg
Biotin	0.4 mg/kg
Choline	1975 mg/kg
**Ingredients**	
Beef fat, casein, cellulose, minerals, vitamins, amino acids	
**Remarks**	
- Experimental diet for mice and rats	
- Given values are calculated averages in air-dry feed	
- Production on demand	
**Delivery form**	
Paste	
**2201.MA.A05:**	
5 kg in welded aluminium bag	
KLIBA NAFAG | PROVIMI KLIBA AG | CH-4303 Kaiseraugst | Tel. +41 61 816 16 16 | Fax. +41 61 816 18 00 |  | www.kliba-nafag.ch	

### L-cycloserine treatment

Two-day-old pups were injected with L-cycloserine (Sigma-Aldrich, Saint Louis, MO) at 30 mg/kg/day or 0.9% saline (vehicle control) for 2 to 4 days. Blood glucose and body weight of the pups was monitored before and after treatment.

### Western blot analysis

Cytoplasmic and nuclear protein fractions were isolated as described above. For Western blotting, equal amounts of protein extracts (20 μg) were resolved by sodium dodecyl sulfate-polyacrylamide gel electrophoresis and electrotransferred onto a nitrocellulose membrane. The membranes were processed as recommended by the antibody suppliers. Chemiluminescence was detected using the Luminata Crescendo Western HRP Substrate (Millipore, MA). Beta-tubulin and U2AF65 were used to check for equal loading and the transfer of cytoplasmic and nuclear proteins, respectively. Primary antibody against full-length ANGPTL4 was a kind gift from Prof. Andrew Tan Nguan Soon. Primary antibodies against ACOX1 (#sc-98499), FGF21(#sc-292879), CYP4A14 (#sc-46087), β-tubulin (#sc-9104), U2AF65 (#sc-48804), GR (#sc-1004), and HDAC3 (#sc-17795), and all secondary antibodies conjugated with horseradish peroxidase were acquired from Santa Cruz Biotechnology (Dallas, TX). PPARα polyclonal antibody (#101710) was purchased from Cayman Chemical (Ann Arbor, MI).

### Ex vivo tissue culture

Fetal livers (E19.5) were sliced < 0.1-mm-thick using two adjacent scalpel blades and cultured on collagen-coated plates at 37°C for 24 hr in DMEM:F12 with 10% fetal bovine serum containing 5 mM butyrate, 5 mM β-hydroxybutyrate, or 0.3 μM trichostatin A. All of these chemicals were acquired from Sigma-Aldrich (Saint Louis, MO).

### statistical analysis

We performed power analysis for sample size estimation using Power And Precision software (version 4) by Biostat Inc. when the study was being designed. We set the mean outcome for *Ppara^+/+^* and *Ppara^-/-^* mice at 100 and 80, respectively (i.e., 20% difference) and estimated the standard deviation to be ± 10% based on our preliminary data. We estimated that a total of 6 mice per group is needed in order to have a power of 80%, which means there is an 80% likelihood that the study will yield a statistically significant (i.e., α value = 0.05) effect to allow us to detect a mean outcome difference of 20% between *Ppara^+/^*^+^ and *Ppara*^-/-^ mice. The outcomes (e.g., gene expression, metabolic parameters) are measured on a continuous scale. The null hypothesis is that the mean outcome for these two groups is identical. The computation of the sample size is based on the assumption that there would be no missing data (i.e., all mice will produce data). The data in all figure panels reflect multiple experiments performed on different days using pups (n = 6 with triplicates) derived from different litters. In this study, we used 6 mice per group (i.e., biological replicates) for all experiments. Further, measurements and experiments were repeated in triplicates for each sample (i.e., technical replication). Values were expressed as mean ± standard error of the mean (SEM). Statistical tests, including the two-tailed Mann-Whitney and two-way ANOVA with Bonferroni post-hoc analysis, were performed using GraphPad Prism software (version 5.00). p*-*values<0.05 were considered significant.

# Supplementary material for: Glucocorticoid receptor-PPARα axis in fetal mouse liver prepares neonates for milk lipid catabolism
**Source:** eLife. 2016 Jul 1;5:e11853. doi: 10.7554/eLife.11853

**Figure 2−source data 1.**

The dataset provides a list of PPARα-regulated genes (A) and pathways (B) in E19.5 and P2 mouse livers. Significant genes based on a false discovery rate < 0.05 were classified as regulated at both E19.5 and P2, in E19.5 only, or P2 only. The logarithmic fold change (logFC) cut-off value was set at 1.3. For each group, the significant enrichment of underlying KEGG, GO, and Reactome curated pathways was determined from the hypergeometric distribution and corrected for multiple comparisons.

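Cholesterol synthesis rose at nearly each step in *Ppara*-/- livers at P2. *Msmo1*, a sterol methyl oxidase, rose 1.73-fold (log2 fold change 0.79, SE 0.0669, n = 6 each, adjusted p = 5.7e-05 from limma), *Idi1*, isopentenyl diphosphate isomerase, by 0.68 on the log2 scale and *Cyp51*, lanosterol demethylase, by 0.61. Of 17 measured genes of the pathway 15 rose and none fell over all probe sets, with a median log2 fold change of 0.44, and 16 rose adjusted over the list alone (adjusted p = 0.0296 with an estimated correlation). Among other sterol-regulated genes *Insig1* rose by 0.39, and in all 2 of 6 measured rose and none fell. Only 1 rose without *Ppara*-/- replicate 4, 6, 11 or 12 or *Ppara*+/+ replicate 1, 3, 8 or 9. Adjusted over the list alone 3 were higher and 1 lower (adjusted p = 0.16 with an estimated correlation). The transporters *Abcg8* and *Abcg5*, which together move sterols into bile, fell 1.79-fold (adjusted p = 0.0037) and 1.53-fold (adjusted p = 0.016); of 12 measured sterol and bile transporters 2 fell and 1 rose, with 2 lower and 2 higher adjusted over the list alone. Of 15 measured apolipoproteins and assembly genes 4 rose and none fell, with 5 higher adjusted over the list alone (adjusted p = 0.0167 with an estimated correlation), among them *Apoc3*, which slows the clearance of triglyceride (log2 fold change 0.82), *Apoa4* (0.55) and *Vldlr* (0.44). Without *Ppara*-/- replicates 6 and 10 together *Abcg5* no longer passed (adjusted p = 0.084, where the alternatives other than the exact Mann-Whitney test ran from 0.0039 to 0.084), nor did *Apoa4* (0.056, from 0.0026 to 0.056).

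**Figure D3:**
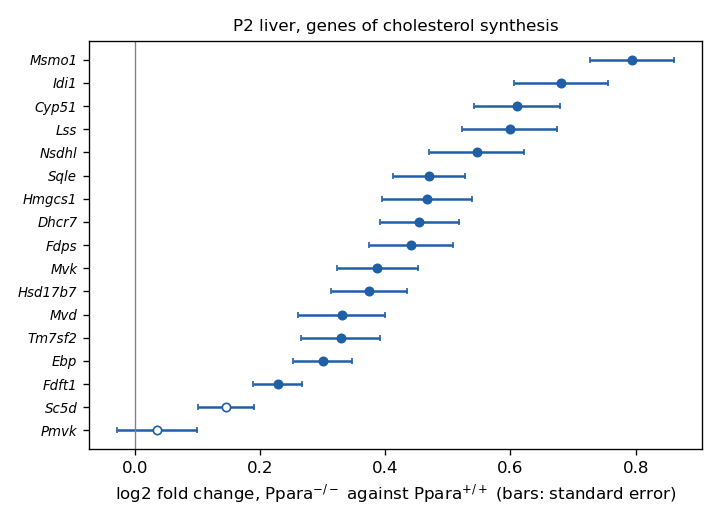
Genotype differences of cholesterol synthesis genes at P2. The horizontal axis gives the log2 fold change of *Ppara*-/- against *Ppara*+/+ livers (n = 6 each) and bars its standard error; filled points have an adjusted p under 0.05 over all probe sets.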

*(A) PPARα-regulated genes in E19.5 and P2 mouse livers*

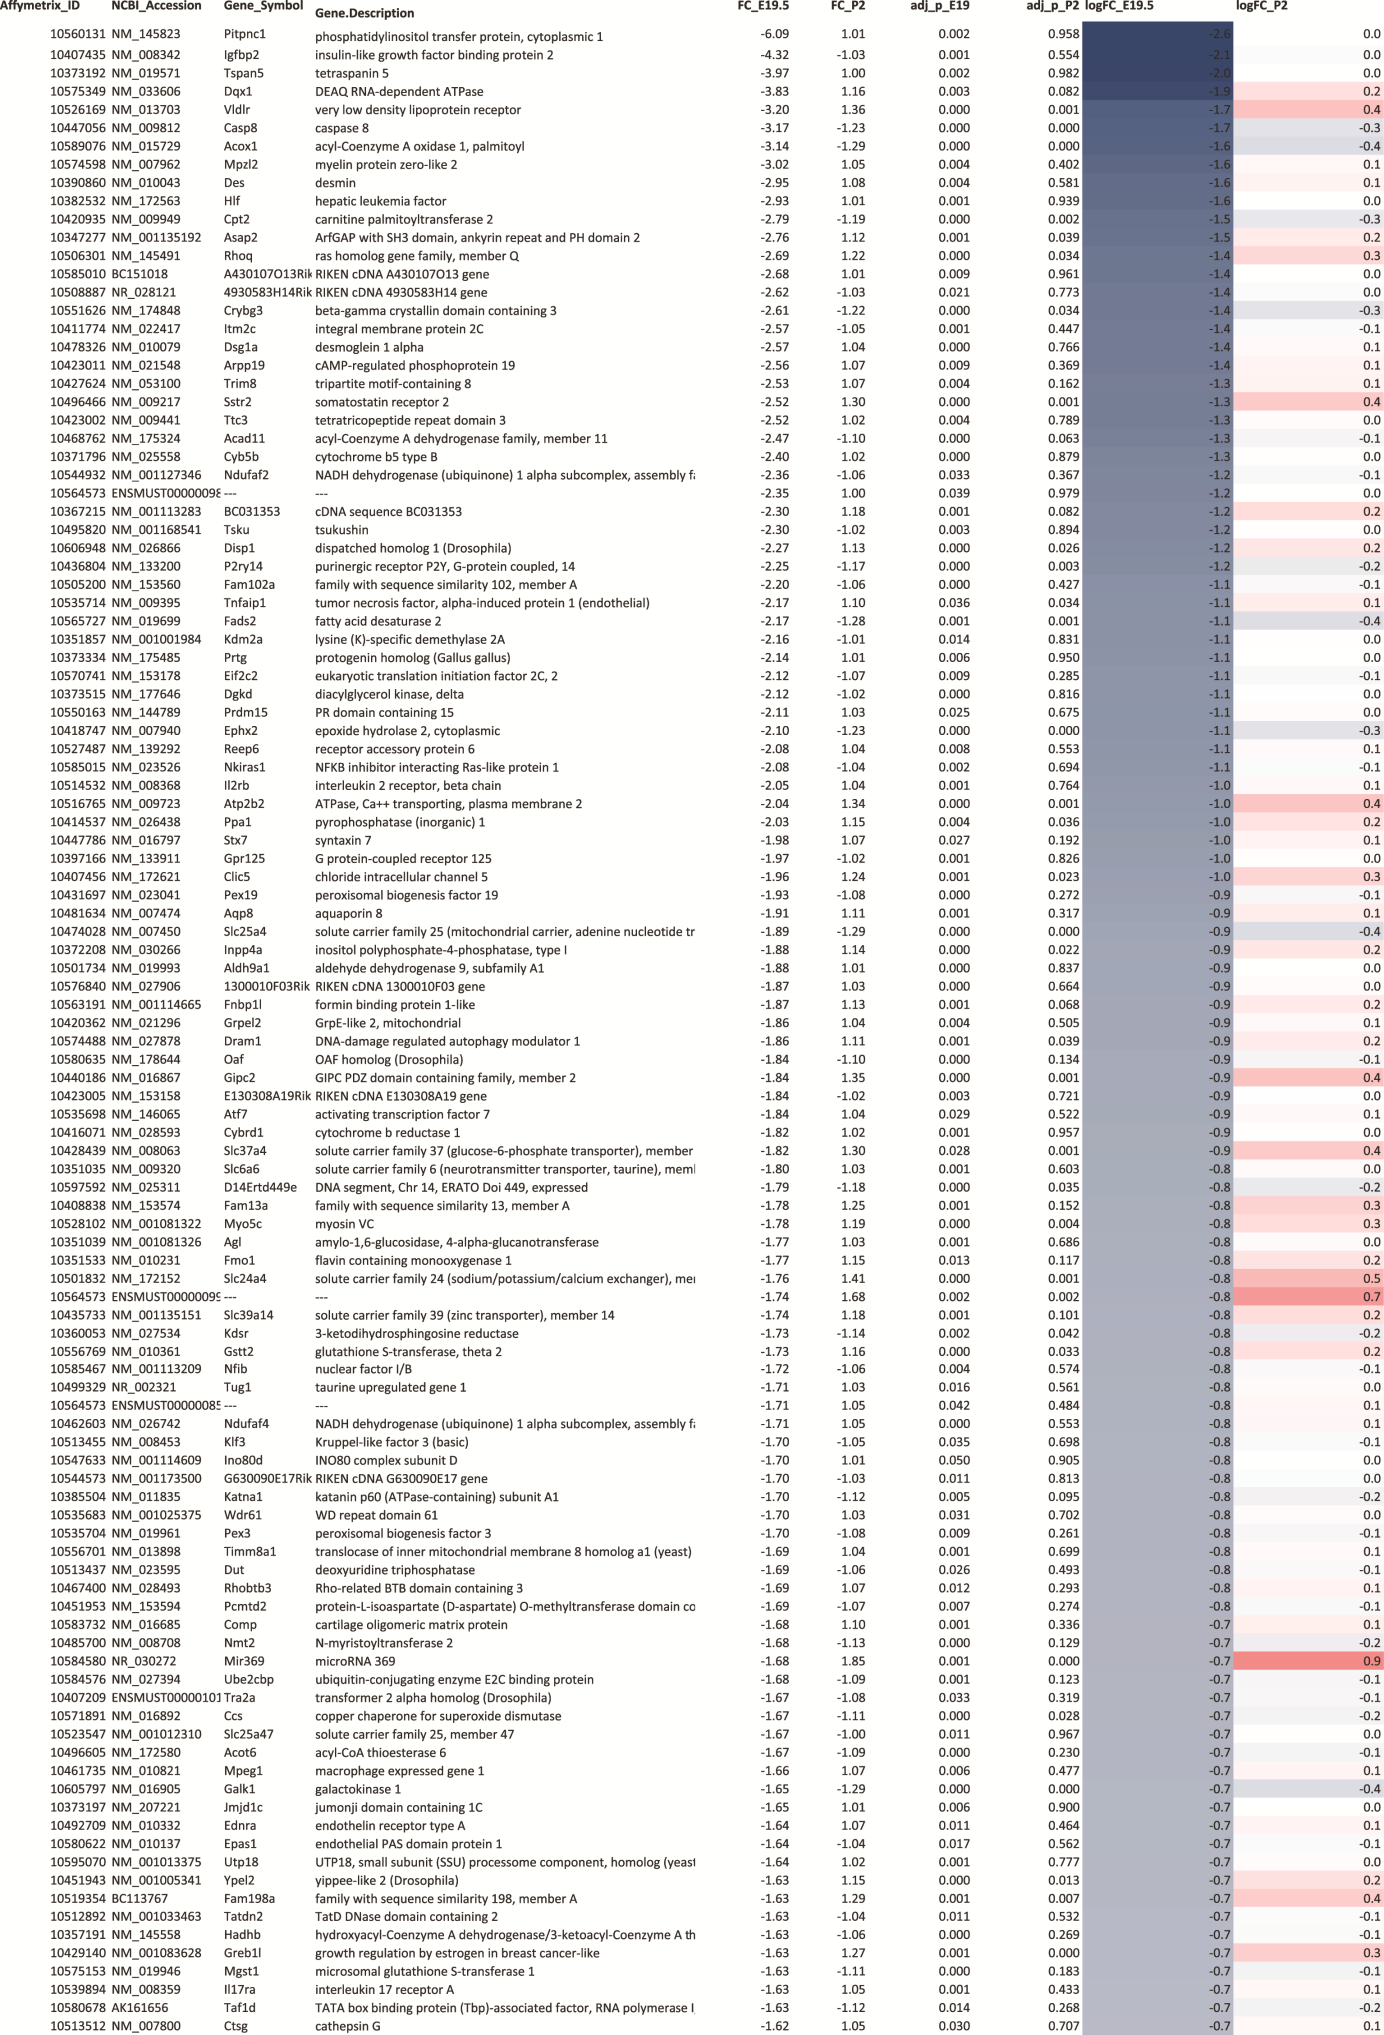

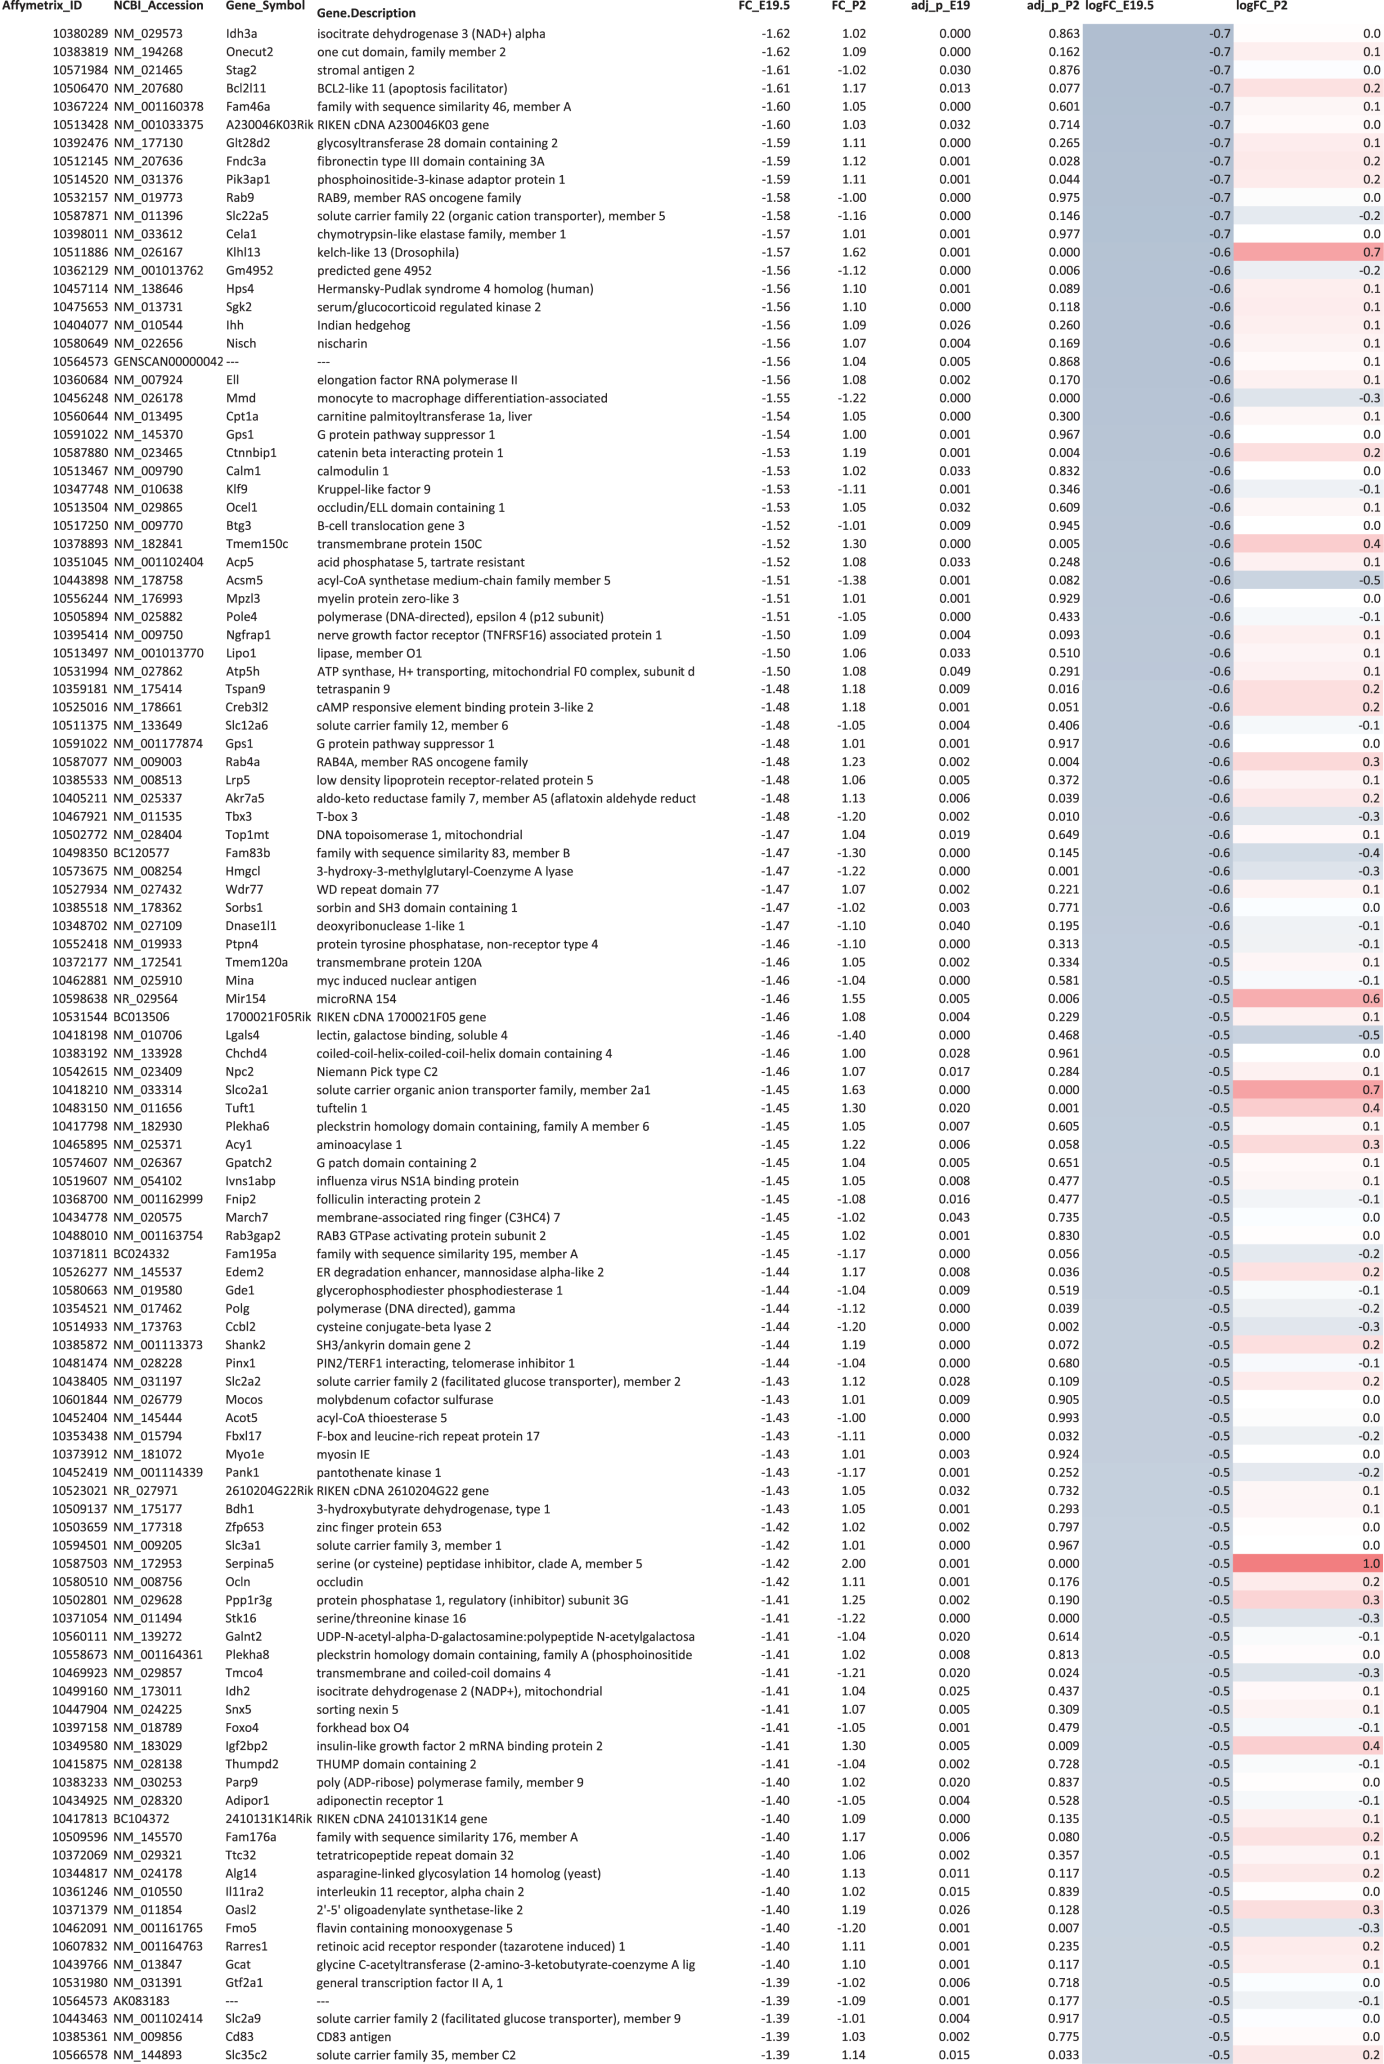

**
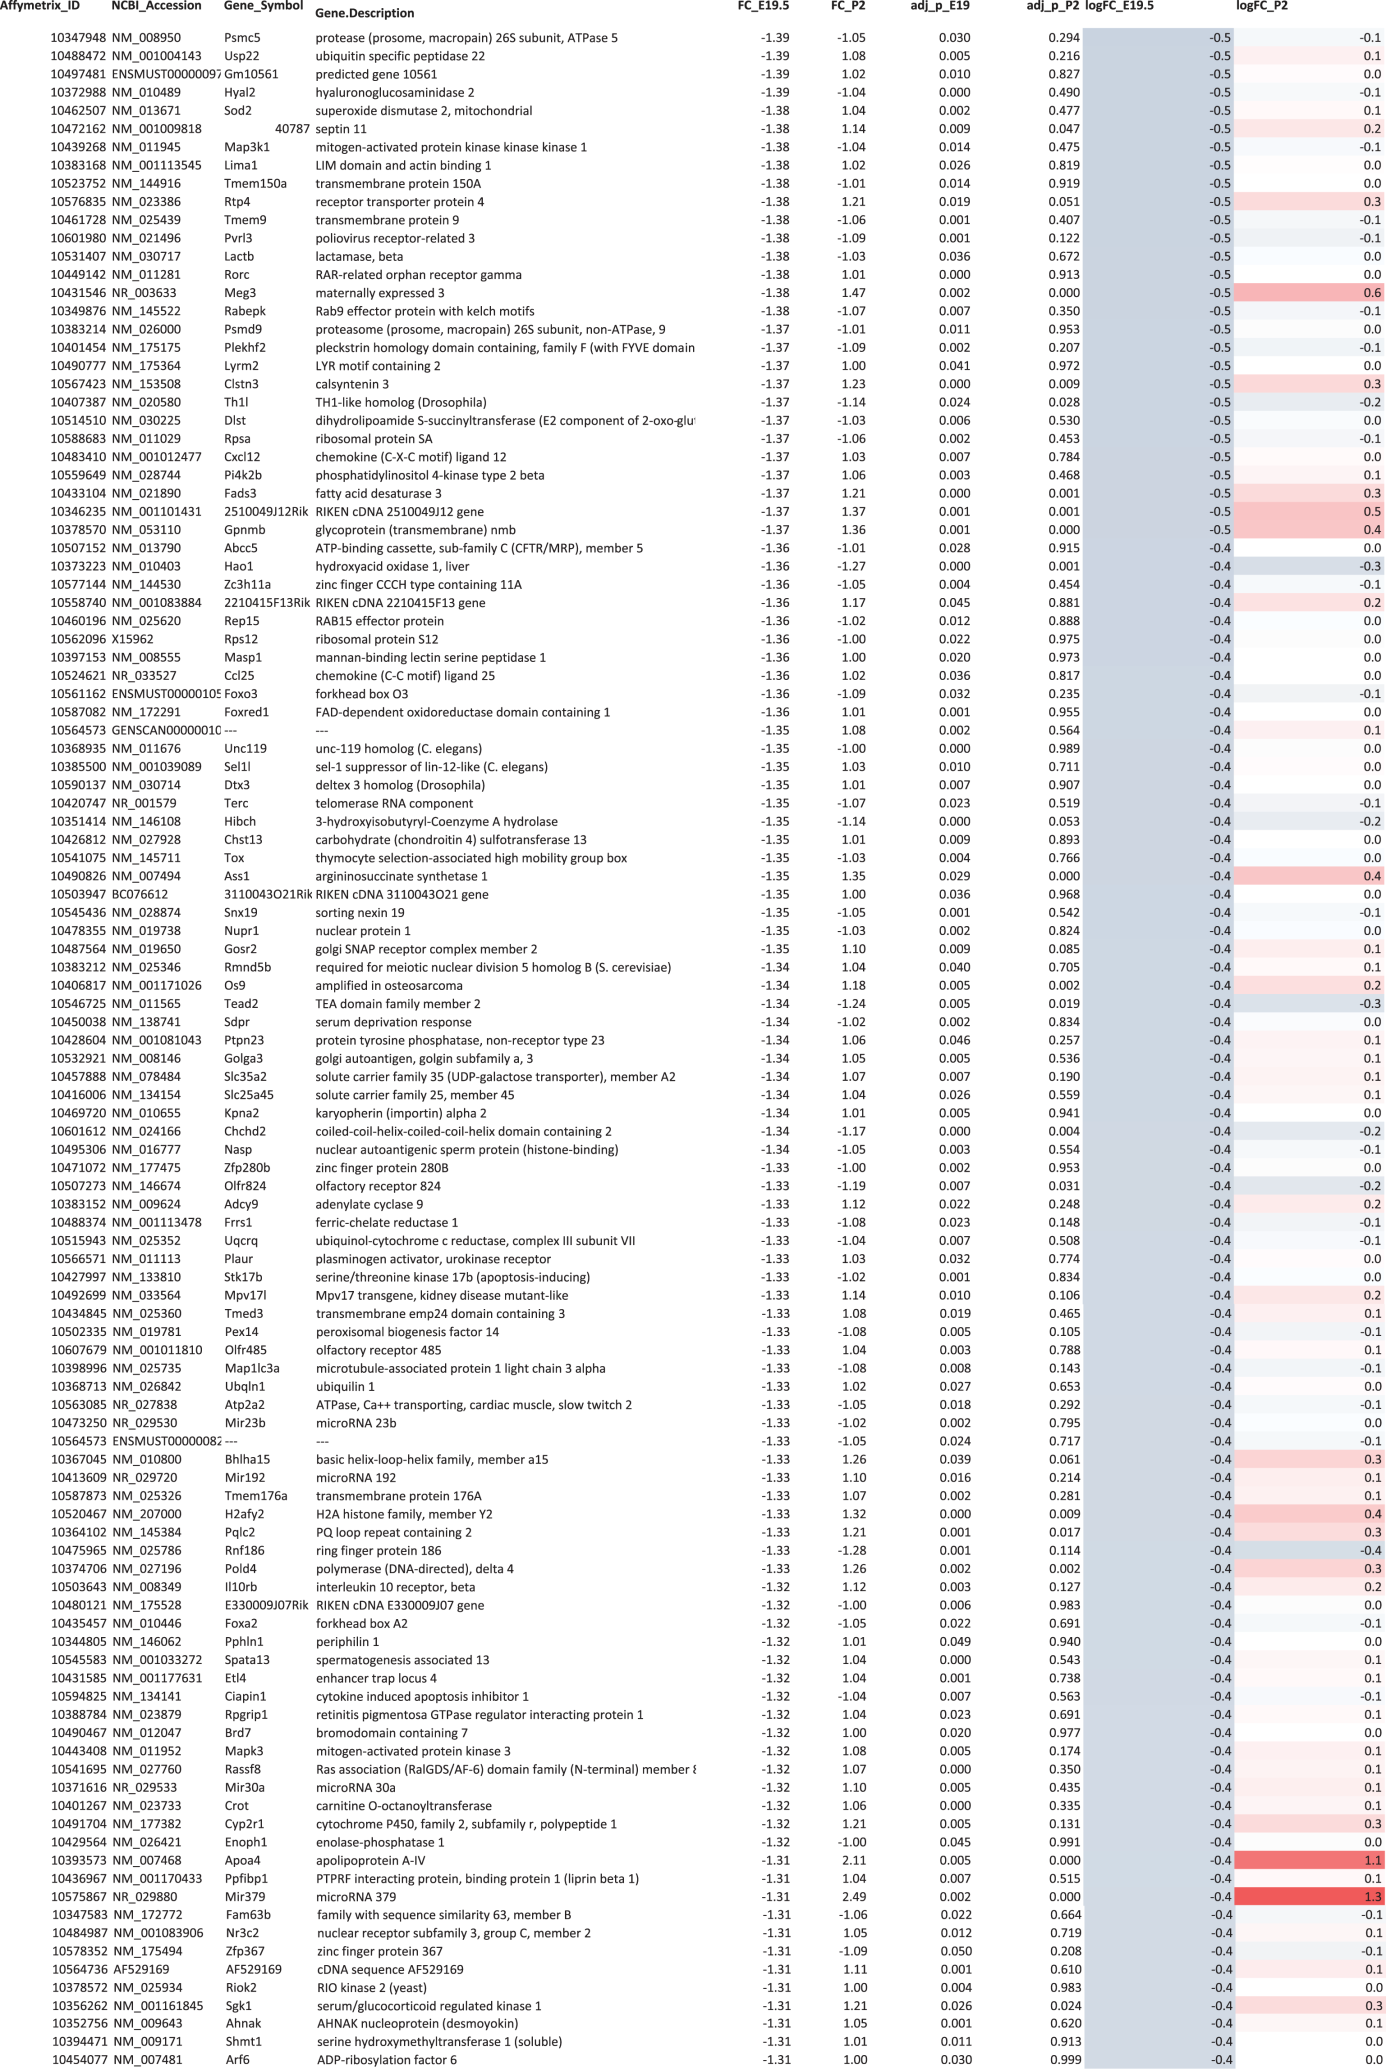
**

^
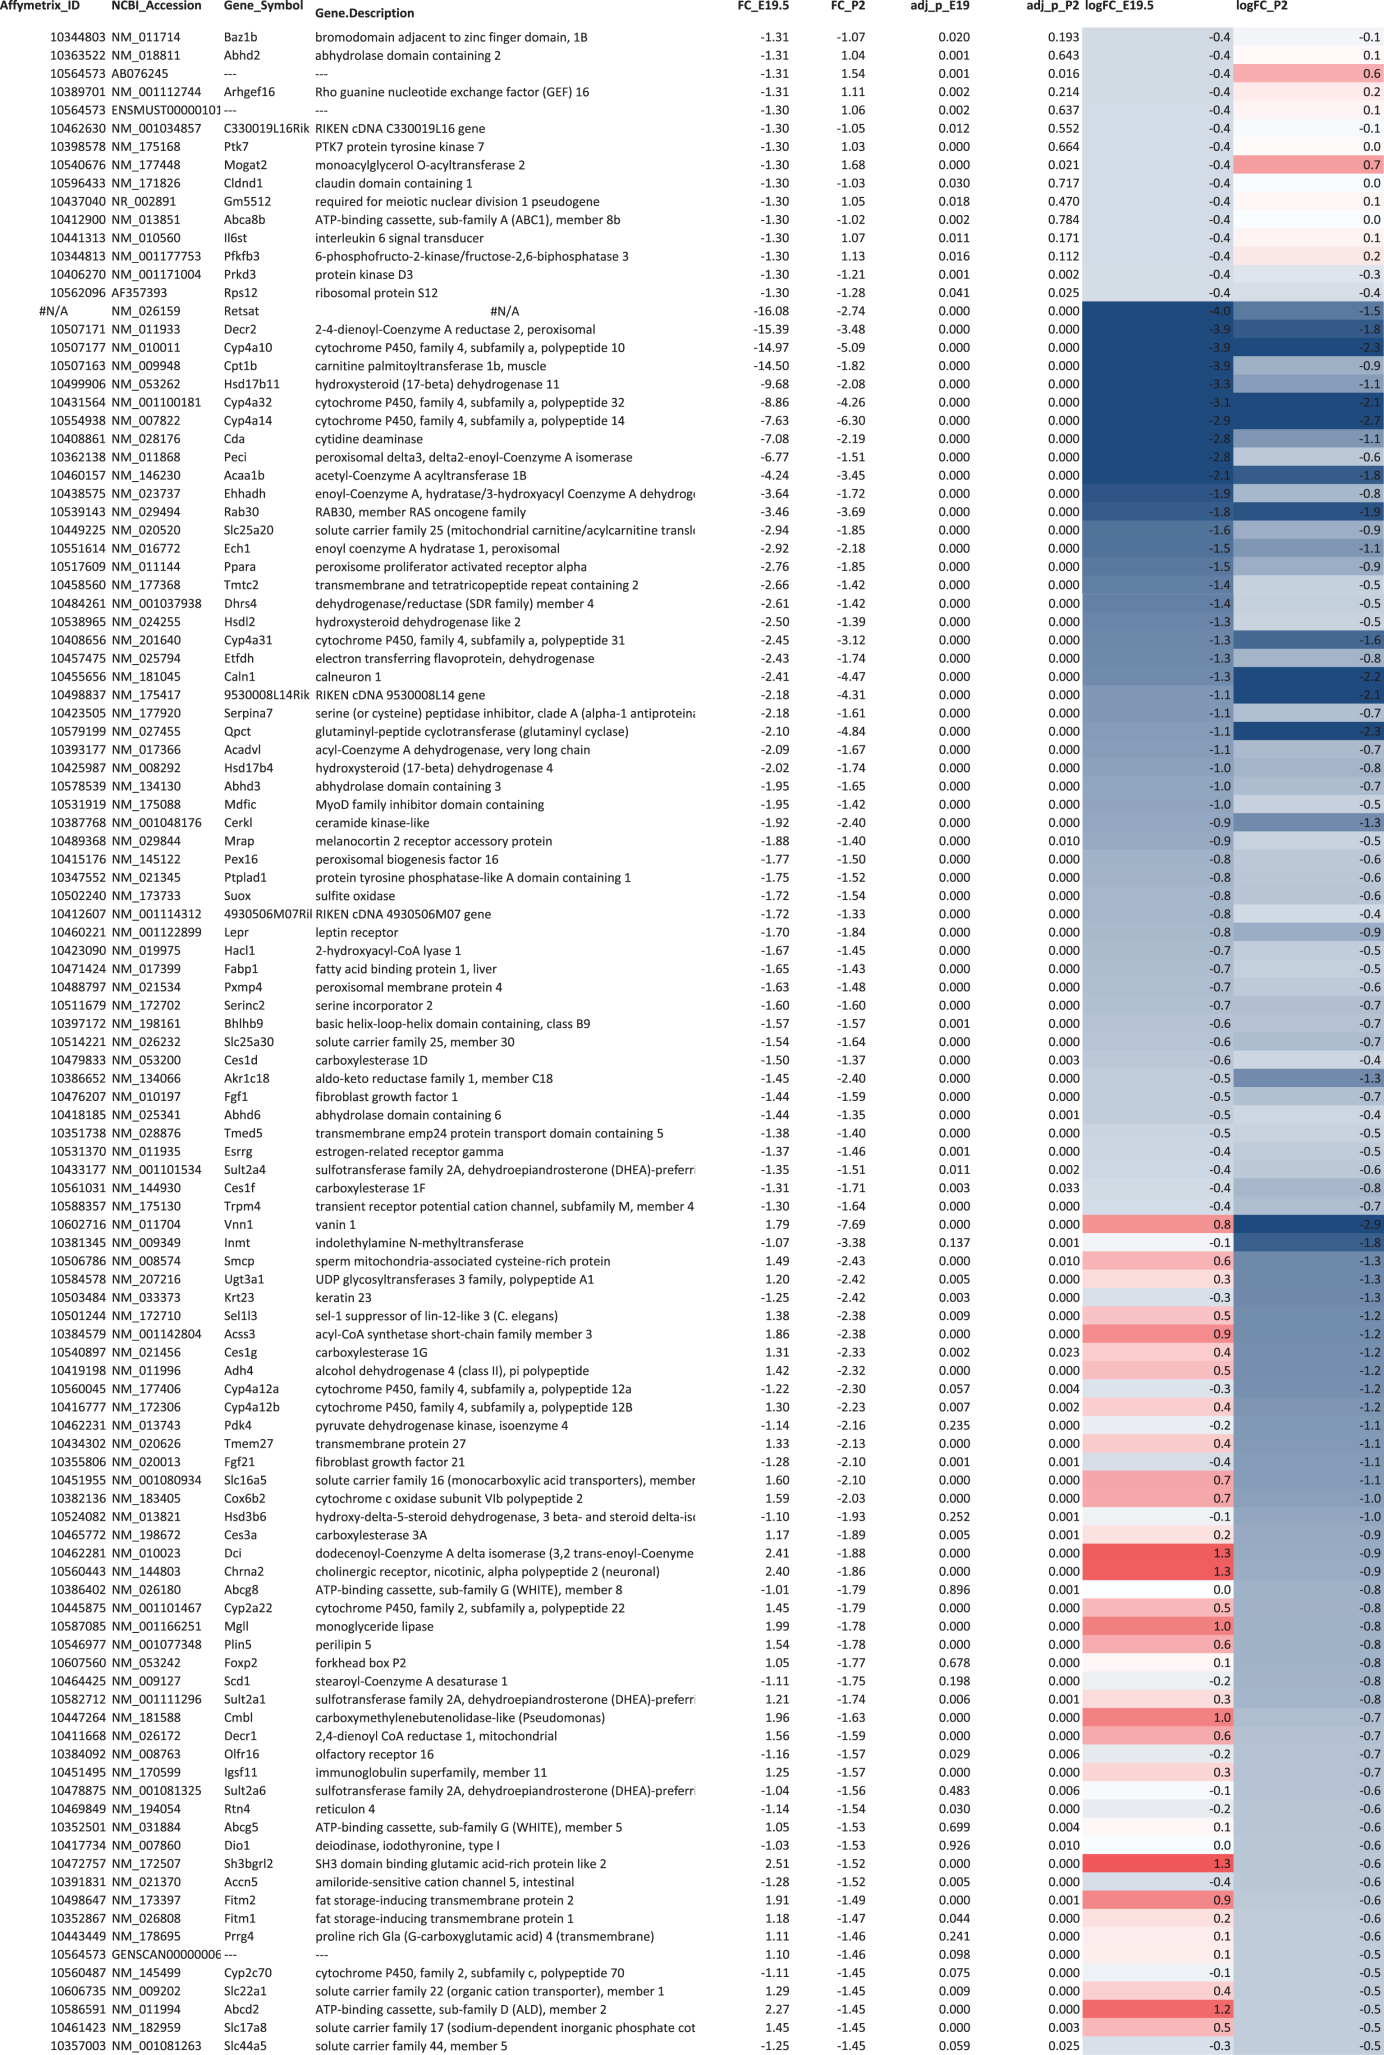
^

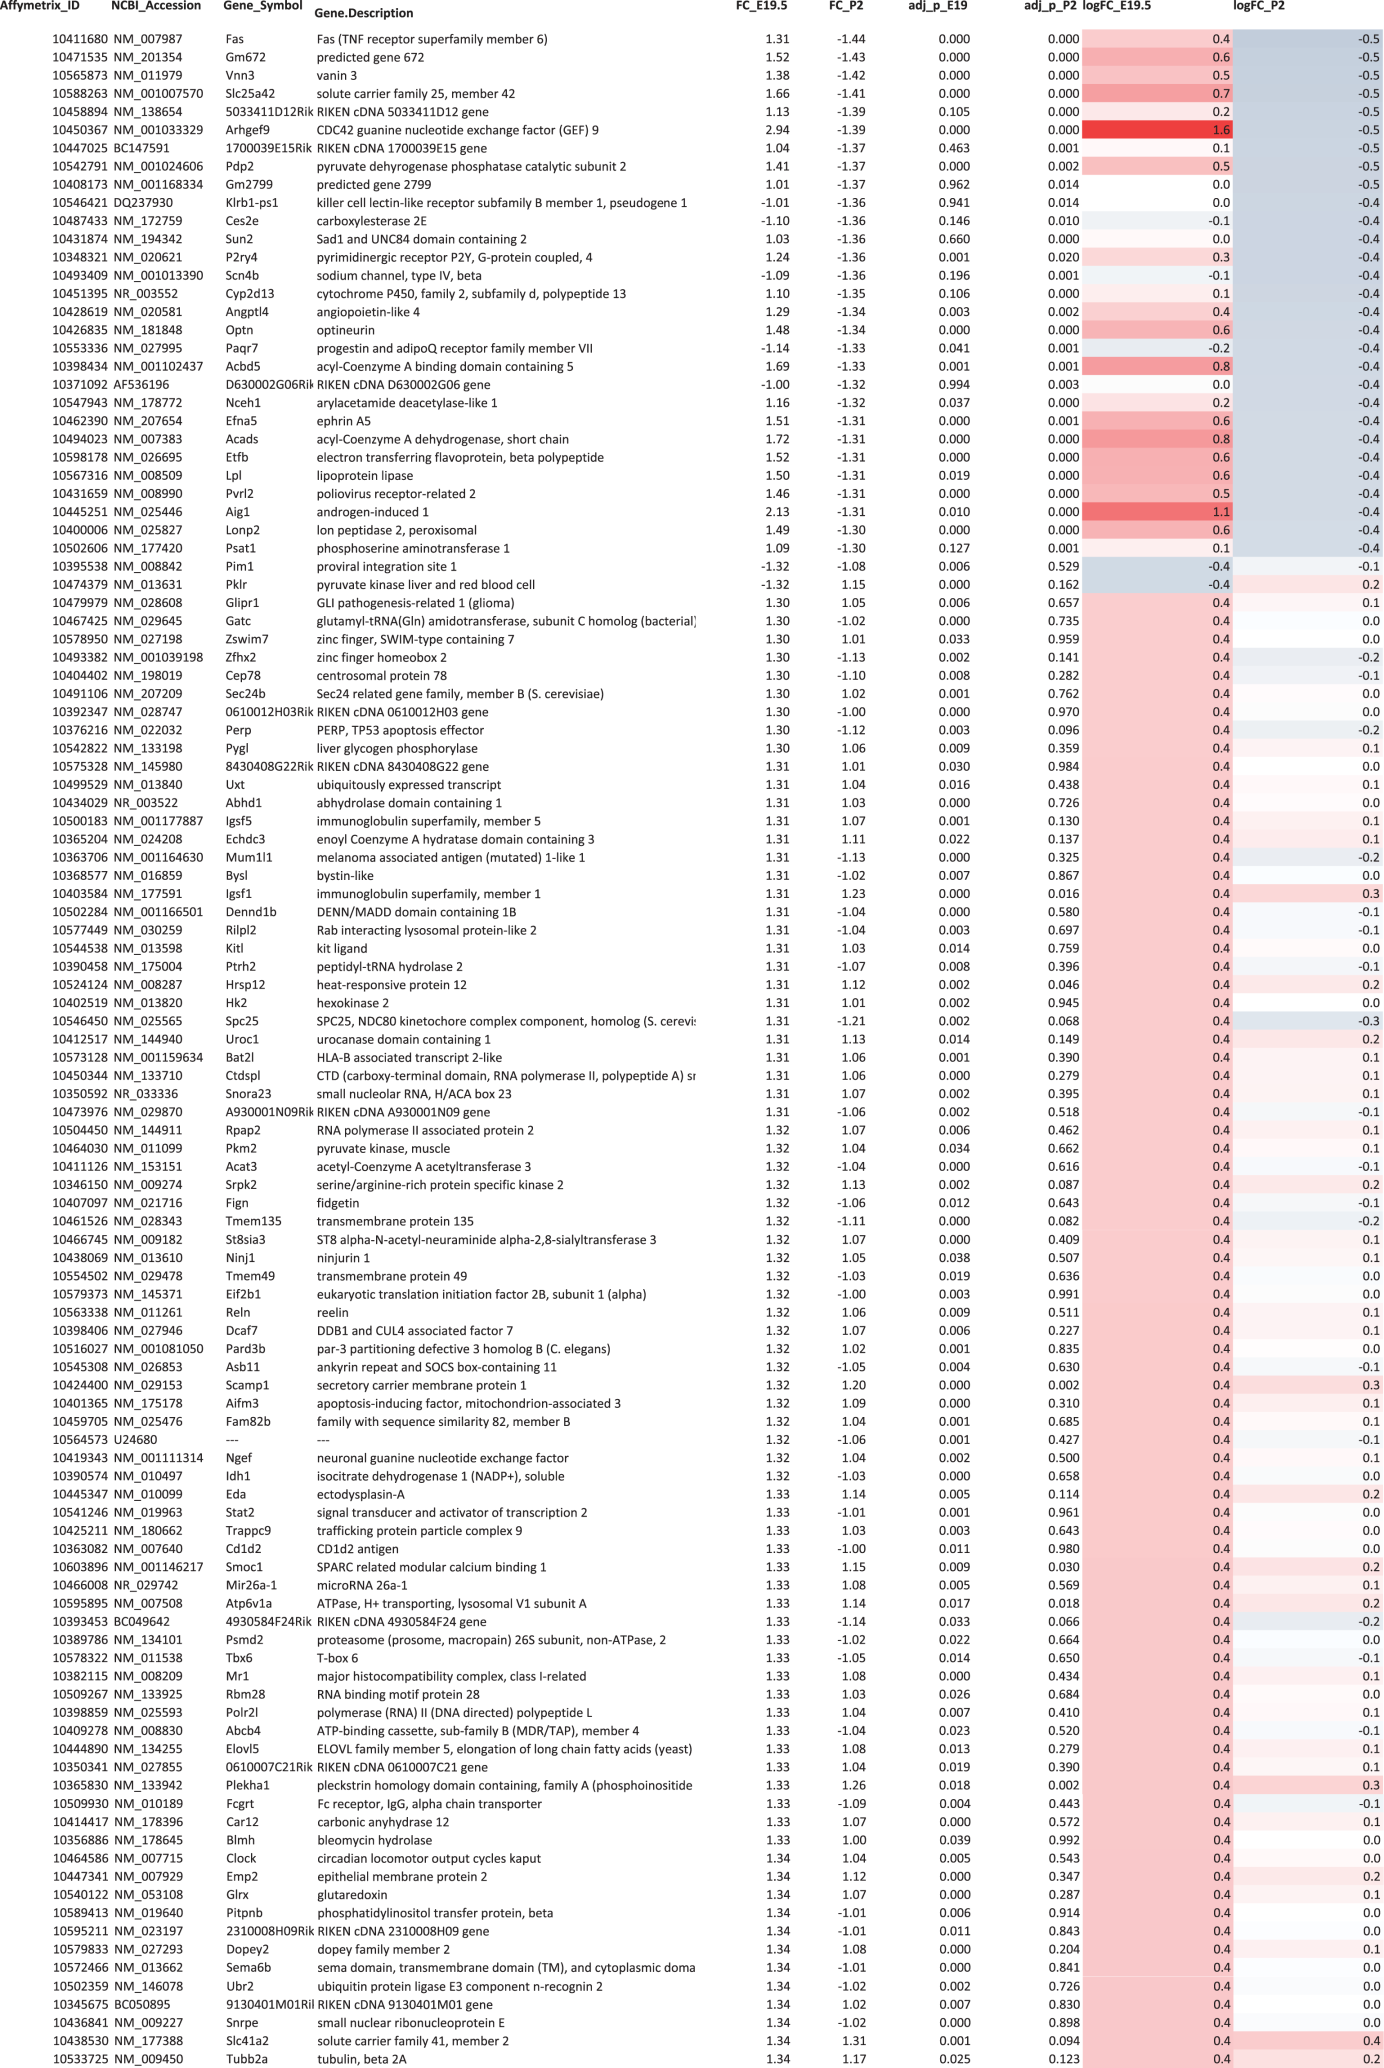

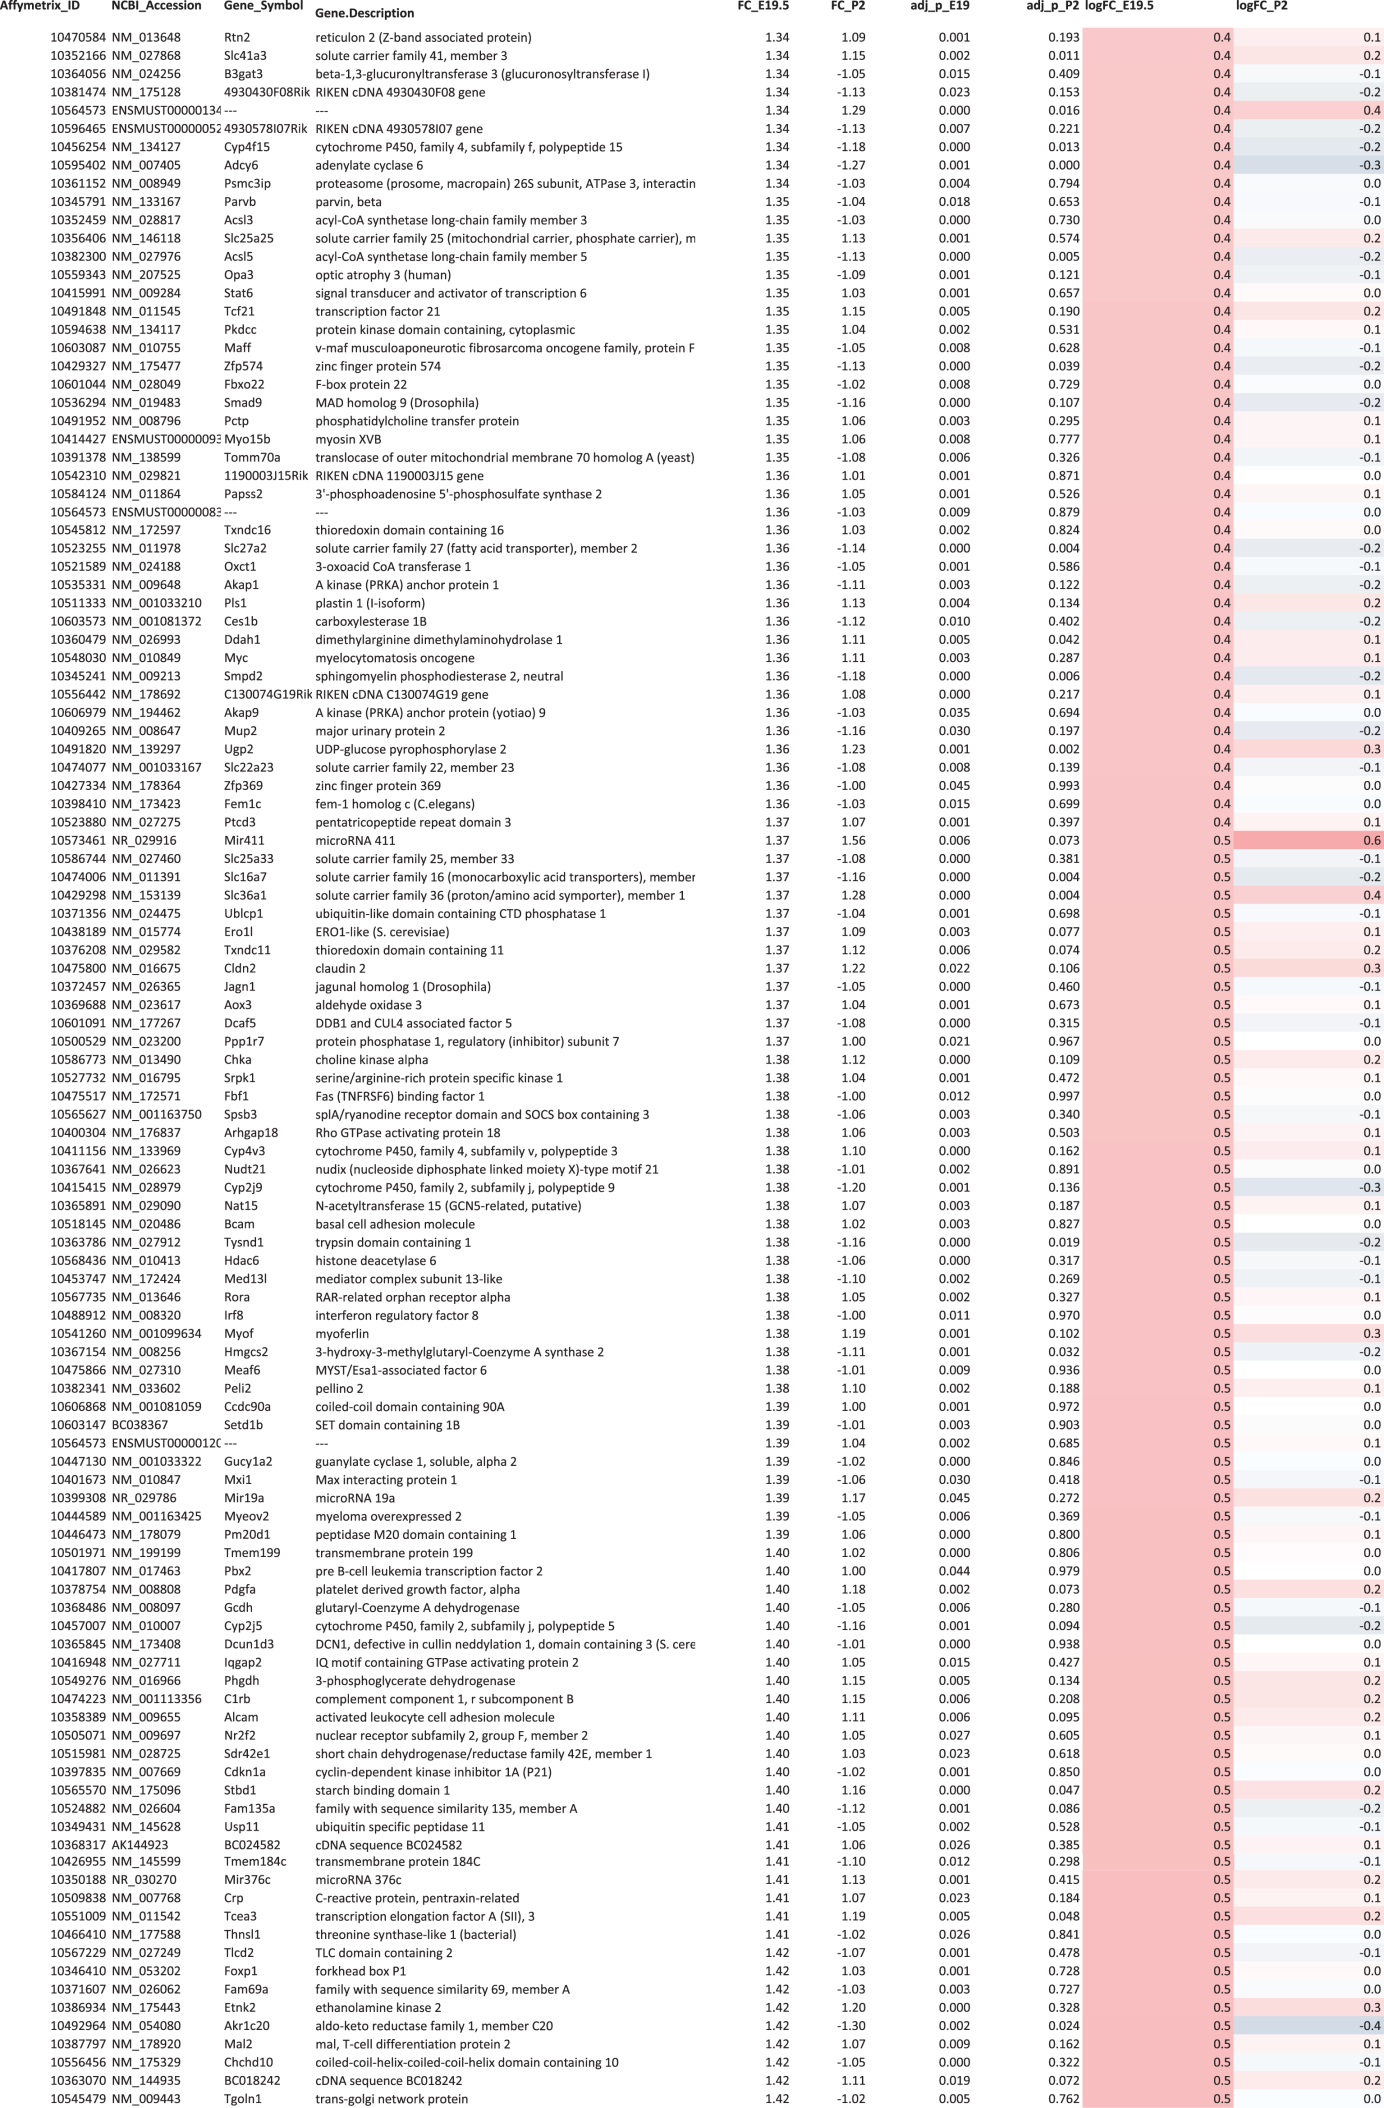

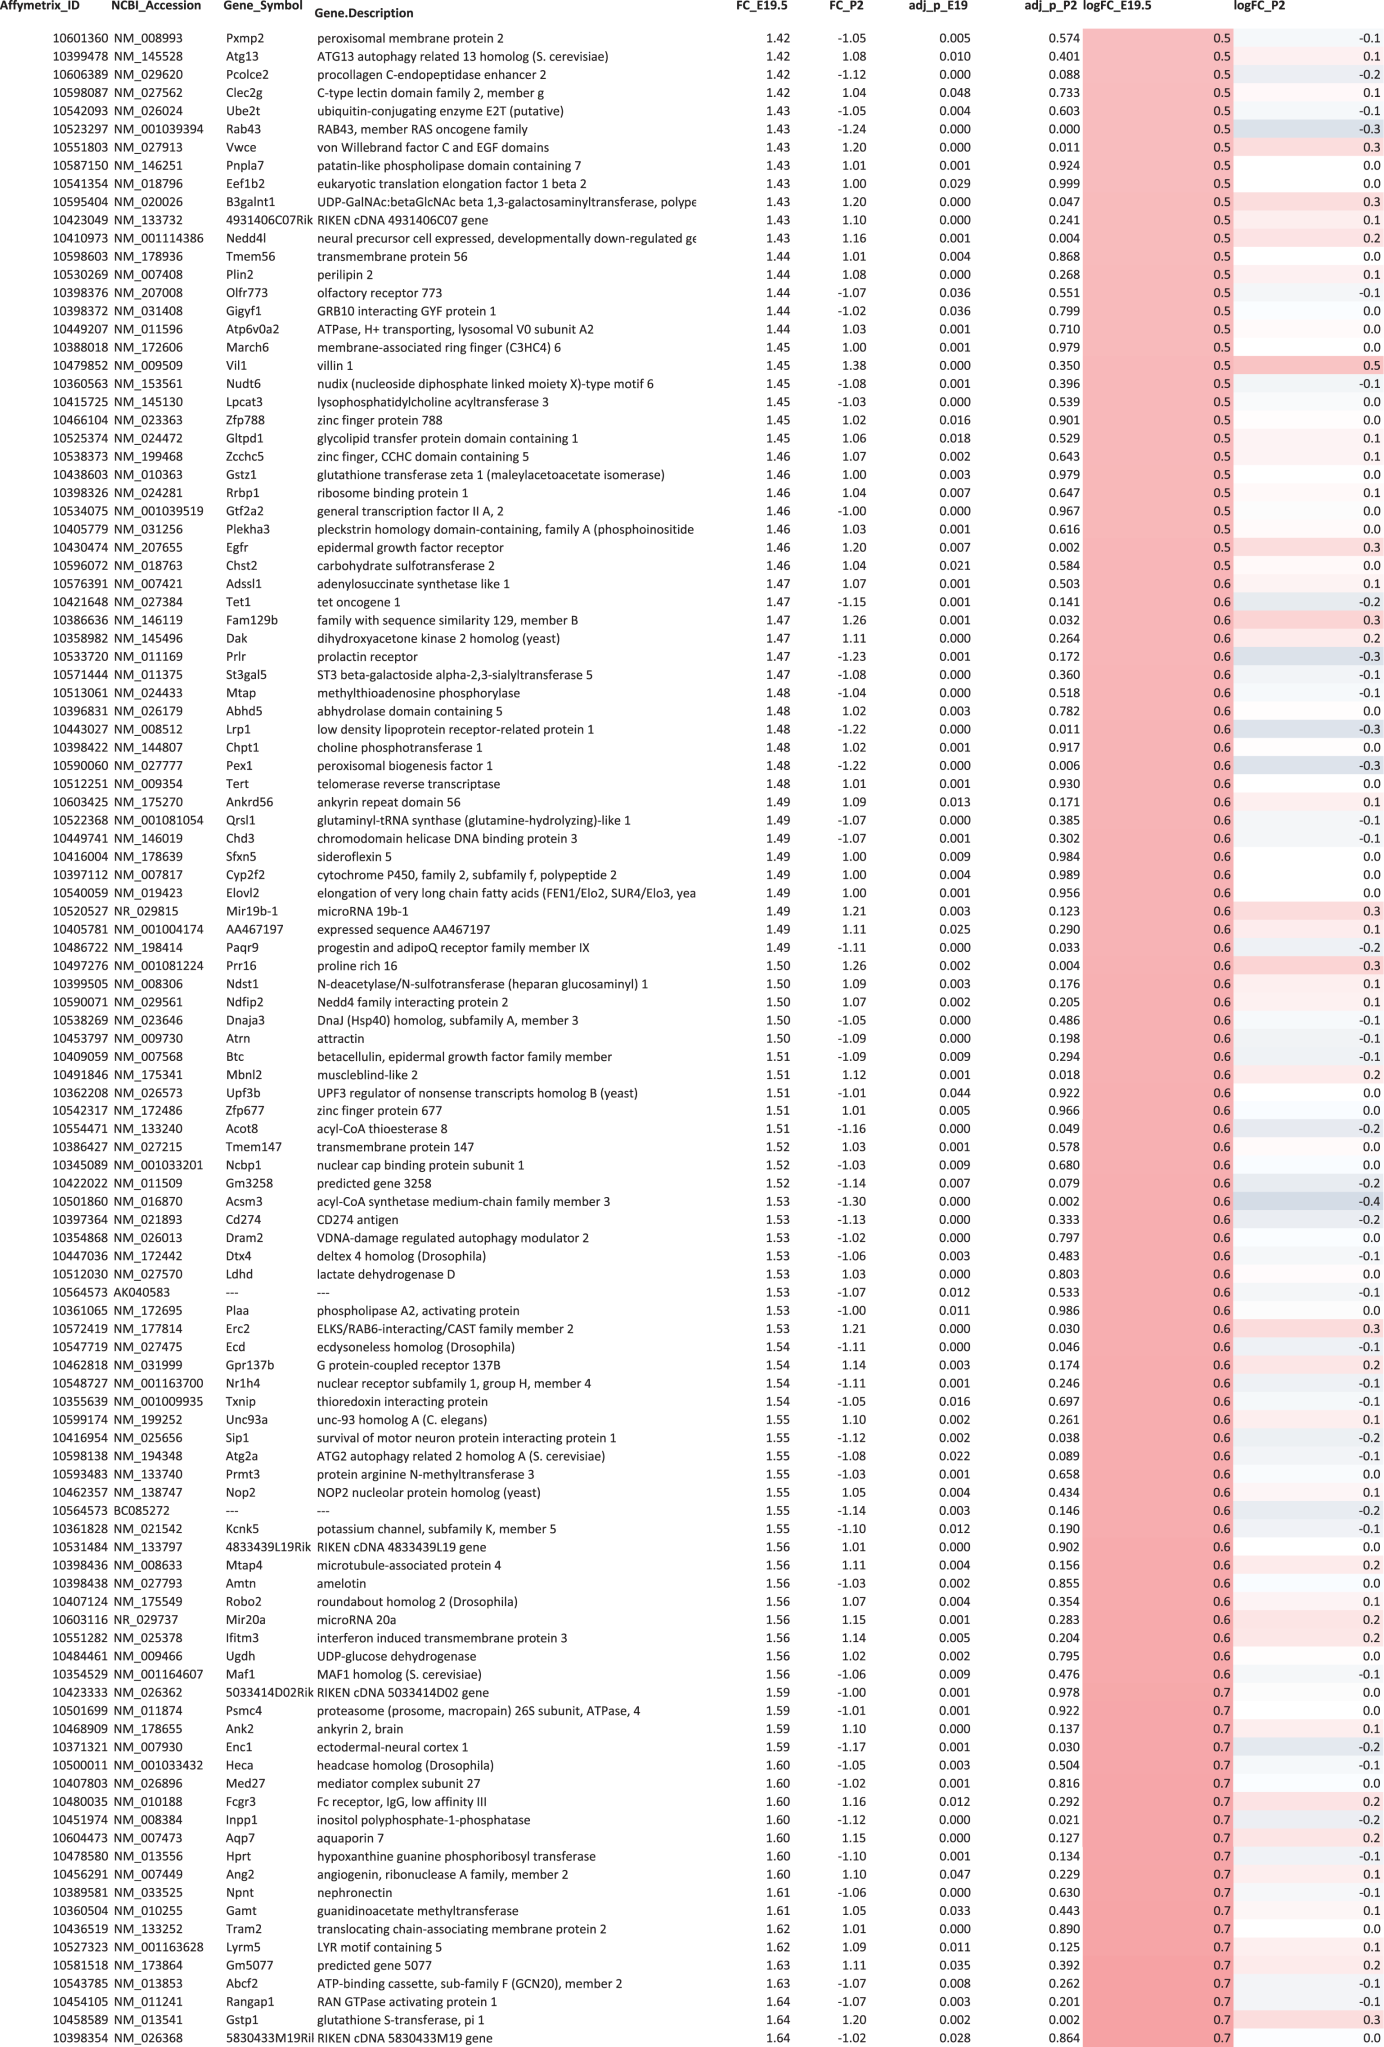

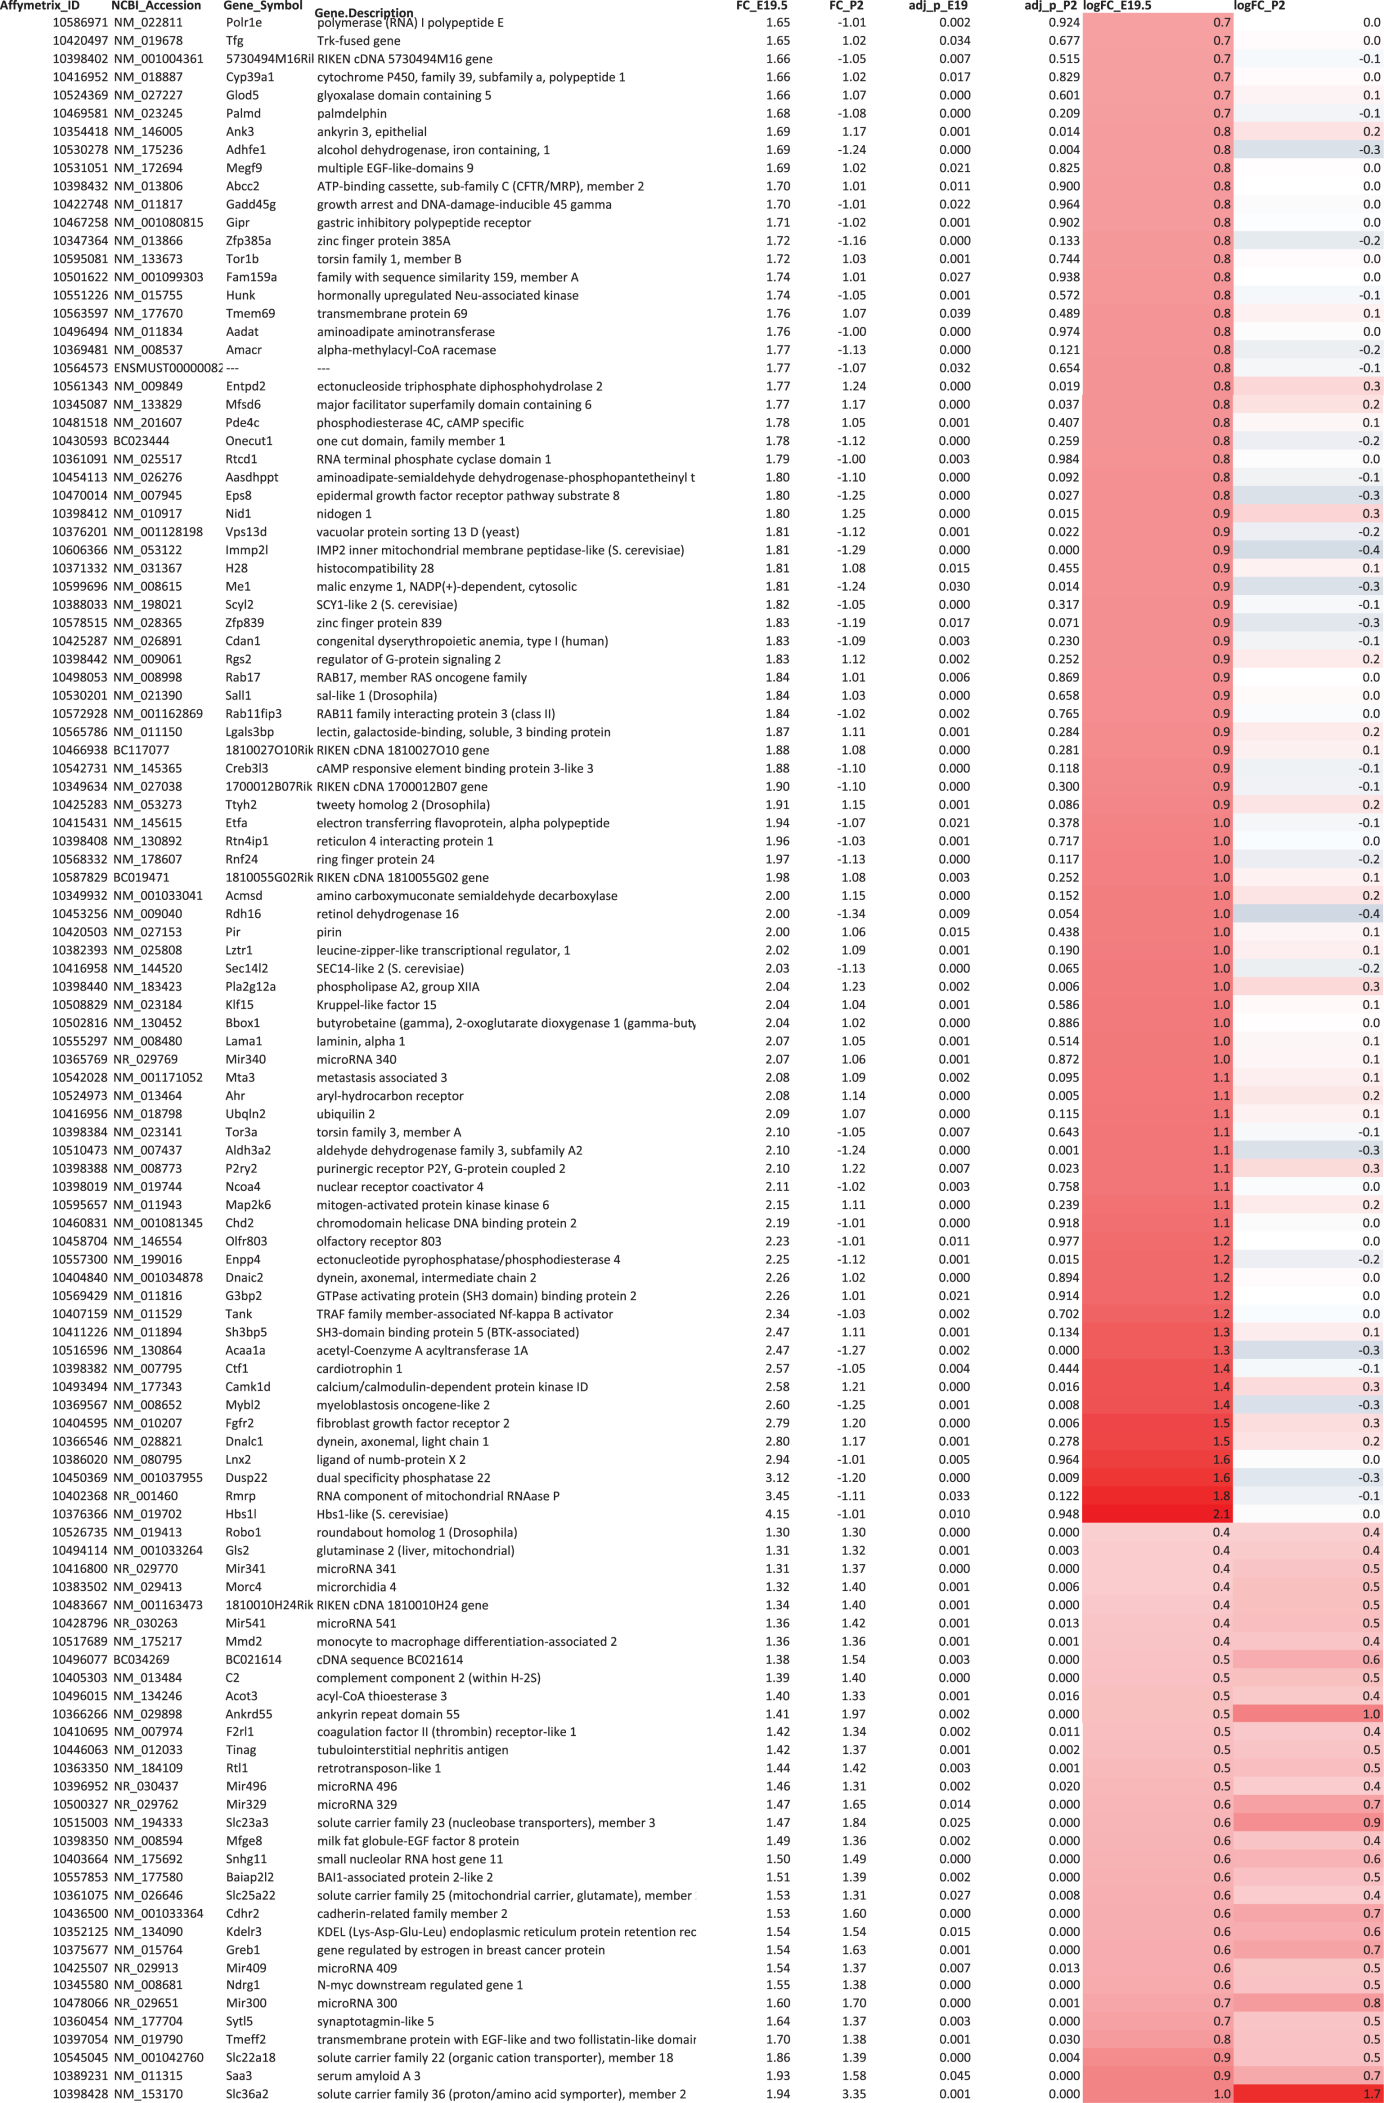

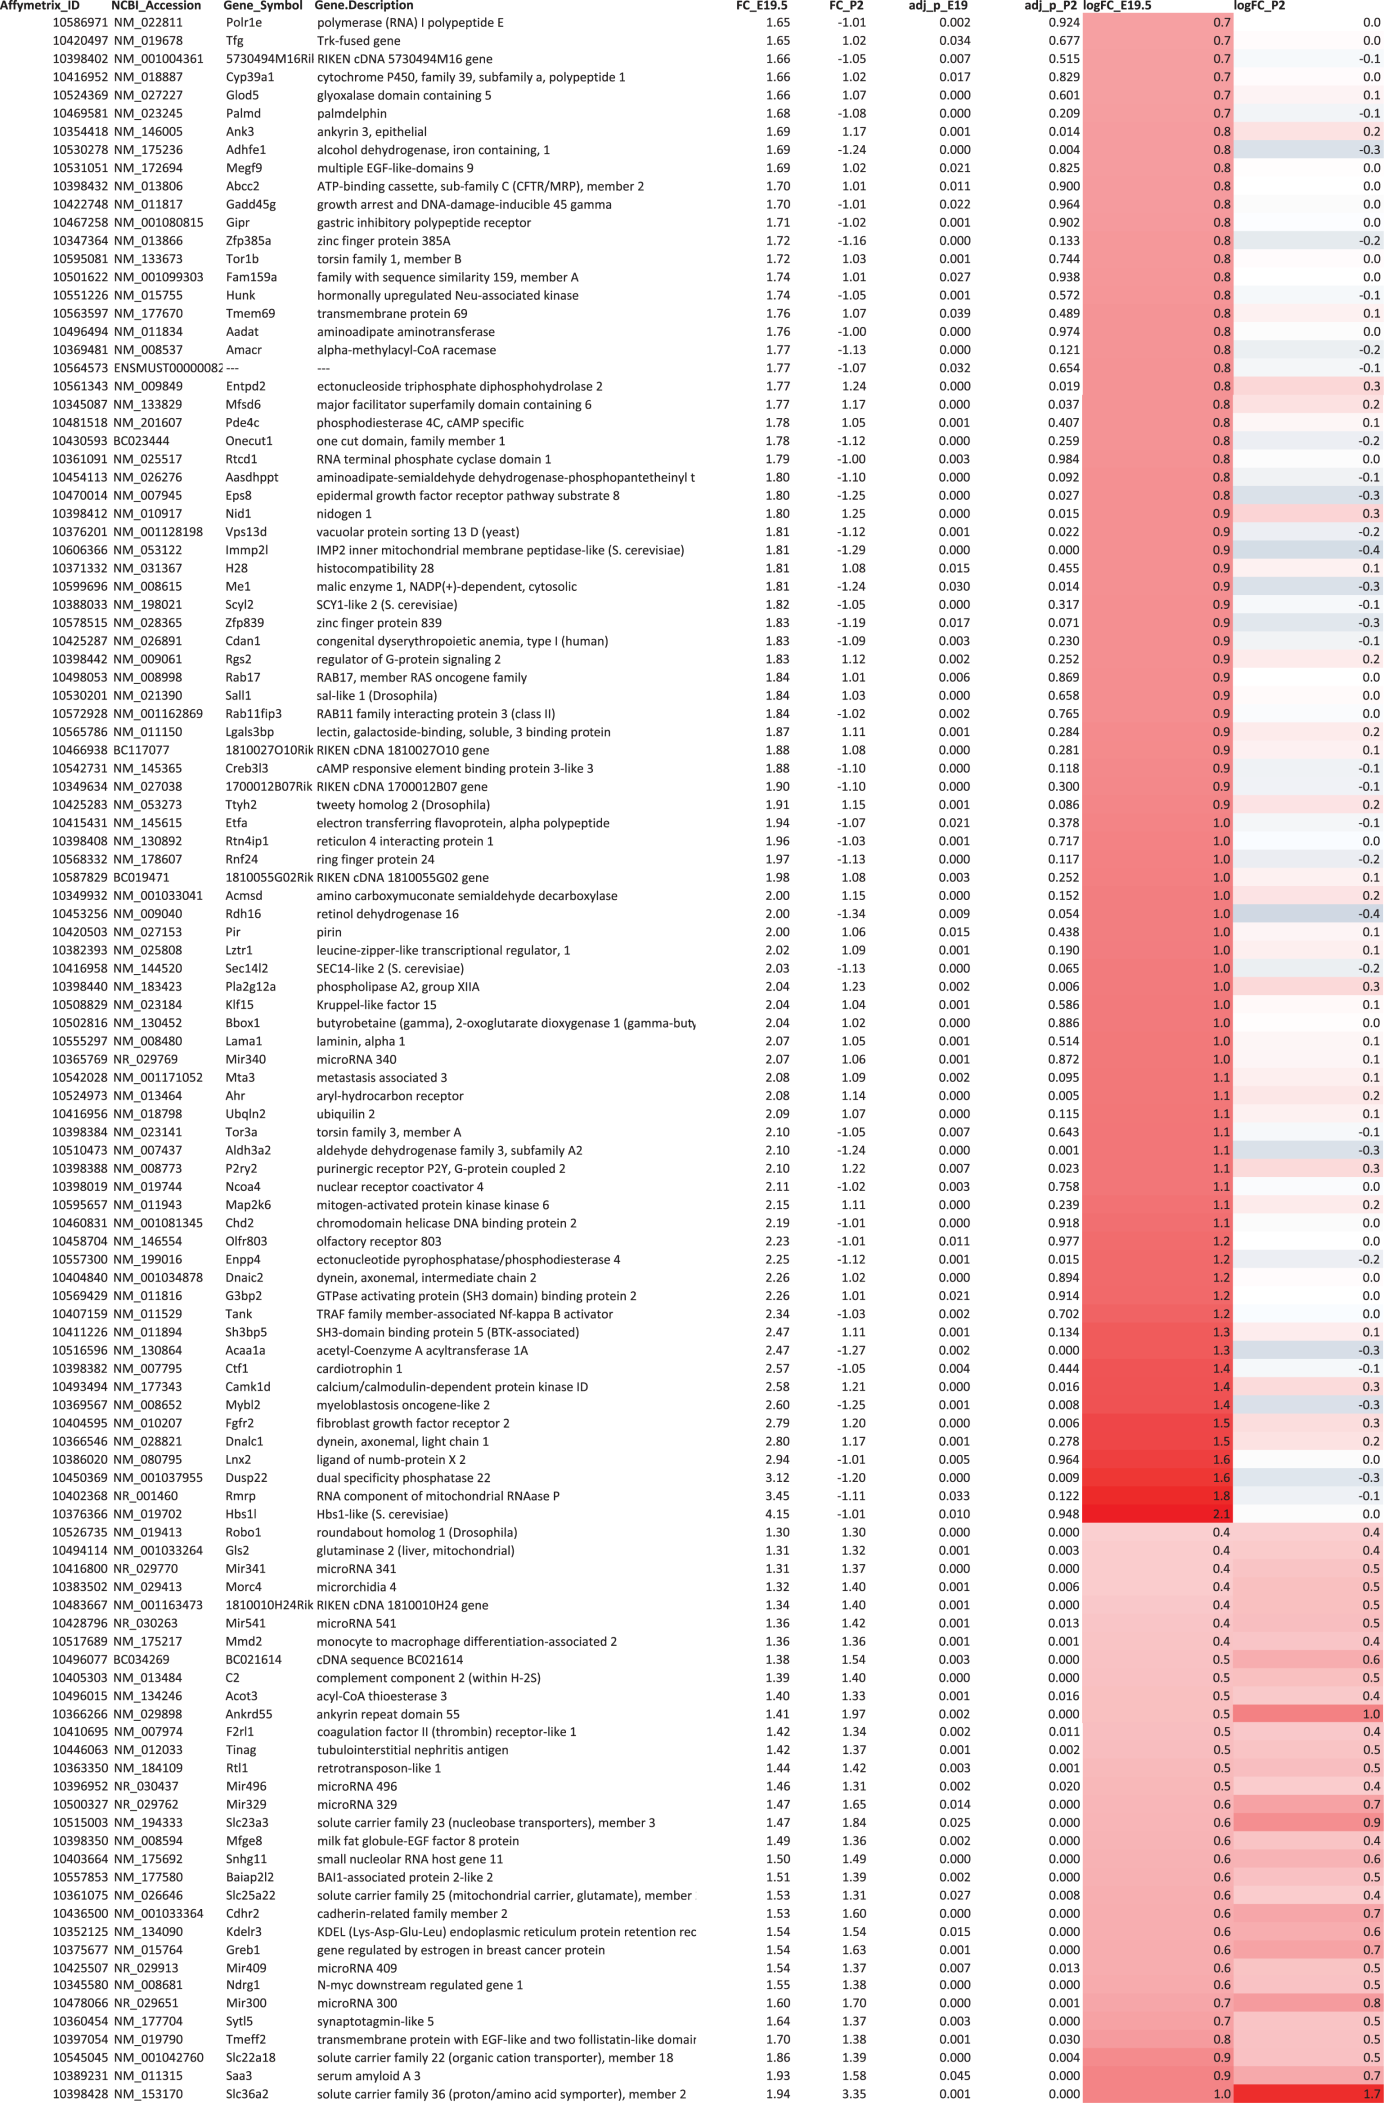

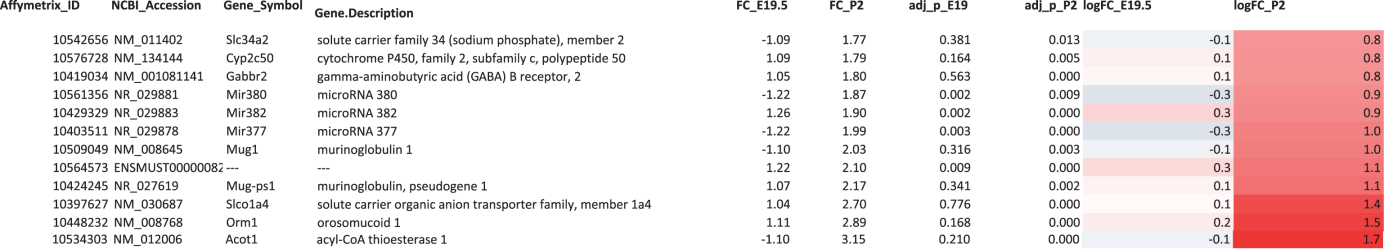

*(B) PPARα-regulated pathways in E19.5 and P2 mouse livers*

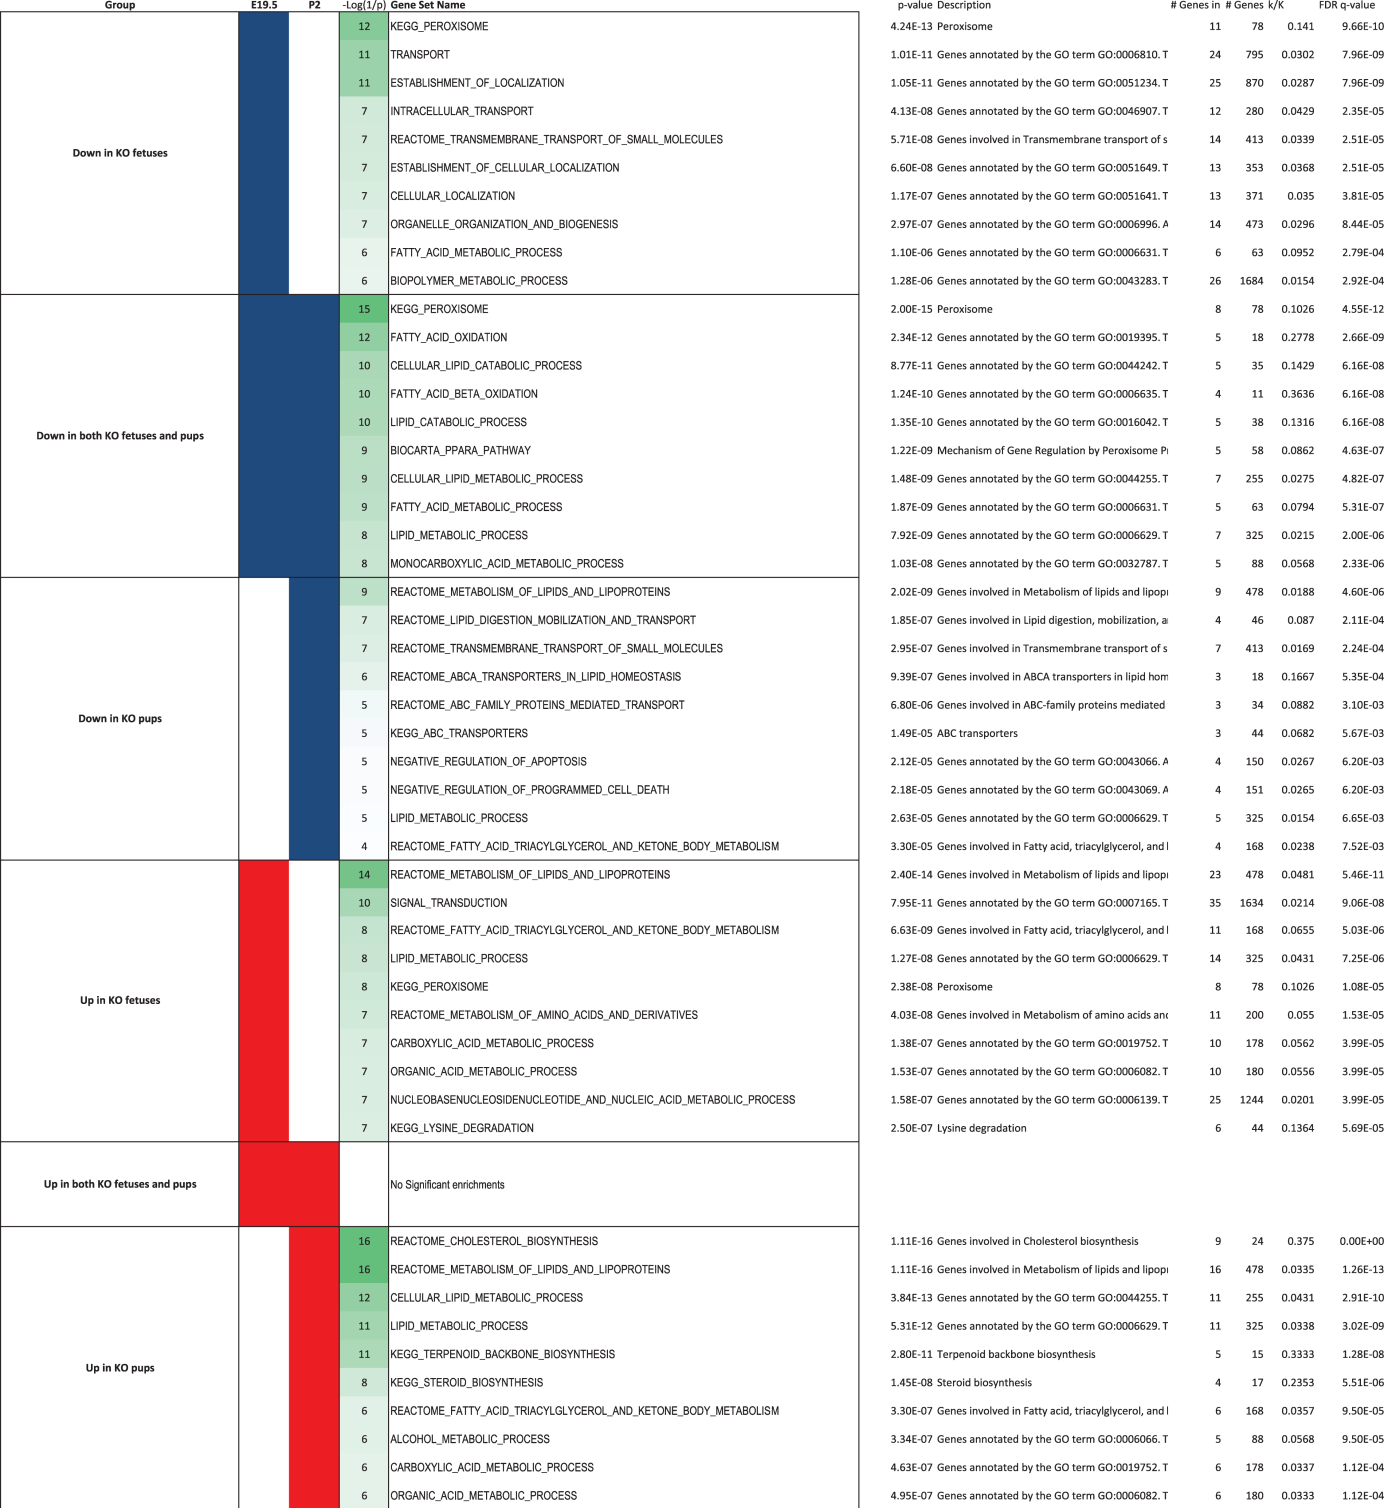

**Supplement:** Figure 2—source data 1. — The dataset provides a list of PPARα-regulated genes (A) and pathways (B) in E19.5 and P2 mouse livers. Significant genes based on a false discovery rate < 0.05 were classified as regulated at both E19.5 and P2, in E19.5 only, or P2 only. The logarithmic fold change (logFC) cut-off value was set at 1.3. For each group, the significant enrichment of underlying KEGG, GO, and Reactome curated pathways was determined from the hypergeometric distribution and corrected for multiple comparisons. DOI: http://dx.doi.org/10.7554/eLife.11853.005

How the deposited data were processed for this re-analysis (not part of the article)

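Gene expression in liver was measured in 12 mouse pups at postnatal day 2 on Affymetrix mouse gene arrays, 6 *Ppara*+/+ and 6 *Ppara*-/- with 3 males and 3 females each, 1 array per pup. The authors extracted RNA from pups of 3 litters per genotype, kept samples with an integrity number above 8, and summarised the arrays by RMA, whose version is not given. The deposited values are log2 signals per probe set, normalized across arrays by the authors, and were used as deposited. Array medians ran from 7.16 to 7.20 and correlations between arrays from 0.989 to 0.996; the number of pups limits the precision. Arrays of fetal liver were left out because they were not among the files analysed.

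Each probe set was fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) with genotype and sex as terms, 9 residual degrees of freedom and 2.49 prior degrees of freedom. The p-values were adjusted by the Benjamini-Hochberg method over all probe sets. Probe sets and genes were counted at an adjusted p under 0.05 with a linear change above 1.3-fold, and genes named singly and list members at the adjusted p alone. A gene was read from the probe set with the highest mean over all arrays among those that name it alone, which gave 19938 genes, 999 of them with more than 1 such probe set. Of the probe sets that name 1 gene, 99.6% were found in a RefSeq gene table by gene identifier, and 0 of them had another symbol there. The interaction of genotype and sex, genotype within each sex and sex itself were tested in the same way; the within-sex contrasts share the spread of all 4 groups.

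Of 57 fixed gene lists, 50 had at least 5 measured members and were tested with camera (preset correlation 0.01), camera with an estimated correlation, and fry, each adjusted over the lists. With the preset correlation 33 lists passed, 10 lower and 23 higher; with an estimated correlation 12 of these passed and the other calls did not hold, while fry passed 30. The passages therefore give the p-value with the estimated correlation. Panels of the paper's figures were chosen by the study on these samples or on these together with its fetal arrays. The list of the Dlk1-Dio3 imprinted domain was written after its members had been seen in the paper's table.

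Genes were named by a fixed rule: *Ppara*; each gene the paper names or draws in its panels; the 12 largest falls and 12 largest rises among genes past the threshold whose genotypes did not overlap; up to 3 members of each list per direction; genes that check the sex of the pups; and genes with an interaction. Other genes are named only where a count is 5 or fewer. Values of the paper's figures and table had been seen when this rule was written.

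The main tests, lists, naming rule and 28 of 30 alternatives were fixed before the data were examined, and 2 alternatives were added afterwards. Tests on the Dlk1-Dio3 domain, the pancreatic transcripts and fetal genes outside the domain were also chosen afterwards. So were those on lists with an estimated correlation under other arrangements of the arrays and on arrangements balanced for genotype. The alternatives were a fit without sex, a fit of 4 groups, quantile normalization, median centring, leaving out probe sets below the 40th percentile of signal, testing only probe sets of 1 gene, a robust variance trend, array weights, an exact Mann-Whitney test, a log2 change above 1.3, a linear change above 1.2, no minimum change, unadjusted p-values, the mean of a gene's probe sets, the other list tests, and leaving out each array in turn. The added ones leave out the *Ppara*-/- arrays of replicates 6 and 10, and use the Mann-Whitney test without adjustment.

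The calculation was tested on simulated data with the same arrangement of arrays. Of 50 probe sets changed at each size, 32 were recovered at 1.3-fold, 46 at 1.5-fold, 47 at 2-fold and 49 at 3-fold, with 7 false calls; the adjusted Mann-Whitney test recovered 0. The simulated list of 15 members was the only list called and no interaction was called. Recovery of a true interaction was not measured. On the real arrays 97 of the other arrangements called some list with the preset correlation. The simulation therefore does not show how often lists are called falsely on real arrays.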

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

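The rule for a sample apart was fixed beforehand, while the tests weighed for the Dlk1-Dio3 domain and for the pancreatic transcripts were chosen only after those results were seen. Values were called apart when the gap to the next value exceeded the share of the range that the Dixon test allows for the 6 values of a genotype, a limit that chance passes in about 1 in 20 groups. Of 326 groups 18 held such a value, 5.52% where chance gives about 5%, and 8 of the 18 are in the female *Ppara*-/- replicate 10.

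In that replicate *Nr3c1* lay low at 9.52, *Gpt2* at 8.94, *Fkbp5* at 9.84, *Slc37a4* at 11.02, *Pklr* at 11.80, *Elovl6* at 10.65 and *Acly* at 10.16, while *Cyp2c37* lay high at 12.28. In the female *Ppara*+/+ replicate 9 *Pex3* lay low at 9.48, *Qpct* at 9.57, *Acot1* at 6.76 and *Etfdh* at 11.47. *Pex13* lay high at 9.38 in the female *Ppara*+/+ replicate 7, *Qpct* low at 7.21 in the female *Ppara*-/- replicate 12, *Abcg5* low at 10.11 in the male *Ppara*-/- replicate 6 and *Peg3* low at 12.02 in the female *Ppara*-/- replicate 11. Among marker medians, erythroid markers lay low at -0.16 in *Ppara*+/+ replicate 7 and bile duct markers high at 0.32 in *Ppara*-/- replicate 11. The rule reads the gap as a share of the range, so the distance itself can be small, as for *Etfdh* with its next value at 11.49; the cause was not tested. Results of these arrays that the paper does not describe were the Dlk1-Dio3 domain with 22 members higher, fetal liver genes with 6 higher, and, in a comparison that it does not make, 20 probe sets that differ by sex.

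For the genes that fell and rose with genotype, DNA of another strain carried along with the disrupted gene was weighed first. The test covered only its effect on genes near *Ppara*. Of the 100 nearest measured genes on chromosome 15, 2 were called, *Cyp2d13* (log2 fold change -0.43) and *Abcd2* (-0.54). This was 2% against 1.27% (251) of 19755 other genes (one-sided Fisher exact p = 0.365, odds ratio 1.59 with an upper 95% limit of 5.94). The explanation stays open for these 2 calls. It was not tested for the other calls on chromosome 15, where 1.60% of 748 genes were called in all. Nor was it tested for calls on other chromosomes, since the test counts only genes near *Ppara*. A lower share of hepatocytes would raise markers of all other cell types, and against a hepatocyte median of 0.02 the medians of Kupffer cells (0.19), endothelium (0.13), stellate cells (0.10), granulocytes (0.07) and megakaryocytes (0.04) lay higher. The medians of erythroid cells (-0.19) and of B and T lymphocytes (-0.10) lay lower and argue against it as the only cause, but neither list passed with an estimated correlation (adjusted p = 0.31 each), so it stays open for the types that lay higher. The paper describes pups of both genotypes born in the same litters, and since the labels give no litter an uneven share of litters between the arrays stays untested.

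The higher Dlk1-Dio3 domain might come from more stellate, endothelial or Kupffer cells, but with their marker medians as covariates its median log2 fold change was 0.37 against 0.48 without them (p by fry of limma = 4.6e-04), though 0 members then passed singly. Values near background would weaken in brighter members, whose median was 0.50 over 21 members (p by fry of limma = 1.8e-07). DNA of another strain around the domain would bring calls on both sides, where 2 of 100 genes were called, *Serpina5* and *Aspg*, or 2% against 1.15% elsewhere (odds ratio 1.75 with an upper 95% limit of 6.57, one-sided Fisher exact p = 0.322), which leaves it open. A delay in the loss of fetal transcripts may go with the domain, since 11 fetal liver genes outside it had a median of 0.19 and 5 of them rose (p by fry of limma = 7.6e-08).

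Pancreatic transcripts were high in single arrays, with 6 of 8 markers in the male *Ppara*-/- replicate 6 above each *Ppara*+/+ array, such as *Ctrb1* at 11.42 against a median of 8.73 in the other arrays and *Cpa1* at 10.22 against 7.32. Pancreatic tissue taken along with these livers is a candidate explanation. Induction by the loss of *Ppara* would raise all 6 *Ppara*-/- arrays, but the marker median lay above each *Ppara*+/+ array in only 2, the male replicate 6 (1.38) and the female replicate 10 (0.72). The highest *Ppara*+/+ marker median was 0.41, in the female replicate 9, where *Ctrb1* stood at 10.30 and *Cpa1* at 8.25. High values were thus not limited to *Ppara*-/- arrays.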

How the results depend on the processing

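Leaving out *Ppara*-/- replicates 6 and 10 together and the Mann-Whitney test without adjustment were chosen only after the results were seen. Of 104 named genes that passed, 82 also passed under each of the 23 alternatives run for single genes but the exact Mann-Whitney test. No direction reversed. These 23 do not include the other fold thresholds, and with dim probe sets left out 102 of the 104 remained to be tested. With any single array left out 95 of the lower and 108 of the higher genes passed. The adjusted Mann-Whitney test called 0 probe sets lower, 0 higher, 0 genes lower and 0 genes higher, and *Ppara* kept its log2 fold change of -0.89 at an adjusted p of 0.0691; with 6 against 6 arrays no exact p is under 0.00216, and over all probe sets this limit leaves none under 0.05 after adjustment. Without adjustment the same test called 308 probe sets higher. A log2 fold above 1.3 left 13 probe sets lower and 5 higher (12 and 5 genes), 19 in males, 21 in females and 5 by sex, and a linear fold above 1.2 gave 202 and 332 probe sets and 238 genes higher. No minimum fold gave 281 and 536 probe sets and 224 and 397 genes, and unadjusted p-values gave 227 and 366 probe sets, 765 in males, 742 in females and 250 by sex; these follow from the thresholds themselves. Leaving out dim probe sets gave 7 by sex and testing only probe sets of 1 gene gave 6, since fewer probe sets enter; array weights gave 345 probe sets in females, and the cause was not tested. With an estimated correlation 12 lists passed in place of 33, and the list of amino acid breakdown stood at an adjusted p of 0.160; the cause was not tested.

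With single arrays left out the count in males (188) ran from 91 to 206 and in females (172) from 88 to 244, against 103 to 117 genes lower and 121 to 170 higher. In males it was 97 without *Ppara*-/- replicate 4, 99 without 5, 91 without 6, and 98, 97 and 110 without *Ppara*+/+ replicates 1, 2 and 3. In females it was 107, 101 and 97 without *Ppara*-/- replicates 10, 11 and 12, and 88 and 92 without *Ppara*+/+ replicates 8 and 9, but 244 without *Ppara*+/+ replicate 7, the array with the lowest weight (0.42); the cause was not tested. Without *Ppara*-/- replicates 6 and 10 together 104 genes were lower and 112 higher. No paired analysis was possible because each replicate number from 1 to 12 is used once and the labels give no litter. A Mann-Whitney test of 3 against 3 within a sex was not run, since it cannot pass.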

Differences from the paper's values

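The paper counts 425 genes lower in *Ppara*-/- livers at P2, against 113 here at an adjusted p under 0.05 and a linear change above 1.3-fold. The difference remained under each alternative setting fixed beforehand; the closest counts were 224 genes and 281 probe sets without a minimum fold. The paper's legend words the threshold of 1.3 as an absolute fold and its methods as a logarithmic ratio; with a log2 change above 1.3 the count here was 12. The paper counts about 310 genes higher in *Ppara*-/- livers at P2 (the sum of the P2 regions in Figure 2—figure supplement 1A, read by eye), against 141 here. Counts of genes within 1.5 times of the paper's came only at thresholds other than its own, with a linear change above 1.2-fold (238) or without a minimum fold (397); the difference remained under the other settings fixed beforehand. Counts of probe sets at its thresholds, 197 here, came within 1.5 times with a robust variance trend (213), with array weights (238) and without *Ppara*+/+ replicate 7 (252).

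Some statements lie in the same direction here without passing. The paper describes *Atp2a2* as reduced by about 1.2-fold at E19.5 and P2. Here it was 1.05-fold lower at P2 (1.04 to 1.07 over all settings). It passed under none of the 23 alternatives run for single genes, all of which adjust the p-values. Without adjustment its exact Mann-Whitney p was 0.00866. The paper names *Gpt*, *Pck1* and *G6pc* as higher. All 9 measured gluconeogenesis genes of its panel lay above 0 here and 5 passed, but not these 3 (adjusted p = 0.22, 0.105 and 0.0623). Of the 23 alternatives run for single genes with adjustment, *G6pc* passed under 7 and *Pck1* under 1. Without adjustment the p-values from limma were 0.0194 for *Gpt*, 0.0042 for *Pck1* and 0.0017 for *G6pc*. *Ccs*, which the paper reports lower before and/or after birth, stood at -0.15 at P2. It passed under 7 of the 23 alternatives run for single genes with adjustment. Without adjustment its p was 0.00135 from limma. Figure 2C draws *Acaa2* lower at P2 by PCR, against -0.05 here (adjusted p = 0.48), and *Ces1g* is named as regulated at P2, against an adjusted p of 0.0616 here.

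Others differ in direction or size, or are not settled here. *Sod2*, also reported lower before and/or after birth, stood at 0.05 at P2 and did not pass; the fetal arrays were not analysed here. *Hk1* is named as lower with glycolysis, and its 2 probe sets lay on either side of 0 here. The one with the highest signal stood at 0.04 on the log2 scale (adjusted p = 0.76 from limma). The other stood at -0.19 (adjusted p = 0.0901), the direction the paper gives. Neither passed and which of them reads *Hk1* better was not tested, so its direction is not settled. Of the glycolysis genes 3 rose while 1 fell. Figure 2—figure supplement 1C draws *Ahr* as lower at P2, against a rise of 0.18 here (adjusted p = 0.0108), and Figure 2—figure supplement 1D draws *Pdk4* near no change, against -1.11 here.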

Other observations

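The tests on fetal genes outside the Dlk1-Dio3 domain, on lists with an estimated correlation under other arrangements of the arrays, and on arrangements balanced for genotype were chosen only after the results were seen. The Dlk1-Dio3 imprinted domain, which the paper does not describe, was higher in *Ppara*-/- livers at P2. Of 39 measured members 22 rose and none fell, with 29 higher adjusted over the list alone and a median log2 fold change of 0.48 (adjusted p = 0.0046 with an estimated correlation). Among them were probe sets named for the microRNAs *Mir377* (0.99) and *Mir382* (0.92), and *Dlk1*, which encodes a fetal surface protein (0.36). Whether such probe sets read mature microRNAs or longer transcripts was not tested. Members varied together, with a median residual correlation of 0.24 between them. The 22 members therefore cannot be read as 22 separate changes. By the median of the domain all 6 *Ppara*-/- arrays lay above all 6 *Ppara*+/+ arrays. The list was written after its members had been seen in the paper's table, so its count is not independent evidence. Of 12 measured fetal liver genes 6 rose and none fell, with 9 higher adjusted over the list alone (adjusted p = 0.0021 with an estimated correlation), such as *Peg3* (0.32); the count was 3 without *Ppara*-/- replicate 4, 6 or 11 or *Ppara*+/+ replicate 1, 3 or 9. A delayed loss of fetal transcripts could link both, as the fetal genes outside the domain had a median of 0.19, but this was noticed and tested on the same arrays.

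Of 19 measured lipid droplet proteins 5 fell, such as *Hsd17b11* (-1.06), *Mgll*, a monoglyceride lipase (-0.83), and *Plin5* (-0.83), and 1 rose (0 without *Ppara*-/- replicate 4 or 6 or *Ppara*+/+ replicate 1, 2, 3 or 9); adjusted over the list alone 5 fell and 2 rose (adjusted p = 0.092 with an estimated correlation). Of 23 genes of fatty acid and triglyceride synthesis 3 fell, such as *Scd1*, stearoyl-CoA desaturase (-0.80), and *Fads2* (-0.36), and 3 rose, such as *Acacb*, an acetyl-CoA carboxylase (0.72), and *Elovl6* (0.47); adjusted over the list alone 5 fell and 7 rose (adjusted p = 0.62 with an estimated correlation). The higher count was 5 without *Ppara*-/- replicate 10. Of 5 measured ketogenesis genes *Acat1* fell (-0.28) and *Ppargc1a* rose, over all probe sets and adjusted over the list alone. Of 13 genes of bile acid synthesis *Hsd17b4* fell and *Cyp8b1*, sterol 12α-hydroxylase, rose (0.58), with 3 lower and 2 higher adjusted over the list alone; 2 fell without *Ppara*-/- replicate 12 or *Ppara*+/+ replicate 9. Of 21 acute phase genes 3 rose, with *Saa3* (0.66), and 6 rose and 1 fell adjusted over the list alone (adjusted p = 0.16 with an estimated correlation). None of 23 proliferation genes passed over all probe sets, though 3 fell without *Ppara*-/- replicate 6 or *Ppara*+/+ replicate 7, and 8 fell adjusted over the list alone (median -0.12, adjusted p = 0.21 with an estimated correlation). None of 48 nuclear genes of the respiratory chain passed, over all probe sets or adjusted over the list alone.

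*Nr3c1*, the glucocorticoid receptor, did not pass at P2 (log2 fold change -0.02, adjusted p = 0.89 from limma), nor did its target *Fkbp5* (-0.02); of 14 measured glucocorticoid-induced genes none passed, though 2 rose without *Ppara*-/- replicate 5 or *Ppara*+/+ replicate 7, with 4 higher and 1 lower adjusted over the list alone (adjusted p = 0.68 with an estimated correlation). Within males 188 probe sets differed by genotype (88 lower, 100 higher) and within females 172 (99 lower, 73 higher); 120 were shared and 0 changed in opposite directions. By sex 20 probe sets differed, 17 lower and 3 higher in females, and 6 of them name 1 gene: *Xist* (6.95), *Kdm6a* (0.62) and *Eif2s3x* (0.44) higher and *Eif2s3y* (-5.80), *Uty* (-4.72) and *Kdm5d* (-3.08) lower in females, as the sex labels give. The first principal component carried 20.9% of the variance and the second 13.7%.

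Chance was tested with 100 arrangements of the arrays into 6 and 6, the real one included. The real count was 131 probe sets lower, where the highest of the others was 3, and 197 higher against 3. For genes it was 113 lower against 0 and 141 higher against 0. Only 1 of the 100, the real one, reached each count, which argues against chance where arrays are taken as separate units. The other arrangements mix the genotypes, so their spread also holds the genotype difference. Since the labels give no litter, an uneven share of litters is not excluded by this test. By sex 20 probe sets stood against 2. With the preset correlation 33 lists stood against 31, the median of the others being 13; with an estimated correlation 12 stood against 0. Many of the others hold unequal numbers of each genotype, and among the 36 with 3 arrays of each genotype on either side 35 called some list with the preset correlation (median 5, highest 16) and none did with an estimated correlation. For the interaction 0 probe sets stood against 2 and all 100 arrangements reached the real count. Within males 188 stood against 0 and within females 172 against 0, where 10 arrangements are too few to exclude chance.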
